# Metabolic Changes in Skin Caused by *Scd1* Deficiency: A Focus on Retinol Metabolism

**DOI:** 10.1371/journal.pone.0019734

**Published:** 2011-05-09

**Authors:** Matthew T. Flowers, Chad M. Paton, Sheila M. O'Byrne, Kevin Schiesser, John A. Dawson, William S. Blaner, Christina Kendziorski, James M. Ntambi

## Abstract

We previously reported that mice with skin-specific deletion of stearoyl-CoA desaturase-1 (*Scd1*) recapitulated the skin phenotype and hypermetabolism observed in mice with a whole-body deletion of *Scd1*. In this study, we first performed a diet-induced obesity experiment at thermoneutral temperature (33°C) and found that skin-specific *Scd1* knockout (SKO) mice still remain resistant to obesity. To elucidate the metabolic changes in the skin that contribute to the obesity resistance and skin phenotype, we performed microarray analysis of skin gene expression in male SKO and control mice fed a standard rodent diet. We identified an extraordinary number of differentially expressed genes that support the previously documented histological observations of sebaceous gland hypoplasia, inflammation and epidermal hyperplasia in SKO mice. Additionally, transcript levels were reduced in skin of SKO mice for genes involved in fatty acid synthesis, elongation and desaturation, which may be attributed to decreased abundance of key transcription factors including SREBP1c, ChREBP and LXRα. Conversely, genes involved in cholesterol synthesis were increased, suggesting an imbalance between skin fatty acid and cholesterol synthesis. Unexpectedly, we observed a robust elevation in skin retinol, retinoic acid and retinoic acid-induced genes in SKO mice. Furthermore, SEB-1 sebocytes treated with retinol and SCD inhibitor also display an elevation in retinoic acid-induced genes. These results highlight the importance of monounsaturated fatty acid synthesis for maintaining retinol homeostasis and point to disturbed retinol metabolism as a novel contributor to the *Scd1* deficiency-induced skin phenotype.

## Introduction

The epidermis has a large capacity for synthesizing both fatty acids and cholesterol, which are utilized to form a variety of complex lipids including phospholipids, triglycerides, sphingolipids, esterified cholesterol, wax esters and retinyl esters [1], [2], [3]. These epidermal lipids are essential for maintaining a permeability barrier that protects against transepidermal loss of water and electrolytes, as well as providing an anti-microbial barrier that prevents microorganism colonization and infection [1], [3], [4]. Disruption of the epidermal barrier stimulates both sterol and fatty acid synthesis, an adaptation that aids in the restoration of normal barrier function [3].

Skin is a stratified tissue composed of the epidermis, dermis and subcutaneous fat layers. The epidermis is the thinnest of the three layers, but mitotically is the most active layer due to the continuous differentiation of keratinocytes into the cornified epithelium, which is exposed to the environment. The dermis is thicker than the epidermis and is composed largely of fibroblasts, which surround the vasculature, nerves, immune cells, hair follicle and the attached sebaceous gland. The major function of sebaceous gland is to release lipid complex-lubricants, termed sebum, into the sebaceous duct and hair follicle via rupture of differentiated sebocytes [2]. However, the sebaceous gland has also been proposed to be involved in antioxidant and antibacterial effects, pheromone transport and epidermal hydration [2], [5]. Sebum contains triglycerides, diglycerides, fatty acids, cholesterol, cholesteryl esters, squalene and wax esters [2]. Whereas overproduction of sebum by the sebaceous gland contributes to the development of acne and seborrhea, inadequate sebum production due to sebocyte dysfunction impairs the function of the hair follicle [2].

SCD1 is highly expressed in the sebaceous gland and is not observed in the hair follicle or any other cell type in mouse skin [6]. Mice with a whole-body or skin-specific deletion of *Scd1* develop severe sebaceous gland hypoplasia that results in progressive scarring alopecia, indicating that SCD1 is critical for normal sebaceous gland function [6], [7], [8], [9]. SCD1 is a Δ9 fatty acid desaturase that primarily catalyzes the conversion of the saturated fatty acids palmitic acid (16∶0) and stearic acid (18∶0) into the *cis*-monounsaturated fatty acids (MUFA) palmitoleic acid (16∶1n7) and oleic acid (18∶1n9), respectively [10]. The MUFA serve as important esterification substrates in the formation of triglycerides, cholesterol esters and wax esters, which are components of the sebum [7], [11]. Both whole-body and skin-specific deletion of *Scd1* cause a remarkable hypermetabolic phenotype that protects against the development of both genetic- and diet-induced obesity, fatty liver and insulin resistance [7], [8], [12], [13], [14], [15], [16]. These metabolic phenotypes persist despite hyperphagia, suggesting that their obesity resistance is derived from an increase in energy expenditure. *Scd1*-deficient mice are also cold intolerant, suggesting that they have increased cold perception and/or loss of heat to the environment [7], [13], [17]. The increased energy expenditure in these mice has been hypothesized to be due to upregulation of thermogenic processes for temperature maintenance at the expense of fuel economy [7], [13]. However, the exact mechanism by which reduced sebaceous gland MUFA synthesis in the skin elicits signals to cause hypermetabolism has not been determined.

In the current study, we performed microarray analysis of skin gene expression using Affymetrix 430 2.0 arrays to explore the cellular mechanisms responsible for the sebaceous gland hypoplasia and associated skin phenotypes in mice with skin-specific deletion of *Scd1* (SKO mice). The gene expression profile supports the previous histological observations of sebaceous gland hypoplasia, inflammation, hyperkeratosis, epidermal hyperplasia and tissue remodeling [18]. Additionally, the gene expression pattern suggests an imbalance in skin lipogenesis characterized by increased sterol synthesis but decreased fatty acid synthesis and alterations in fatty acid composition. Unexpectedly, retinoic acid-responsive genes, as well as skin levels of retinol and retinoic acid, were remarkably elevated. These results support a novel and important role for skin MUFA synthesis in maintaining cellular retinol homeostasis and suggest that the origin of the skin phenotype in SKO mice is due to severe retinoic acid-induced sebaceous gland hypoplasia.

## Results

### Thermoneutral environment does not rescue obesity resistance

We previously reported that SKO mice recapitulate the hypermetabolic phenotype observed in mice with a whole-body deletion of SCD1, resulting in resistance to high-fat diet-induced obesity when housed at ambient temperature (21°C) [7]. To investigate whether loss of heat to the environment contributes to the obesity protection, we repeated the diet-induced obesity experiment in SKO mice at thermoneutral temperature (32.5–33.5°C). Mice were fed a high-fat diet (60% kcal fat; Harlan TD.06414) for 7 weeks at this temperature. Surprisingly, the obesity resistance phenotype and hyperphagia persisted even at the elevated temperature (**Figure 1**), similar to our previous observations in high-fat fed SKO housed at ambient temperature [7].

**Figure 1:**
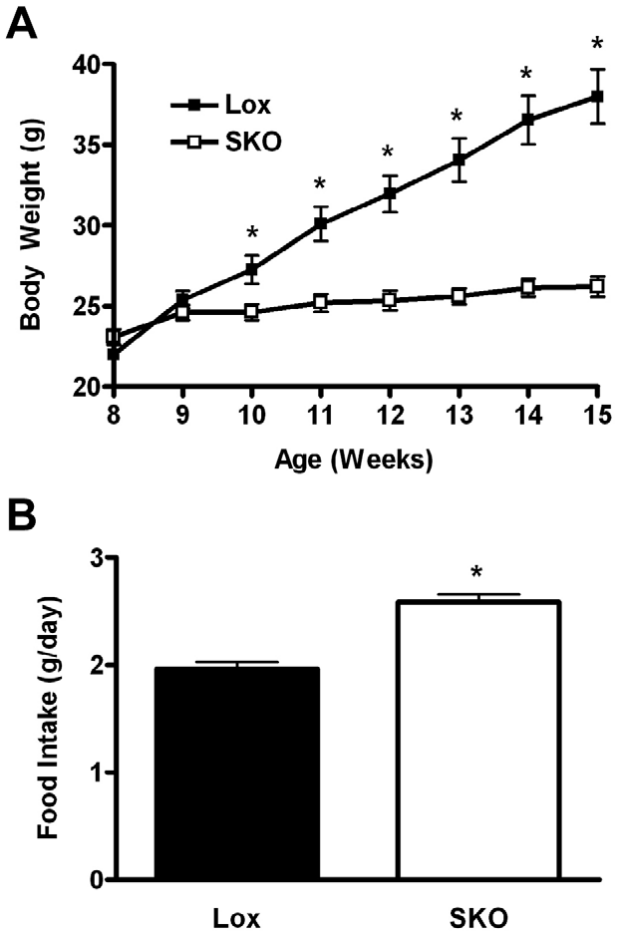
SKO mice remain resistant to obesity in a thermoneutral environment. Male Lox and SKO mice (n = 9–10) were transferred at 6 weeks of age to a controlled environment (32.5–33.5°C; 30–40% relative humidity), allowed to acclimate for 2 weeks and then fed a high-fat diet (Harlan TD.06414; 60% kcal fat) for 7 weeks. A) Body weight curve; B) Food intake. Data represent mean ± SEM. *, *p*<0.05.

### Microarray analysis of skin of SKO mice

To explore mechanisms other than heat loss that may be responsible for the skin-derived alteration in whole-body energy metabolism in SKO mice, we analyzed skin gene expression in 8–9 week old male SKO mice (n = 3) and *Scd1^flox/flox^* (Lox) control mice (n = 3) using Affymetrix 430 2.0 microarrays. 

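Scd1 transcript was lower in SKO skin at both of its probe sets, with each SKO array below each Lox array. The brighter probe set averaged 12.75 ± 0.38 in Lox and 11.61 ± 0.60 in SKO skin on the log2 scale (mean ± SD, n = 3 arrays per group), 2.14-fold lower, with a log2 fold change of -1.14 (SE 0.30, adjusted p = 0.0299). The dimmer probe set averaged 8.61 ± 0.05 in Lox and 6.53 ± 0.58 in SKO skin, 4.00-fold lower, with a log2 fold change of -2.08 (SE 0.25, adjusted p = 0.000747). Whole dorsal skin also holds cells in which Krt14-Cre is not active, and the sources used here do not say whether either probe set lies in the deleted part of Scd1. Here and below, SKO is compared with Lox on the log2 values of 6 arrays by limma, SE is the standard error of the log2 fold change, the adjusted p runs over 45037 probe sets, and a fold is the ratio of the linear group means. For the brighter probe set the adjusted p rose above 0.05 with an array left out (0.0792 without Lox 1, 0.0666 without Lox 3, 0.0609 without SKO 2), and for the dimmer it stayed under 0.05 with any single array left out.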

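The 10 largest rises among genes whose arrays did not overlap between the groups ran from 5.16 for the protease Prss27 to 6.08 for AA467197 on the log2 scale, with the collagenase Mmp13, the elastase Mmp12, the envelope precursor Sprr1b and the amino acid transporter Slc38a5 among them. The 10 largest falls ran from -3.31 for Inmt to -5.07 for the hepcidin Hamp2, with the lipase-family gene Pnpla5, the secretoglobin Scgb1a1, the desaturase Scd3 and the alcohol dehydrogenase Adh6a among them. In all, 7637 of 45037 probe sets (17.0%) passed at an adjusted p under 0.05, 4033 higher and 3604 lower in SKO skin, and 2753 of them differed at least 2-fold (1474 higher, 1279 lower). Counted by gene, 4181 of 18151 passed, 2038 higher and 2143 lower. The arrays did not overlap between groups at 15106 probe sets (33.5%), where 10% would be met by chance. The 7637 probe sets became 4705 without SKO 2 and 4739 without Lox 1, and the 4181 genes became 2748 and 2708.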

The summary of the number of probe sets found to be differentially expressed by either EBarrays or Welch's t-test are shown in **Table 1**. Applying EBarrays with the posterior probability of differential expression (DE) set at 0.639 (soft 5% false discovery rate (FDR) cutoff) or 0.95 (hard 5% FDR cutoff) yielded 8648 and 6433 DE probe sets, respectively. The Welch's t-test yielded 969 DE probe sets with q-values less than 0.05. When comparing the two approaches, 897 of those 969 probe sets identified as DE via t-tests are also identified as DE by EBarrays (posterior probability of DE >0.95). 

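Keratins Krt16 and Krt6a and the lipocalin Lcn2 are among the 554 table entries whose ratio of linear group means was computed again from the values, and for each of the 554 it had the paper's direction. The methods' t-test with Storey q-values under 0.05 gave 1015 probe sets, controls included, 571 higher and 444 lower in SKO skin. A lognormal-normal mixture, 1 of the models that EBarrays offers, gave 6634 probe sets at its soft threshold of 0.648 and 4916 above 0.95. A gamma-gamma mixture gave 6567 and 4854. Of the 1015 probe sets, 789 lay above 0.95 in the first model and 783 in the second. The paper does not say which model it used.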

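Genes of skeletal muscle fibres were lower in SKO skin as a group. The kinase Mylk2 averaged 10.29 ± 0.13 in Lox and 8.04 ± 0.25 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), a log2 fold change of -2.24 (SE 0.15, adjusted p = 5.38e-05), the Z-disc gene Ldb3 gave -2.35 (SE 0.18, adjusted p = 0.000100), the muscle phosphoglycerate mutase Pgam2 -2.22 (SE 0.17, adjusted p = 0.000100) and the mitochondrial creatine kinase Ckmt2 -2.79 (SE 0.23, adjusted p = 0.000119). In the skeletal muscle list, 1 of 37 measured genes, Tpm2 at 0.59 (SE 0.13, adjusted p = 0.0144), was higher and 32 were lower (1 and 34 adjusted over the list alone), with a median log2 fold change of -1.79 and an adjusted camera p of 1.01e-17. The camera call is lost when the correlation between genes is taken from the arrays, with adjusted p = 0.445 with an estimated correlation. The count of higher and lower genes was 0 and 30 without SKO 2, 0 and 32 without SKO 3 and 0 and 33 without Lox 1.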

The set of transcripts differentially expressed between Lox and SKO is enriched for 16 gene ontology (GO) terms, which are listed in **Table 2**.

**Table 1:** Summary of Differentially Expressed Probe Sets (DEPS).

Method	Total DEPS	Increased	Decreased
EBarrays (soft); 5% FDR PP of DE>0.639	8648	4558(1495)	4090(1313)
EBarrays (hard); 5% FDR PP of DE>0.95	6433	3415(1469)	3018(1276)
Welch's t-test (q<0.05)	969	550(377)	419(236)
Welch's t-test AND EBarrays Intersect	897	516(377)	381(236)

Affymetrix Mouse 430 2.0 microarray chips were used to search for skin gene expression changes between male Lox and SKO mice. Lists of differentially expressed probe sets (DEPS) were generated using Welch's t-tests or EBarrays, as described in *Methods*. For each comparison, the number of total, increased and decreased DEPS is shown, and those with a fold-change of 2-fold or more are indicated in parentheses.

**Table 2:** Enriched Gene Ontology (GO) Terms.

Myofibril	Contractile Fiber	Sacromere	Contractile Fiber Part
Actin Binding	Actin Cytoskeleton	Cytoskeletal Protein Binding	I Band
Anatomical Structure Formation Involved in Morphogenesis	Z Disc	Cell-cell Junction	Ectoderm Development
Epidermis Development	Skeletal System Development	Apicolateral Plasma Membrane	Muscle System Process

Tests of enrichment of GO terms via overrepresentation were conducted on the set of 8648 differentially expressed probe sets identified by EBarrays. The tests were performed using the allez R package. GO terms were said to be overrepresented if they had at least 5 distinct probe sets in the differentially expressed list being analyzed, but no more than 500, and surpassed a Z-score cutoff of 5. GO terms are listed in left-to-right and top-to-bottom decreasing order of significance. The same set of criteria was used to assess enrichment using KEGG pathways, but no such pathway was found for this dataset.

### Sebaceous gland hypoplasia, epidermal hyperplasia and inflammation

Studies by Sundberg *et al.* in the naturally occurring *Scd1^ab-2j^* mutant have suggested that SCD1 is required for a functional sebaceous gland and for the degradation of the inner root sheath from the emerging hair shaft [8]. Thus, MUFA production by the sebaceous gland is critical for sebocyte maintenance and function. 

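Scd3, a stearoyl-CoA desaturase of sebocytes, averaged 10.15 ± 0.48 in Lox and 6.63 ± 0.18 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 11.8-fold lower, with a log2 fold change of -3.51 (SE 0.23, adjusted p = 4.52e-05). The melanocortin receptor gene Mc5r gave -0.76 (SE 0.19, adjusted p = 0.0259), and Far2, whose product makes the fatty alcohols of wax esters, gave -2.32 (SE 0.24, adjusted p = 0.000339). Krt79, a keratin of the sebaceous duct, was higher at 1.30 (SE 0.13, adjusted p = 0.000256). In the sebocyte list 1 of its 12 measured genes was higher and 7 lower (1 and 7 adjusted over the list alone), with a median of -0.63 and an adjusted camera p of 0.00480, or adjusted p = 0.375 with an estimated correlation. Without Lox 3, 2 were higher and 7 lower. The paper's tables hold 7 of these genes, so the list is not independent evidence of its direction. The call of Mc5r was lost with an array left out (0.106 without Lox 1, 0.0650 without Lox 2, 0.0830 without SKO 1, 0.0762 without SKO 2).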

Consistent with the previous histological observation of sebaceous gland hypoplasia [19], [20], we observed decreased expression in SKO skin of two key markers of terminal sebocyte differentiation, *Scd3* and *Mc5R* (**Table 3**). The expression of the cytochrome P450 1A1 (*Cyp1a1*), which encodes a xenobiotic metabolizing enzyme expressed in the sebaceous gland [21], was also largely ablated (**Table 3**). Additionally, the expression of androgen receptor (*Ar*), which is enriched in the basal layer of the sebaceous gland and in outer root sheath keratinocytes of the hair follicle [22], was dramatically suppressed in skin of SKO mice (**Table 3**).

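Cyp1a1, the aryl hydrocarbon-induced monooxygenase, averaged 7.72 ± 0.17 in Lox and 5.35 ± 0.16 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 5.17-fold lower with a log2 fold change of -2.37 (SE 0.14, adjusted p = 2.85e-05). Ahr, which encodes the receptor that drives Cyp1a1, had a log2 fold change of 0.77 (SE 0.23, adjusted p = 0.0518) and did not pass.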

**Table 3:** Sebaceous gland or sebocyte markers.

AFFY ID	Gene Symbol	Gene Name	FC	PP of DE	q-value
1460723_at	*Mc5r*	melanocortin 5 receptor	**0.59**	0.99	0.111
1437064_at	*Ar*	androgen receptor	**0.31**	1.00	0.153
1455647_at	*Ar*	androgen receptor	**0.22**	1.00	0.107
1422217_a_at	*Cyp1a1*	cytochrome P450, family 1, subfamily a, polypeptide 1	**0.19**	1.00	0.023
1450956_at	*Scd3*	stearoyl-CoA desaturase 3	**0.09**	1.00	0.052
1423366_at	*Scd3*	stearoyl-CoA desaturase 3	**0.08**	1.00	0.053

Changes in gene expression are reported as fold-change (FC) relative to Lox mice. Significant differences between Lox and SKO were determined as described in *Methods*, and for both Welch's t-test and EBarrays the false discovery rate was set at 5%. All probe sets listed have a posterior probability of differential expression (PP of DE) >0.639 (soft threshold) based upon analysis by EBarrays. Additionally, Welch's t-test was used to calculate q-values and those probe sets with q-values<0.05 were considered significant.

The impaired degradation of the inner root sheath due to *Scd1* deficiency-related sebaceous gland dysfunction is hypothesized to cause restraint and destruction of the hair follicle, inducing an inflammatory reaction, epidermal hyperplasia and scarring alopecia [8]. Consistent with these observations, we observed increased expression of several transcripts supporting prominent keratinocyte activation and differentiation including keratin 6, 16 and 17 (*Krt6a*, *Krt6b*, *Krt16*, *Krt17*), involucrin (*Ivl*), filaggrin (*Flg)*, transglutaminase 1 (*Tgm1*), and several genes encoding members of the small proline-rich and late cornified envelope protein family (**Table 4**).

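Stress keratins rose in SKO skin, with Krt6b at a log2 fold change of 5.29 (SE 1.15, adjusted p = 0.0142), Krt16 at 4.42 (SE 0.56, adjusted p = 0.000977), Krt6a at 2.42 (SE 0.12, adjusted p = 1.57e-05) and Krt17 at 1.5 (SE 0.12, adjusted p = 0.000108), n = 3 arrays per group. Among cornified envelope precursors, Sprr1b gave 5.95 (SE 0.87, adjusted p = 0.00213), Sprr2h 4.23 (SE 0.64, adjusted p = 0.00252), Lce3f 4.17 (SE 0.58, adjusted p = 0.00159), Ivl 1.37 (SE 0.22, adjusted p = 0.00335), the filament-binding Flg 2.19 (SE 0.22, adjusted p = 0.000292) and the cross-linking enzyme Tgm1 1.4 (SE 0.19, adjusted p = 0.00198), while Lce1m at -1.6 (SE 0.15, adjusted p = 0.000208) and Lce1l at -0.61 (SE 0.16, adjusted p = 0.0340) were lower. The linear ratio for Krt6b was 11.0-fold, because Lox 2 read 10.30 on the log2 scale where Lox 1 and Lox 3 read 5.45 and 5.08. Sprr1b in Lox 2 read 7.51, against 3.98 and 3.62. In the cornified envelope list 18 of its 32 measured genes were higher and 2 lower (22 and 2 adjusted over the list alone), with a median of 1.18 and an adjusted camera p of 3.63e-07, or adjusted p = 0.507 with an estimated correlation. Those counts of higher and lower genes were 15 and 1 without SKO 2, 22 and 1 without SKO 3, 15 and 1 without Lox 1. All 4 genes of the stress keratin list were higher, 4 adjusted over the list alone, with an adjusted camera p of 0.000106, or adjusted p = 0.375 with an estimated correlation. The paper's tables hold 18 of the 32 envelope genes and the 4 keratins, so neither list is independent evidence of its direction. Among basal and suprabasal keratinocyte markers Krt14 was higher at 0.54 (SE 0.11, adjusted p = 0.0121) at its brightest probe set and at 0.78 and 1.49 at its others, which also passed, Pkp1 was higher at 0.63 (SE 0.12, adjusted p = 0.00888), Krt2 was lower at -2.92 (SE 0.42, adjusted p = 0.00196), and the 16 genes had a median of 0.25 (2 higher and 1 lower, 5 and 3 adjusted over the list alone, with an adjusted camera p of 0.336). For these markers the higher and lower counts were 1 and 1 without SKO 2, 2 and 2 without Lox 2, 5 and 1 without Lox 3. The adjusted p exceeded 0.05 on 5 arrays for Krt6b (0.0644 without Lox 1, 0.0563 without SKO 2), Lce1l (0.132 without Lox 1, 0.117 without SKO 2, 0.108 without SKO 3) and Krt14 (0.0534 without SKO 2).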

**Table 4:** Keratinocyte differentiation and activation; epidermal barrier formation.

AFFY ID	Gene Symbol	Gene Name	FC	PP of DE	q-value
1422672_at	*Sprr1b*	small proline-rich protein 1B	**29.95**	1.00	0.114
1456248_at	*Lce3f*	late cornified envelope 3F	**20.40**	1.00	0.083
1422240_s_at	*Sprr2h*	small proline-rich protein 2H	**17.52**	1.00	0.075
1448932_at	*Krt16*	keratin 16	**16.26**	1.00	0.101
1439016_x_at	*Sprr2a*	small proline-rich protein 2A	**12.27**	1.00	0.044
1450618_a_at	*Sprr2a*	small proline-rich protein 2A	**11.67**	1.00	0.045
1422588_at	*Krt6b*	keratin 6B	**11.01**	1.00	0.165
1422783_a_at	*Krt6a*	keratin 6A	**10.57**	1.00	0.023
1449133_at	*Sprr1a*	small proline-rich protein 1A	**7.82**	1.00	0.04
1427700_x_at	*Krt6a*	keratin 6A	**7.35**	1.00	0.037
1420771_at	*Sprr2d*	small proline-rich protein 2D	**7.20**	0.99	0.172
1420193_at	*Krt17*	keratin 17	**6.62**	1.00	0.037
1456001_at	*Lce3a*	late cornified envelope 3A	**6.51**	1.00	0.157
1422963_at	*Sprr2i*	small proline-rich protein 2I	**6.42**	0.87	0.225
1422784_at	*Krt6a*	keratin 6A	**5.34**	1.00	0.019
1419317_x_at	*Lce3c*	late cornified envelope 3C	**4.81**	1.00	0.156
1427268_at	*Flg*	Filaggrin	**4.68**	1.00	0.072
1421316_at	*Lce1g*	late cornified envelope 1G	**4.63**	1.00	0.1
1429540_at	*Cnfn*	Cornifelin	**2.93**	1.00	0.066
1423227_at	*Krt17*	keratin 17	**2.88**	1.00	0.03
1451416_a_at	*Tgm1*	Transglutaminase 1, K polypeptide	**2.58**	1.00	0.073
1439878_at	*Ivl*	Involucrin	**2.50**	1.00	0.107
1422222_at	*Ivl*	Involucrin	**1.87**	1.00	0.1
1420550_at	*Lce1f*	late cornified envelope 1F	**1.84**	1.00	0.052
1418855_at	*Lce1l*	late cornified envelope 1L	**0.66**	0.94	0.132
1429565_s_at	*Lce1m*	late cornified envelope 1M	**0.33**	1.00	0.042

See Table 3 for legend.

The skin phenotype due to *Scd1* deficiency is consistent with atopic dermatitis, involving inflammation and pruritis. 

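Of chemokine genes tied to type 2 inflammation, Ccl22 and Ccl17 were higher, at log2 fold changes of 1.73 (SE 0.15, adjusted p = 0.000166) and 1.12 (SE 0.14, adjusted p = 0.000905), and Ccl24 was lower at -1.86, while the matrix gene Postn was higher at 1.74 (SE 0.25, adjusted p = 0.00177), n = 3 arrays per group. The oncostatin M receptor gene Osmr gave 1.28 (SE 0.20, adjusted p = 0.00278) and Il31ra, its partner in the receptor for the itch cytokine interleukin 31, was lower at -2.25 (SE 0.19, adjusted p = 0.000135). In the list of type 2 and itch cytokine genes 5 of its 16 measured genes were higher and 2 lower (5 and 2 adjusted over the list alone), with a median of 0.03 and an adjusted camera p of 0.274. In the list of type 17 cytokine genes 2 of its 9 measured genes were higher and 0 lower (2 and 0 adjusted over the list alone), Il17ra at 0.56 (SE 0.14, adjusted p = 0.0238) and Il23a at 0.77 (SE 0.20, adjusted p = 0.0277) being the pair, with an adjusted camera p of 0.274, and its counts were 0 and 0 without SKO 1, 1 and 0 without SKO 2, 1 and 0 without SKO 3, 1 and 0 without Lox 1, 1 and 0 without Lox 3. Dropping 1 array ended the call of Il17ra (0.0950 without Lox 1, 0.0811 without SKO 1, 0.0814 without SKO 3) and Il23a (0.0580 without Lox 3, 0.0864 without SKO 1, 0.110 without SKO 2).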

Although this often culminates in spontaneous ulcerative dermatisis in older mice (unpublished observations), none of the mice used in the current study displayed this condition. Skin inflammation is evident from the increased expression of a large number of chemokine ligands, chemokine receptors and other mediators of the inflammatory process including transforming growth factor beta (*Tgfb1*), tumor necrosis factor (*Tnf*), several members of the NF-kb pathway and others listed in **Table 5** and **Table S1**. 

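Neutrophil-attracting chemokines rose most among the chemokine ligands, with Cxcl3 at a log2 fold change of 4.56 (SE 0.58, adjusted p = 0.00103), Cxcl2 at 4.32 (SE 0.53, adjusted p = 0.000826) and Cxcl5 at 3.00 (SE 0.35, adjusted p = 0.000714), n = 3 arrays per group. Ccl1 gave 2.71 (SE 0.24, adjusted p = 0.000166), Ccl20 2.24 (SE 0.28, adjusted p = 0.000969) and Ccl3 2.02 (SE 0.47, adjusted p = 0.0195), while Ccl24, which draws eosinophils, was lower at -1.86 (SE 0.25, adjusted p = 0.00135). Of cytokine genes, Tgfb1 gave 0.91 (SE 0.23, adjusted p = 0.0282) and Tnf 0.57 (SE 0.16, adjusted p = 0.0380). In the NF-kB pathway Nfkbiz gave 1.55 (SE 0.24, adjusted p = 0.00273), Nfkb2 0.72 (SE 0.20, adjusted p = 0.0353), Nfkb1 0.64 (SE 0.12, adjusted p = 0.00625) and the inhibitor-like Nfkbil1 -0.53 (SE 0.16, adjusted p = 0.0548), which did not pass. Of the 16 chemokine ligand genes in the tables 15 were higher and 1 lower, and of 9 receptor genes 6 were higher, with Ccr1 at 1.5 (SE 0.38, adjusted p = 0.0257) and Ccr7 at 1.46 (SE 0.15, adjusted p = 0.000301), and 3 were lower, all of the scavenging Ackr kind. The receptor counts of higher and lower were 2 and 3 without SKO 1, 2 and 2 without SKO 2, 1 and 2 without SKO 3, 2 and 3 without Lox 1. In the fixed list of chemokines, which also holds ligands that the tables do not list, 12 of its 31 measured genes were higher and 1 lower (12 and 1 adjusted over the list alone), with an adjusted camera p of 0.000612, or adjusted p = 0.415 with an estimated correlation; 15 of them are in the tables, so it is not independent of them. Cxcl1 was higher at both listed probe sets, 1.12 (SE 0.17, adjusted p = 0.00223) and 2.83 (SE 0.37, adjusted p = 0.00125), and not at its brightest, -0.19 (SE 0.16, adjusted p = 0.490). On 5 of the 6 arrays the adjusted p went above 0.05 for Ccl3 (0.0846 without Lox 1, 0.0602 without SKO 1, 0.0741 without SKO 3), Tgfb1 (0.114 without Lox 1, 0.0630 without Lox 3, 0.0922 without SKO 1, 0.0512 without SKO 2, 0.0877 without SKO 3), Tnf (0.126 without Lox 1, 0.0802 without Lox 3, 0.122 without SKO 1, 0.125 without SKO 3), Nfkb2 (0.0945 without SKO 1, 0.118 without SKO 2, 0.0776 without SKO 3) and Ccr1 (0.0775 without SKO 1, 0.0653 without SKO 2, 0.0830 without SKO 3).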

Several members of the interleukin family of cytokines were elevated including interleukin (IL)-1β (*Il1b*), IL-18 (*Il18*), IL-33 (*Il33*), and IL1-family members 5, 6, 8 and 9 (*Il1f5*, *Il1f6*, *Il1f8*, *Il1f9*). 

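Il1b averaged 5.52 ± 0.15 in Lox and 7.44 ± 0.48 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), a log2 fold change of 1.91 (SE 0.22, adjusted p = 0.000639). Il18 gave 2.02 (SE 0.18, adjusted p = 0.000165) and the alarmin Il33 0.98 (SE 0.23, adjusted p = 0.0191). Within the family now called interleukin 36, Il1f6 gave 2.90 (SE 0.26, adjusted p = 0.000190), Il1f8 1.16 (SE 0.26, adjusted p = 0.0155), Il1f9 0.66 (SE 0.19, adjusted p = 0.0475) and the antagonist Il1f5 1.01 (SE 0.22, adjusted p = 0.0131), and Il1f10 was lower at -0.83 (SE 0.19, adjusted p = 0.0158). In the list of interleukin 1 family and receptor genes 10 of its 16 measured genes were higher and 2 lower (12 and 2 adjusted over the list alone), with a median of 0.63 and an adjusted camera p of 0.000106, or adjusted p = 0.242 with an estimated correlation. Those counts were 6 and 1 without SKO 2, 7 and 1 without SKO 3, 7 and 1 without Lox 1, and 13 of the genes are in the paper's tables, so the list is not independent of them. Among these genes, the call was lost with 1 array left out for Il33 (0.0830 without Lox 1, 0.0629 without SKO 3), Il1f8 (0.0580 without Lox 1, 0.0681 without SKO 2), Il1f9 (0.0801 without Lox 1, 0.117 without Lox 2, 0.0719 without Lox 3, 0.144 without SKO 1, 0.158 without SKO 2), Il1f5 (0.0582 without SKO 2) and Il1f10 (0.0626 without Lox 1, 0.0697 without SKO 2, 0.0519 without SKO 3).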

We also observed a modest increase in the expression level of the receptors for IL-1 and IL-18 (*Il1r1* and *Il18r1*), and the IL-1 accessory protein (*Il1rap*). 

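Il1r1, the signalling receptor for interleukin 1, had a log2 fold change of 0.60 (SE 0.13, adjusted p = 0.0147), Il18r1 0.57 (SE 0.16, adjusted p = 0.0452) and Il1rap, the accessory chain, 0.46 (SE 0.12, adjusted p = 0.0284), with n = 3 arrays per group. None of the 4 other probe sets for Il1rap passed, at -0.05 to 0.27, and the other probe set for Il1r1 gave -0.10 and did not pass. Some calls were lost with an array left out, with an adjusted p above 0.05 for Il1r1 (0.0534 without SKO 3), Il18r1 (0.0922 without Lox 2, 0.0556 without Lox 3, 0.0952 without SKO 1, 0.0979 without SKO 2, 0.140 without SKO 3) and Il1rap (0.0846 without Lox 1, 0.0797 without Lox 2, 0.0913 without SKO 1, 0.0651 without SKO 2, 0.0829 without SKO 3).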

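Il1rn, which encodes a secreted antagonist, averaged 7.50 ± 0.06 in Lox and 8.96 ± 0.17 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), a log2 fold change of 1.46 (SE 0.12, adjusted p = 0.000147). Il1r2, a decoy that binds interleukin 1 without signalling, averaged 11.02 ± 0.34 in Lox and 9.19 ± 0.37 in SKO skin, 3.56-fold lower with a log2 fold change of -1.84 (SE 0.22, adjusted p = 0.000803).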

Activation of the IL-1 pathway may be further influenced by the observed increase in expression of the IL-1 receptor antagonist (*Il1rn*) and decrease in the expression of the IL-1 decoy receptor *Il1r2*, which decreases the activity of the ligands for the active IL-1 receptor *Il1r1*. 

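Cd44, the hyaluronan receptor, averaged 9.63 ± 0.28 in Lox and 11.54 ± 0.06 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 3.73-fold higher with a log2 fold change of 1.92 (SE 0.15, adjusted p = 0.000105). Of its 3 other probe sets 2 were also higher, and the 3 ranged over 0.15 to 1.94.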

Notably, we observed a large increase in *Cd44*, which increases with inflammation and modulates epidermal proliferation and inflammatory responses [23]. Inflammation can also be influenced by fatty acid products of lipoxygenases. 

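Alox12 had a log2 fold change of -0.83 (SE 0.11, adjusted p = 0.00101), 1.78-fold lower, and Alox5, which starts leukotriene synthesis, had -0.64 (SE 0.16, adjusted p = 0.0258), 1.55-fold lower, n = 3 arrays per group. The other probe set for Alox12 gave -0.09 and did not pass. Fits to 5 arrays gave an adjusted p above 0.05 for Alox5 (0.0734 without Lox 1, 0.0670 without Lox 2, 0.0855 without SKO 2).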

We observed ∼2-fold decrease in the expression of platelet-type 12-lipoxygenase (*Alox12*), which has previously been shown to be important for a normal permeability barrier [24], as well as decreased expression of 5-lipoxygenase *Alox5* (**Table S2**). However, expression of the epidermal-type 12-lipoxygenase *Alox12e* and the leukocyte-type 12-lipoxygenase *Alox15* were increased 2.5 to 3-fold.

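Alox12e gave a log2 fold change of 1.64 (SE 0.11, adjusted p = 6.44e-05), 3.12-fold higher, and Alox15 gave 1.32 (SE 0.14, adjusted p = 0.000363), 2.51-fold higher, n = 3 arrays per group. Alox12e averaged 11.53 ± 0.11 in Lox and 13.17 ± 0.08 in SKO skin and Alox15 4.75 ± 0.05 in Lox and 6.06 ± 0.22 in SKO skin (log2 scale, mean ± SD).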

**Table 5:** Inflammation, wound healing and defense response.

AFFY ID	Gene Symbol	Gene Name	FC	PP of DE	q-value
1438148_at	*Cxcl3*	chemokine (C-X-C motif) ligand 3	**30.63**	1.00	0.11
1450826_a_at	*Saa3*	serum amyloid A 3	**25.47**	1.00	0.055
1449984_at	*Cxcl2*	chemokine (C-X-C motif) ligand 2	**22.85**	1.00	0.075
1448377_at	*Slpi*	secretory leukocyte peptidase inhibitor	**21.69**	1.00	0.057
1448756_at	*S100a9*	S100 calcium binding protein A9 (calgranulin B)	**20.77**	1.00	0.058
1450788_at	*Saa1*	serum amyloid A 1	**14.12**	1.00	0.055
1419394_s_at	*S100a8*	S100 calcium binding protein A8 (calgranulin A)	**11.98**	1.00	0.055
1419728_at	*Cxcl5*	chemokine (C-X-C motif) ligand 5	**8.98**	1.00	0.102
1418609_at	*Il1f6*	interleukin 1 family, member 6	**7.85**	1.00	0.082
1419209_at	*Cxcl1*	chemokine (C-X-C motif) ligand 1	**7.71**	1.00	0.089
1421688_a_at	*Ccl1*	chemokine (C-C motif) ligand 1	**6.36**	1.00	0.061
1419492_s_at	*Defb1*	defensin beta 1	**5.40**	1.00	0.06
1422029_at	*Ccl20*	chemokine (C-C motif) ligand 20	**5.00**	1.00	0.089
1419491_at	*Defb1*	defensin beta 1	**4.68**	1.00	0.062
1419600_at	*Defb4*	defensin beta 4	**4.66**	1.00	0.053
1426300_at	*Alcam*	activated leukocyte cell adhesion molecule	**4.35**	1.00	0.044
1419561_at	*Ccl3*	chemokine (C-C motif) ligand 3	**4.10**	1.00	0.122
1417932_at	*Il18*	interleukin 18	**4.04**	1.00	0.039
1421806_at	*Defb3*	defensin beta 3	**3.97**	1.00	0.031
1449399_a_at	*Il1b*	interleukin 1 beta	**3.89**	1.00	0.082
1434376_at	*Cd44*	CD44 antigen	**3.73**	1.00	0.06
1452483_a_at	*Cd44*	CD44 antigen	**3.68**	1.00	0.071
1423760_at	*Cd44*	CD44 antigen	**3.65**	1.00	0.099
1448823_at	*Cxcl12*	chemokine (C-X-C motif) ligand 12	**3.48**	1.00	0.068
1417925_at	*Ccl22*	chemokine (C-C motif) ligand 22	**3.28**	1.00	0.052
1437467_at	*Alcam*	activated leukocyte cell adhesion molecule	**3.26**	1.00	0.058
1417574_at	*Cxcl12*	chemokine (C-X-C motif) ligand 12	**3.20**	1.00	0.039
1418457_at	*Cxcl14*	chemokine (C-X-C motif) ligand 14	**3.11**	1.00	0.113
1449195_s_at	*Cxcl16*	chemokine (C-X-C motif) ligand 16	**2.99**	1.00	0.062
1417483_at	*Nfkbiz*	nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, zeta	**2.87**	1.00	0.082
1437466_at	*Alcam*	activated leukocyte cell adhesion molecule	**2.84**	1.00	0.04
1418718_at	*Cxcl16*	chemokine (C-X-C motif) ligand 16	**2.78**	1.00	0.067
1451798_at	*Il1rn*	interleukin 1 receptor antagonist	**2.77**	1.00	0.051
1426301_at	*Alcam*	activated leukocyte cell adhesion molecule	**2.74**	1.00	0.073
1423466_at	*Ccr7*	chemokine (C-C motif) receptor 7	**2.72**	1.00	0.069
1448710_at	*Cxcr4*	chemokine (C-X-C motif) receptor 4	**2.69**	1.00	0.129
1419609_at	*Ccr1*	chemokine (C-C motif) receptor 1	**2.58**	0.99	0.175
1418456_a_at	*Cxcl14*	chemokine (C-X-C motif) ligand 14	**2.48**	1.00	0.054
1421807_at	*Defb6*	defensin beta 6	**2.41**	1.00	0.071
1425715_at	*Il1f8*	interleukin 1 family, member 8	**2.34**	1.00	0.148
1433699_at	*Tnfaip3*	tumor necrosis factor, alpha-induced protein 3	**2.28**	1.00	0.037
1457644_s_at	*Cxcl1*	chemokine (C-X-C motif) ligand 1	**2.21**	1.00	0.104
1418424_at	*Tnfaip6*	tumor necrosis factor alpha induced protein 6	**2.19**	1.00	0.127
1419413_at	*Ccl17*	chemokine (C-C motif) ligand 17	**2.16**	1.00	0.077
1425663_at	*Il1rn*	interleukin 1 receptor antagonist	**2.12**	1.00	0.095
1421370_a_at	*Il1f5*	interleukin 1 family, member 5 (delta)	**2.04**	1.00	0.109

See Table S1 for additional probe sets. See Table 3 for legend.

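Saa3, an acute phase gene of the serum amyloid A family, averaged 8.22 ± 0.95 in Lox and 13.03 ± 0.59 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), a log2 fold change of 4.81 (SE 0.45, adjusted p = 0.000219). Saa1 gave 3.74 (SE 0.31, adjusted p = 0.000123) and Saa2 0.88 (SE 0.15, adjusted p = 0.00423). S100a9 and S100a8, the subunits of calprotectin, gave 4.28 (SE 0.37, adjusted p = 0.000152) and 3.52 (SE 0.32, adjusted p = 0.000195). Beta-defensin genes gave 2.27 (SE 0.23, adjusted p = 0.000316) for Defb1, 2.20 (SE 0.17, adjusted p = 9.36e-05) for Defb4, 1.99 (SE 0.14, adjusted p = 6.44e-05) for Defb3 and 1.28 (SE 0.17, adjusted p = 0.00134) for Defb6. In the antimicrobial and acute phase list 12 of its 19 measured genes were higher and 2 lower (14 and 2 adjusted over the list alone), with a median of 1.49 and an adjusted camera p of 7.08e-07, or adjusted p = 0.242 with an estimated correlation, and 13 of its genes are in the paper's tables, so it is not independent of them. Neutrophil granule and surface genes, which also move with S100a8 and S100a9 where neutrophils enter, gave 1.24 (SE 0.20, adjusted p = 0.00313) for Ngp, 2.65 (SE 0.45, adjusted p = 0.00429) for Clec4e and 1.45 (SE 0.32, adjusted p = 0.0148) for Stfa2l1. In that list 5 of its 13 measured genes were higher and 0 lower (5 and 0 adjusted over the list alone), with an adjusted camera p of 0.0175, or adjusted p = 0.577 with an estimated correlation, and without Lox 1 the counts were 3 and 0, without Lox 3 the camera p was 0.0637. Removal of 1 array raised the adjusted p above 0.05 for Stfa2l1 (0.0591 without Lox 1).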

Increased expression of genes encoding antimicrobial peptides of the defensin family (*Defb1*, *Defb3*, *Defb4* and *Defb6*) [25], injury-induced calcium-binding proteins (*S100a8* and *S100a9*) [26] and the acute phase response proteins serum amyloid A1–A3 (*Saa1*, *Saa2* and *Saa3*) are consistent with a response to tissue damage and inflammation (**Table 5** and **Table S1**). Some genes in this category were decreased, which may indicate an anti-inflammatory process or an adaptation to prolonged inflammation. 

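Among the inflammation and defence genes that were lower, the beta-defensin Defb8 had a log2 fold change of -2.15 (SE 0.41, adjusted p = 0.00748), the colony-stimulating factor Csf1 -0.94 (SE 0.20, adjusted p = 0.0121) and the annexin partner S100a10 -0.72 (SE 0.15, adjusted p = 0.0121), n = 3 arrays per group. The scavenging chemokine receptors Ackr3, Ackr2 and Ackr4 gave -1.24 (SE 0.20, adjusted p = 0.00367), -0.97 (SE 0.22, adjusted p = 0.0183) and -0.79 (SE 0.14, adjusted p = 0.00554). None of the 3 other probe sets for Csf1 passed, at -0.43 to 0.01. Less firm were the calls of Csf1 (0.0555 without SKO 2, 0.0505 without SKO 3) and Ackr2 (0.0633 without SKO 2, 0.0718 without SKO 3).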

Increased expression of the *Jun*, *Fos* and *Cebpb* transcription factors suggest activation of the inflammatory and proliferating phase of the wound healing process (**Table 6**). 

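Fos and Jun, which together form AP-1, had log2 fold changes of 1.51 (SE 0.16, adjusted p = 0.000466) and 1.03 (SE 0.16, adjusted p = 0.00308), and Cebpb had 0.74 (SE 0.11, adjusted p = 0.00244), n = 3 arrays per group. Related genes of the same rapid response were also higher, with Egr2 at 2.56 (SE 0.18, adjusted p = 7.07e-05) and Ier3 at 1.44 (SE 0.19, adjusted p = 0.00109), while Nr4a1 was lower at -0.79 (SE 0.22, adjusted p = 0.0403). In the immediate early gene list 12 of its 21 measured genes were higher and 1 lower (14 and 1 adjusted over the list alone), with a median of 0.59 and an adjusted camera p of 5.77e-06, or adjusted p = 0.301 with an estimated correlation. The higher and lower counts were 8 and 0 without SKO 1, 7 and 0 without SKO 2, 8 and 0 without SKO 3, 7 and 0 without Lox 1, 9 and 0 without Lox 2. The paper's tables hold 6 of these genes. With 1 array left out, the adjusted p rose above 0.05 for Nr4a1 (0.148 without Lox 1, 0.0978 without Lox 2, 0.0563 without SKO 1, 0.127 without SKO 2, 0.130 without SKO 3).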

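Tnc, an extracellular matrix glycoprotein, averaged 6.65 ± 0.33 in Lox and 11.31 ± 0.69 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), a log2 fold change of 4.66 (SE 0.32, adjusted p = 5.87e-05). Spp1 gave 4.59 (SE 0.32, adjusted p = 6.5e-05), Thbs1 3.53 (SE 0.11, adjusted p = 4.73e-06) and Socs3, a feedback inhibitor of cytokine signalling, 1.03 (SE 0.17, adjusted p = 0.00345).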

Several other transcriptional changes in SKO mice parallel other models of wound healing and dermatitis including elevated expression of tenascin C (*Tnc*) [27], osteopontin (*Spp1*) [28], thrombospondin-1 (*Thbs1*) [29] and *Socs3* [30] (**Table 7**).

**Table 6:** Transcription factors and co-activators.

AFFY ID	Gene Symbol	Gene Name	FC	PP of DE	q-value
1417065_at	*Egr1*	early growth response 1	**4.95**	1.00	0.031
1418175_at	*Vdr*	vitamin D receptor	**3.68**	1.00	0.032
1418176_at	*Vdr*	vitamin D receptor	**3.10**	1.00	0.057
1417981_at	*Insig2*	insulin induced gene 2	**3.09**	1.00	0.066
1417982_at	*Insig2*	insulin induced gene 2	**3.07**	1.00	0.048
1417980_a_at	*Insig2*	insulin induced gene 2	**2.90**	1.00	0.074
1423100_at	*Fos*	FBJ osteosarcoma oncogene	**2.88**	1.00	0.058
1435950_at	*Hr*	Hairless	**2.25**	1.00	0.019
1427844_a_at	*Cebpb*	CCAAT/enhancer binding protein (C/EBP), beta	**2.24**	1.00	0.082
1449945_at	*Ppargc1b*	peroxisome proliferative activated receptor, gamma, coactivator 1 beta	**2.07**	1.00	0.116
1417409_at	*Jun*	Jun oncogene	**2.07**	1.00	0.103
1448694_at	*Jun*	Jun oncogene	**2.04**	1.00	0.041
1422110_at	*Hr*	Hairless	**1.92**	1.00	0.097
1439797_at	*Ppard*	peroxisome proliferator activator receptor delta	**1.89**	1.00	0.07
1418901_at	*Cebpb*	CCAAT/enhancer binding protein (C/EBP), beta	**1.67**	1.00	0.036
1422631_at	*Ahr*	aryl-hydrocarbon receptor	**1.65**	0.82	0.18
1417395_at	*Klf4*	Kruppel-like factor 4 (gut)	**1.47**	0.96	0.078
1438796_at	*Nr4a3*	nuclear receptor 4a3	**1.46**	0.98	0.092
1457721_at	*Ppara*	peroxisome proliferator activated receptor alpha	**0.72**	0.94	0.13
1420715_a_at	*Pparg*	peroxisome proliferator activated receptor gamma	**0.70**	0.98	0.094
1437751_at	*Ppargc1a*	peroxisome proliferative activated receptor, gamma, coactivator 1 alpha	**0.70**	0.83	0.152
1448886_at	*Gata3*	GATA binding protein 3	**0.68**	0.99	0.074
1436325_at	*Rora*	RAR-related orphan receptor alpha	**0.59**	0.82	0.184
1426997_at	*Thra*	thyroid hormone receptor alpha	**0.58**	1.00	0.065
1416505_at	*Nr4a1*	nuclear receptor subfamily 4a1	**0.56**	0.91	0.163
1456395_at	*Ppargc1a*	peroxisome proliferative activated receptor, gamma, coactivator 1 alpha	**0.56**	1.00	0.082
1454734_at	*Lef1*	lymphoid enhancer binding factor 1	**0.56**	1.00	0.101
1426690_a_at	*Srebf1*	sterol regulatory element binding transcription factor 1	**0.53**	1.00	0.056
1454671_at	*Insig1*	insulin induced gene 1	**0.51**	0.96	0.159
1434099_at	*Ppargc1a*	peroxisome proliferative activated receptor, gamma, coactivator 1 alpha	**0.51**	1.00	0.141
1426464_at	*Nr1d1*	nuclear receptor subfamily 1d1	**0.51**	1.00	0.051
1450444_a_at	*Nr1h3*	nuclear receptor subfamily 1h3	**0.51**	1.00	0.132
1434100_x_at	*Ppargc1a*	peroxisome proliferative activated receptor, gamma, coactivator 1 alpha	**0.47**	1.00	0.152
1425792_a_at	*Rorc*	RAR-related orphan receptor gamma	**0.45**	1.00	0.058
1454675_at	*Thra*	thyroid hormone receptor alpha	**0.44**	1.00	0.054
1439675_at	*Ppara*	peroxisome proliferator activated receptor alpha	**0.44**	1.00	0.039
1457635_s_at	*Nr3c1*	nuclear receptor subfamily 3c1	**0.41**	1.00	0.114
1418782_at	*Rxrg*	Retinoid X receptor gamma	**0.38**	1.00	0.069
1419185_a_at	*Mlxipl*	MLX interacting protein-like	**0.30**	1.00	0.056

See Table 3 for legend.

**Table 7:** Increased in wounded and inflammed skin, psoriasis.

AFFY ID	Gene Symbol	Gene Name	FC	PP of DE	q-value
1416342_at	*Tnc*	Tenascin C	**26.95**	1.00	0.05
1449254_at	*Spp1*	secreted phosphoprotein 1	**24.88**	1.00	0.041
1460302_at	*Thbs1*	thrombospondin 1	**11.57**	1.00	0.019
1418350_at	*Hbegf*	Heparin-binding EGF-like growth factor	**10.39**	1.00	0.08
1418349_at	*Hbegf*	Heparin-binding EGF-like growth factor	**9.59**	1.00	0.037
1421943_at	*Tgfa*	Transforming growth factor alpha	**2.92**	1.00	0.053
1450271_at	*Ptk6*	PTK6 protein tyrosine kinase 6	**2.37**	1.00	0.123
1455899_x_at	*Socs3*	suppressor of cytokine signaling 3	**2.03**	1.00	0.07
1416576_at	*Socs3*	suppressor of cytokine signaling 3	**1.93**	1.00	0.086
1456212_x_at	*Socs3*	suppressor of cytokine signaling 3	**1.92**	1.00	0.084
1442923_at	*Ptk6*	PTK6 protein tyrosine kinase 6	**1.79**	0.96	0.158

See Table 3 for legend.

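Mmp13 and Mmp12 showed the largest changes of the proteolytic genes, with log2 fold changes of 5.99 (SE 0.49, adjusted p = 0.000122) and 5.94 (SE 0.38, adjusted p = 4.52e-05), followed by the kallikrein Klk6 at 5.45 (SE 0.35, adjusted p = 4.18e-05) and the serine protease Prss27 at 5.16 (SE 0.21, adjusted p = 5.61e-06), n = 3 arrays per group. The inhibitor Timp1 was higher at 3.17 (SE 0.37, adjusted p = 0.000671), Timp4 lower at -1.90 (SE 0.14, adjusted p = 8.76e-05), and the collagen-degrading cathepsin Ctsk was lower at -1.06 (SE 0.24, adjusted p = 0.0170). Of 12 metalloprotease genes in Table S3, 8 were higher, 2 lower and 2, Mmp15 at -0.57 (SE 0.17, adjusted p = 0.0506) and Mmp17 at -0.47 (SE 0.14, adjusted p = 0.0540), did not pass. In the same table, of 4 tissue inhibitors 2 were higher and 2 lower, of 7 cathepsins 6 and 1, and of 8 ADAM genes 3 and 4. The table holds genes that the paper found changed on these arrays, so the counts are not independent of its choice. The higher and lower counts were, for metalloproteases, 6 and 4 without SKO 1, 8 and 1 without SKO 2, 6 and 1 without Lox 1, for tissue inhibitors 1 and 1 without SKO 2, 1 and 2 without SKO 3, 1 and 1 without Lox 1, for cathepsins 3 and 1 without SKO 1, 4 and 0 without SKO 2, 5 and 0 without SKO 3, 3 and 0 without Lox 1 and for ADAM genes 3 and 2 without SKO 2, 2 and 2 without Lox 1. In the fixed list of metalloproteinases and their inhibitors 8 of its 19 measured genes were higher and 4 lower (9 and 5 adjusted over the list alone), with an adjusted camera p of 0.0971, or 0.0134 with 8 and 2 without SKO 2, and 6 and 2 without Lox 1. Leaving out single arrays took the adjusted p above 0.05 for Ctsk (0.0736 without Lox 1, 0.0701 without SKO 2, 0.0512 without SKO 3).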

Increased tissue remodeling is supported by differential expression of a wide array of proteolytic genes encoding matrix metalloproteases, tissue-inhibitors of metalloproteases, cathepsins, and ADAM (a disintegrin and metalloproteinase) family proteins (**Table S3**). 

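The type I collagen genes were lower, with Col1a2 at a log2 fold change of -1.97 (SE 0.28, adjusted p = 0.00177) and Col1a1 at -1.51 (SE 0.31, adjusted p = 0.0117), while the fibril-forming Col11a1 and Col27a1 were higher at 1.5 (SE 0.19, adjusted p = 0.000993) and 1.05 (SE 0.21, adjusted p = 0.00922), as was the fibril-associated Col12a1 at 3.38 (SE 0.25, adjusted p = 7.56e-05), n = 3 arrays per group. For the type I genes those are listed probe sets, and the brightest gave -0.42 (SE 0.14, adjusted p = 0.0775) for Col1a2 and -0.77 (SE 0.20, adjusted p = 0.0295) for Col1a1, whose brightest lost its call in 4 fits (0.116 without Lox 1, 0.0581 without Lox 3, 0.105 without SKO 2, 0.0519 without SKO 3). The simple-epithelium keratin Krt7 was higher at 3.09 (SE 0.18, adjusted p = 2.96e-05) and the hair companion layer keratin Krt75 lower at -3.25 (SE 0.30, adjusted p = 0.000199). Claudin genes split, Cldn4 at 1.67 (SE 0.20, adjusted p = 0.000808) and Cldn10 at -2.34 (SE 0.32, adjusted p = 0.00141). Among the genes of Table S4, 7 of 15 collagens were higher and 5 lower, and 11 of 21 keratins higher and 10 lower. Of the 8 gap junction genes there 5 were higher and 3 lower, of 13 tight junction genes 5 and 8, and of 6 cadherins 4 and 1. The paper listed these genes because they differed on the same arrays, so the numbers changed are not independent of its choice. The keratins counted leave out Krt6a, Krt6b and Krt16, which are in Table 4 and were higher. The higher and lower counts were, for collagens, 7 and 3 without Lox 1, for keratins 8 and 6 without SKO 2, 9 and 6 without Lox 1, for gap junction genes 4 and 1 without SKO 2, 5 and 1 without SKO 3, 5 and 1 without Lox 1 and for cadherins 4 and 0 without SKO 2, 4 and 0 without SKO 3, 5 and 0 without Lox 1, 4 and 0 without Lox 2. In the fixed list of gap and tight junction genes 8 of its 22 measured genes were higher and 7 lower (8 and 8 adjusted over the list alone), with an adjusted camera p of 0.552, and in that of fibrillar collagens and matrix 3 of its 18 measured genes were higher and 1 lower (4 and 5 adjusted over the list alone), with an adjusted camera p of 0.629. Counts in the latter list were 3 and 2 without SKO 1, 4 and 0 without SKO 2, 3 and 0 without SKO 3, 3 and 0 without Lox 1, 4 and 0 without Lox 3. At the listed Col1a1 probe set the adjusted p was 0.0566 without Lox 1.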

The differential expression of several genes encoding collagens, keratins, gap junction proteins, tight junction proteins and cadherins suggest rampant changes in keratinization, extracellular matrix composition and cell adhesion (**Table S4**). 

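Gjb2 averaged 5.97 ± 0.13 in Lox and 11.17 ± 0.47 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 38.2-fold higher with a log2 fold change of 5.21 (SE 0.22, adjusted p = 5.61e-06). Its partner Gjb6 (connexin-30) gave 1.85 (SE 0.37, adjusted p = 0.0100), and Gjb5 was lower at -1.30 (SE 0.14, adjusted p = 0.000535).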

Of note, we observed a 38-fold increase in *Gjb2* (gap junction protein, beta 2; connexin-26), whose over-expression has been reported to keep epidermis in a hyperproliferative state, block the transistion to remodeling, lead to immune cell infiltration and delay epidermal barrier recovery [31]. Additionally, we observed increased expression of early growth response-1 (*Egr1*), which is important for TGF-β-dependent matrix remodeling [32] (**Table 6**).

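Egr1 averaged 10.45 ± 0.23 in Lox and 12.76 ± 0.24 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 4.95-fold higher with a log2 fold change of 2.31 (SE 0.16, adjusted p = 6.84e-05).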

### Imbalance of fatty acid and sterol synthesis

A proper balance of stratum corneum lipids is required for maintenance of normal barrier function. For example, mice topically treated with the sterol synthesis inhibitor lovastatin have decreased epidermal sterol synthesis but increased fatty acid synthesis coincident with the development of an impaired permeability barrier [33]. We have previously observed that hepatic *Scd1* deficiency blocks the dietary carbohydrate-induction of fatty acid synthesis and triglyceride accumulation [34]. 

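Some genes of fatty acid synthesis were lower in SKO skin, with Fasn at a log2 fold change of -1.41 (SE 0.21, adjusted p = 0.00245), 2.64-fold lower, and the lipogenic regulator Thrsp at -2.56 (SE 0.30, adjusted p = 0.000649), n = 3 arrays per group. The carboxylase Acacb and the acetyl-CoA synthetase Acss2, which the paper does not list, gave -3.31 (SE 0.17, adjusted p = 1.77e-05) and -2.10 (SE 0.18, adjusted p = 0.000165). Skeletal muscle genes also fell, at a median of -1.79 with 32 of 37 lower, and their part in the fall of Acacb was not tested. Elongase genes gave -2.32 (SE 0.33, adjusted p = 0.00193) for Elovl5, -1.62 (SE 0.29, adjusted p = 0.00557) for Elovl6, -1.33 (SE 0.20, adjusted p = 0.00228) for Elovl3 and -0.96 (SE 0.21, adjusted p = 0.0151) for Elovl1, whose brightest probe set gave -0.29 (SE 0.12, adjusted p = 0.141) and did not pass. Among acyltransferases and phosphatases of triglyceride synthesis Agpat2 gave -1.41 (SE 0.28, adjusted p = 0.00907), Agpat4 -1.01 (SE 0.15, adjusted p = 0.00233), Lpin1 -0.86 (SE 0.18, adjusted p = 0.0126) and Gpam -0.83 (SE 0.20, adjusted p = 0.0240), while Agpat5 at -0.55 (SE 0.16, adjusted p = 0.0537) did not pass and its brightest probe set gave 0.27 (SE 0.20, adjusted p = 0.430). In the fatty acid synthesis list 2 of its 22 measured genes were higher and 9 lower (3 and 10 adjusted over the list alone), with a median of -0.31 and an adjusted camera p of 0.0151, or adjusted p = 0.553 with an estimated correlation, and its counts were 1 and 8 without SKO 2, 1 and 9 without SKO 3, 1 and 8 without Lox 1, 1 and 10 without Lox 2. In the triglyceride synthesis list 1 of its 16 measured genes was higher and 6 lower (1 and 7 adjusted over the list alone), with an adjusted camera p of 0.318, and its counts were 2 and 5 without Lox 2, 2 and 7 without Lox 3. The paper's tables hold 13 genes of the former and 7 of the latter, so neither is independent of them. Adipocyte markers were lower too, with Retn at -2.24 (SE 0.17, adjusted p = 8.47e-05), Gpd1 at -1.71 (SE 0.16, adjusted p = 0.000219) and Plin4 at -1.12 (SE 0.11, adjusted p = 0.000302). In the adipocyte list 0 of its 18 measured genes were higher and 10 lower (0 and 10 adjusted over the list alone), with a median of -0.96 and an adjusted camera p of 2.48e-05, or adjusted p = 0.242 with an estimated correlation. The adjusted p exceeded 0.05 on 5 arrays for Elovl1 (0.0674 without Lox 1, 0.0664 without SKO 2, 0.0624 without SKO 3) and Gpam (0.0533 without Lox 1, 0.0816 without SKO 1, 0.0899 without SKO 2).

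**Figure D1:**
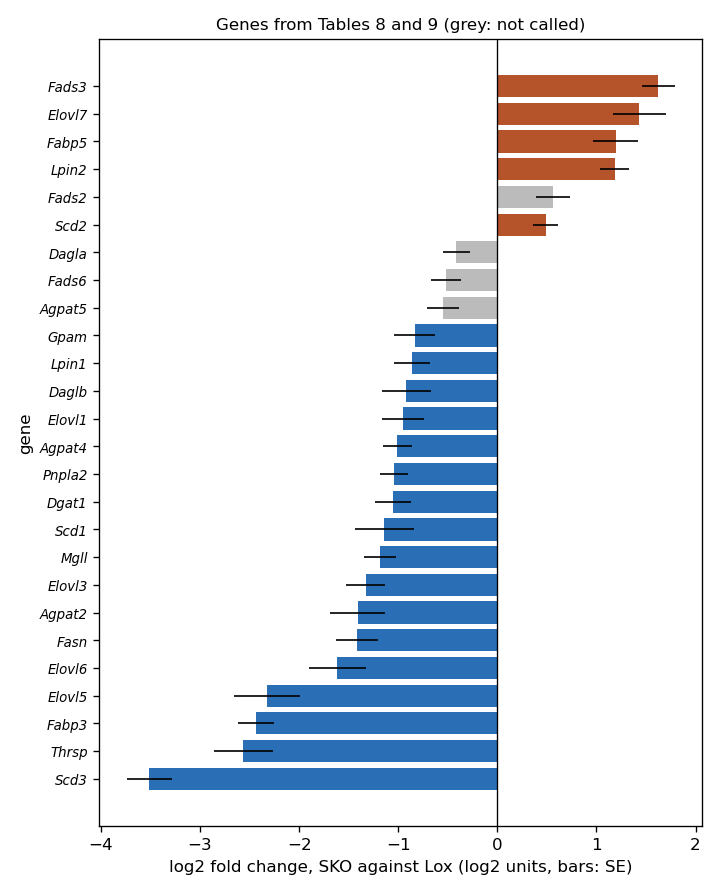
Log2 fold change of SKO against Lox for genes of Tables 8 and 9, with those not called in grey and bars showing the standard error, n = 3 arrays per group.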

Consistent with this pattern, the skin of SKO mice displayed decreased expression of mRNAs encoding key fatty acid synthesis enzymes including fatty acid synthase (*Fasn*), stearoyl-CoA desaturases-1 and -3 (*Scd1* and *Scd3*), elongases (*Elovl1*, *Elovl3*, *Elovl5 and Elovl6*) and SPOT14 (*Thrsp*), and triglyceride synthesis enzymes including *Gpam*, *Lpin1*, *Agpats* (-*2*, -*4*, and -*5*) and *Dgat1* (**Tables 8** and **9**). In contrast, we observed increased mRNA expression for the Δ9- and Δ6-desaturases *Scd2* and *Fads2*, respectively, along with the elongase *Elovl7*, which preferentially elongates saturated fatty acids [35] and the phosphatidic acid phosphatase *Lpin2*. Additionally, we observed decreased expression of several lipases including the triglyceride/diacylglyceride lipase *Pnpla2* (*Atgl*), diacylglyceride lipases *Dagla* and *Daglb* and the monoglyceride lipase *Mgll*, which is indicative of decreased hydrolysis of acylglycerol stores to free fatty acids and glycerol.

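Scd2, a desaturase of the same family as Scd1, had a log2 fold change of 0.49 (SE 0.13, adjusted p = 0.0289), 1.40-fold higher, at its brightest probe set and 1.31 (SE 0.18, adjusted p = 0.00155) at the other listed one, which was called with any single array left out, and the phosphatidate phosphatase Lpin2 had 1.18 (SE 0.15, adjusted p = 0.000946), n = 3 arrays per group. Elovl7 gave 1.43 (SE 0.27, adjusted p = 0.00670) at its listed probe set, 1 of its 5 other probe sets was also higher, and its brightest gave 0.37 (SE 0.28, adjusted p = 0.444) and did not pass. Fads2 had a log2 fold change of 0.56 (SE 0.17, adjusted p = 0.0559) and did not pass, with its others at 0.18 to 0.39. The call at the brightest Scd2 probe set was lost with an array left out (0.0641 without Lox 1, 0.0791 without Lox 2, 0.104 without SKO 2, 0.0948 without SKO 3).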

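Pnpla2, which starts triglyceride breakdown, had a log2 fold change of -1.05 (SE 0.14, adjusted p = 0.00142), Mgll, which releases the last fatty acid, -1.19 (SE 0.16, adjusted p = 0.00144) and Daglb -0.92 (SE 0.25, adjusted p = 0.0355), n = 3 arrays per group. Dagla had -0.41 (SE 0.13, adjusted p = 0.0689) and did not pass. G0s2, an inhibitor of the Pnpla2 product, was lower at -1.74 (SE 0.27, adjusted p = 0.00269), and the hydrolase Abhd6 was higher at 1.2 (SE 0.18, adjusted p = 0.00269). In the acylglycerol lipase list 1 of its 10 measured genes was higher and 4 lower (1 and 7 adjusted over the list alone), with a median of -0.52 and an adjusted camera p of 0.0229, or adjusted p = 0.445 with an estimated correlation. Without SKO 3 the camera p was 0.0543. The paper's tables hold 4 of the 10 genes. Adipocyte genes fell with them, at a median of -0.96 with 10 of 18 lower. On 5 of the 6 arrays the adjusted p went above 0.05 for Daglb (0.0965 without Lox 1, 0.0801 without Lox 2, 0.13 without SKO 2, 0.116 without SKO 3).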

**Table 8:** Fatty acid synthesis, elongation and desaturation.

AFFY ID	Gene Symbol	Gene Name	FC	PP of DE	q-value
1418773_at	*Fads3*	fatty acid desaturase 3	**3.12**	1.00	0.055
1449219_at	*Fads3*	fatty acid desaturase 3	**3.09**	1.00	0.064
1435910_at	*Fads3*	fatty acid desaturase 3	**2.98**	1.00	0.07
1424097_at	*Elovl7*	ELOVL family member 7, elongation of long chain fatty acids (yeast)	**2.64**	1.00	0.096
1415823_at	*Scd2*	stearoyl-Coenzyme A desaturase 2	**2.51**	1.00	0.066
1440312_at	*Elovl7*	ELOVL family member 7, elongation of long chain fatty acids (yeast)	**1.78**	1.00	0.089
1441091_at	*Elovl7*	ELOVL family member 7, elongation of long chain fatty acids (yeast)	**1.71**	0.87	0.194
1419031_at	*Fads2*	fatty acid desaturase 2	**1.46**	0.82	0.152
1415822_at	*Scd2*	stearoyl-Coenzyme A desaturase 2	**1.40**	0.86	0.078
1436355_at	*Fads6*	fatty acid desaturase domain family, member 6	**0.69**	0.86	0.152
1443820_x_at	*Elovl1*	elongation of very long chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 1	**0.51**	1.00	0.105
1415964_at	*Scd1*	stearoyl-Coenzyme A desaturase 1	**0.47**	0.81	0.141
1443904_at	*Fads6*	fatty acid desaturase domain family, member 6	**0.42**	1.00	0.047
1420722_at	*Elovl3*	elongation of very long chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 3	**0.39**	1.00	0.069
1423828_at	*Fasn*	fatty acid synthase	**0.38**	1.00	0.071
1417404_at	*Elovl6*	ELOVL family member 6, elongation of long chain fatty acids (yeast)	**0.32**	1.00	0.095
1415965_at	*Scd1*	stearoyl-Coenzyme A desaturase 1	**0.25**	1.00	0.1
1415840_at	*Elovl5*	ELOVL family member 5, elongation of long chain fatty acids (yeast)	**0.20**	1.00	0.12
1437211_x_at	*Elovl5*	ELOVL family member 5, elongation of long chain fatty acids (yeast)	**0.19**	1.00	0.087
1424737_at	*Thrsp*	thyroid hormone responsive SPOT14 homolog (Rattus)	**0.16**	1.00	0.083
1422973_a_at	*Thrsp*	thyroid hormone responsive SPOT14 homolog (Rattus)	**0.14**	1.00	0.092
1450956_at	*Scd3*	stearoyl-CoA desaturase 3	**0.09**	1.00	0.052
1423366_at	*Scd3*	stearoyl-Coenzyme A desaturase 3	**0.08**	1.00	0.053

See Table 3 for legend.

**Table 9:** Acyltransferases, fatty acid binding proteins and lipases.

AFFY ID	Gene Symbol	Gene Name	FC	PP of DE	q-value
1416022_at	*Fabp5*	fatty acid binding protein 5, epidermal	**2.32**	1.00	0.093
1452836_at	*Lpin2*	lipin 2	**2.25**	1.00	0.075
1452837_at	*Lpin2*	lipin 2	**1.55**	1.00	0.112
1455448_at	*Dagla*	diacylglycerol lipase, alpha	**0.75**	0.68	0.113
1445229_at	*Dgat1*	diacylglycerol O-acyltransferase 1	**0.74**	0.83	0.095
1431331_at	*Mgll*	monoglyceride lipase	**0.73**	0.87	0.126
1434287_at	*Agpat5*	1-acylglycerol-3-phosphate O-acyltransferase 5 (lysophosphatidic acid acyltransferase, epsilon)	**0.69**	0.76	0.127
1428336_at	*Agpat4*	1-acylglycerol-3-phosphate O-acyltransferase 4 (lysophosphatidic acid acyltransferase, delta)	**0.57**	1.00	0.052
1419499_at	*Gpam*	glycerol-3-phosphate acyltransferase, mitochondrial	**0.56**	0.97	0.112
1426516_a_at	*Lpin1*	lipin 1	**0.56**	1.00	0.101
1451970_at	*Daglb*	diacylglycerol lipase, beta	**0.53**	0.93	0.133
1418288_at	*Lpin1*	lipin 1	**0.51**	1.00	0.069
1436640_x_at	*Agpat4*	1-acylglycerol-3-phosphate O-acyltransferase 4 (lysophosphatidic acid acyltransferase, delta)	**0.50**	1.00	0.096
1428143_a_at	*Pnpla2*	patatin-like phospholipase domain containing 2	**0.48**	1.00	0.05
1418295_s_at	*Dgat1*	diacylglycerol O-acyltransferase 1	**0.47**	1.00	0.107
1426785_s_at	*Mgll*	monoglyceride lipase	**0.44**	1.00	0.072
1450391_a_at	*Mgll*	monoglyceride lipase	**0.43**	1.00	0.067
1428821_at	*Agpat2*	1-acylglycerol-3-phosphate O-acyltransferase 2 (lysophosphatidic acid acyltransferase, beta)	**0.36**	1.00	0.117
1416023_at	*Fabp3*	fatty acid binding protein 3, muscle and heart	**0.19**	1.00	0.043

See Table 3 for legend.

As opposed to decreased fatty acid synthesis, key cholesterol synthesis genes such as HMG-CoA synthase-1 (*Hmgcs1*), HMG-CoA reductase (*Hmgcr*), 3-β-hydroxysterol-Δ24 reductase (*Dhcr24*), sterol-C5-desaturase (*Sc5d*) and squalene epoxidase (*Sqle*) were increased, while mevalonate decarboxylase (*Mvd*) was decreased (**Table 10**). 

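Sqle, which makes the first oxygenated sterol precursor, had a log2 fold change of 1.27 (SE 0.22, adjusted p = 0.00476), and Sc5d had 1.22 (SE 0.18, adjusted p = 0.00232), n = 3 arrays per group. Mvd was lower at -0.79 (SE 0.20, adjusted p = 0.0246). Hmgcs1 gave 0.84 (SE 0.19, adjusted p = 0.0169) at its listed probe set, none of its 4 others passed, at -0.05 to 0.57, and the brightest gave 0.35 (SE 0.33, adjusted p = 0.549). In the cholesterol synthesis list 2 of its 17 measured genes were higher and 1 lower (5 and 3 adjusted over the list alone), with a median of 0.32 and an adjusted camera p of 0.233. Its counts were 3 and 0 without SKO 1, 3 and 0 without SKO 3, 2 and 0 without Lox 1, 2 and 2 without Lox 2, 4 and 3 without Lox 3, and 4 of its genes are in the paper's tables. Among these genes, the call was lost with 1 array left out for Mvd (0.0823 without Lox 1, 0.0627 without SKO 1, 0.0889 without SKO 3) and Hmgcs1 (0.0603 without SKO 2).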

The expression of the cholesterol sulfotransferase *Sult2b1*, which increases with keratinocyte differentiation and whose cholesterol sulfate product inhibits serine protease activity to prevent corneodesmosome degradation, was increased in SKO mice [36]. 

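Sult2b1 averaged 10.43 ± 0.16 in Lox and 11.36 ± 0.33 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 1.93-fold higher with a log2 fold change of 0.93 (SE 0.18, adjusted p = 0.00754).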

Overall, this gene expression pattern suggests that skin lipid synthesis is imbalanced in SKO mice, characterized by increased sterol synthesis and decreased fatty acid synthesis.

**Table 10:** Cholesterol synthesis.

AFFY ID	Gene Symbol	Gene Name	FC	PP of DE	q-value
1415993_at	*Sqle*	squalene epoxidase	**2.38**	1.00	0.083
1451457_at	*Sc5d*	sterol-C5-desaturase (fungal ERG3, delta-5-desaturase) homolog (S. cerevisae)	**2.33**	1.00	0.061
1427229_at	*Hmgcr*	3-hydroxy-3-methylglutaryl-Coenzyme A reductase	**2.18**	1.00	0.094
1418129_at	*Dhcr24*	24-dehydrocholesterol reductase	**2.15**	1.00	0.105
1417335_at	*Sult2b1*	sulfotransferase family, cytosolic, 2B, member 1	**1.93**	1.00	0.099
1433446_at	*Hmgcs1*	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1	**1.81**	1.00	0.102
1448663_s_at	*Mvd*	mevalonate (diphospho) decarboxylase	**0.57**	0.97	0.115

See Table 3 for legend.

Besides fatty acids and cholesterol, sphingolipids are important skin lipids for barrier acquisition. 

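Sptlc1, the common subunit of serine palmitoyltransferase, had a log2 fold change of 1.02 (SE 0.14, adjusted p = 0.00177), 2.03-fold higher, and the catalytic Sptlc2 and Sptlc3 had 0.56 (SE 0.11, adjusted p = 0.0100) and 0.50 (SE 0.13, adjusted p = 0.0331), n = 3 arrays per group. Another probe set for Sptlc1 was also higher among 3, at -0.09 to 0.86. The others for Sptlc2 and Sptlc3 did not pass. The call of Sptlc3 was lost with an array left out (0.118 without Lox 1, 0.0855 without Lox 2, 0.133 without SKO 2, 0.0938 without SKO 3).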

All three serine palmitoyltransferase genes (*Sptlc1–3*) were increased, suggesting increased sphingosine formation for ceramide synthesis (**Table 11**). 

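Sgpp2 averaged 6.58 ± 0.34 in Lox and 9.47 ± 0.17 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 7.35-fold higher with a log2 fold change of 2.90 (SE 0.18, adjusted p = 3.86e-05), and Sgpl1, which cleaves sphingosine-1-phosphate, had 0.72 (SE 0.11, adjusted p = 0.00219). Sgpp1 gave 0.87 (SE 0.21, adjusted p = 0.0225) at its listed probe set, and its 2 others gave 0.25 to 0.35 and did not pass. Sphk2 gave -0.70 (SE 0.11, adjusted p = 0.00324) at the listed probe set and -0.43 (SE 0.15, adjusted p = 0.0868) at the brightest, which did not pass. Fits to 5 arrays gave an adjusted p above 0.05 for Sgpp1 (0.0600 without Lox 1, 0.0520 without Lox 2, 0.0771 without SKO 1, 0.0849 without SKO 2).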

We observed decreased expression of the sphingosine kinase (*Sphk2*) and increased expression of two sphingosine-1-phosphate phosphatases (*Sgpp1* and *Sgpp2*) as well as sphignosine phosphate lyase 1 (*Sgpl1*), suggestive of decreased levels of sphingosine-1-phosphate. Additionally, we observed decreased expression of the ceramide synthases *Lass4* and *Lass5* but increased expression of the dihydroceramide desaturases *Degs1* and *Degs2*. 

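Cers4, the paper's Lass4, had a log2 fold change of -1.65 (SE 0.19, adjusted p = 0.000550), 3.22-fold lower, and Cers5, its Lass5, had -1.39 (SE 0.20, adjusted p = 0.00175), 2.67-fold lower, n = 3 arrays per group. Degs2, which also hydroxylates dihydroceramide, averaged 6.29 ± 0.16 in Lox and 10.00 ± 0.49 in SKO skin (log2 scale, mean ± SD), a log2 fold change of 3.71 (SE 0.22, adjusted p = 3.66e-05). Degs1 gave 0.82 (SE 0.12, adjusted p = 0.00240) at the listed probe set and 0.14 (SE 0.13, adjusted p = 0.547) at its brightest, which did not pass.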

Most epidermal fatty acyl residues in ceramides are ≥C28 chain lenth and skin expresses five different ceramide synthase genes with different fatty acyl-CoA chain length preferences; however, it is currently not known which of the *Lass* gene products catalyzes the ≥C28 acylation of ceramide [37]. Glucosylceramide synthase (*Ugcg*), whose product glucosylceramides are the dominant epidermal glycosphingolipids and required for epidermal barrier function, was increased [38]. However, the expression of the fatty acid 2-hydroxylase *Fa2h* was decreased, indicative of decreased 2-OH ceramide and 2-OH glucosylceramide formation [39]. Additionally, we observed increased expression of sphingomyelin synthase 2 (*Sgms2*) and decreased expression of sphingomyelin phosphodiesterase 1 (*Smpd1*), suggesting increased utilization of ceramide for sphingomyelin synthesis. 

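Ugcg averaged 6.89 ± 0.18 in Lox and 8.05 ± 0.03 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 2.23-fold higher with a log2 fold change of 1.16 (SE 0.13, adjusted p = 0.000442). Of its 3 other probe sets 2 were also higher, and the 3 gave 0.07 to 1.29.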

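Fa2h averaged 10.22 ± 0.36 in Lox and 8.17 ± 0.20 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 4.20-fold lower with a log2 fold change of -2.05 (SE 0.19, adjusted p = 0.000212). Fa2h is also in the sebocyte marker list.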

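Sgms2 had a log2 fold change of 0.70 (SE 0.12, adjusted p = 0.00385) at the listed probe set and 0.47 (SE 0.25, adjusted p = 0.268) at its brightest, which did not pass, and Smpd1, the acid sphingomyelinase gene, had -0.69 (SE 0.13, adjusted p = 0.00847), 1.6-fold lower, n = 3 arrays per group. The other probe set for Smpd1 was also lower, at -0.59.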

Overall, the sphingolipid and fatty acid gene expression pattern suggests that the machinery for ceramide and glucosylceramide is intact or upregulated, but that the composition of the fatty acyl chains is greatly altered.

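Cers3, the ceramide synthase of very long acyl chains in epidermis, which the paper does not list and which was picked out after its value was seen, had a log2 fold change of 0.67 (SE 0.20, adjusted p = 0.0536) and did not pass, n = 3 arrays per group. In the sphingolipid metabolism list 7 of its 27 measured genes were higher and 5 lower (9 and 6 adjusted over the list alone), with a median of 0.14 and an adjusted camera p of 0.274. The paper's tables hold 15 of these genes.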

**Table 11:** Sphingolipid synthesis.

AFFY ID	Gene Symbol	Gene Name	FC	PP of DE	q-value
1424549_at	*Degs2*	degenerative spermatocyte homolog 2 (Drosophila), lipid desaturase	**13.53**	1.00	0.053
1457867_at	*Sgpp2*	sphingosine-1-phosphate phosphotase 2	**7.35**	1.00	0.042
1415893_at	*Sgpl1*	sphingosine phosphate lyase 1	**2.51**	1.00	0.042
1421268_at	*Ugcg*	UDP-glucose ceramide glucosyltransferase	**2.41**	1.00	0.055
1421269_at	*Ugcg*	UDP-glucose ceramide glucosyltransferase	**2.41**	1.00	0.087
1435133_at	*Ugcg*	UDP-glucose ceramide glucosyltransferase	**2.23**	1.00	0.066
1422690_at	*Sptlc1*	serine palmitoyltransferase, long chain base subunit 1	**2.03**	1.00	0.052
1450015_x_at	*Sgpp1*	sphingosine-1-phosphate phosphatase 1	**1.89**	0.99	0.154
1436726_s_at	*Sptlc1*	serine palmitoyltransferase, long chain base subunit 1	**1.80**	1.00	0.065
1423345_at	*Degs1*	degenerative spermatocyte homolog 1 (Drosophila)	**1.77**	1.00	0.067
1415892_at	*Sgpl1*	sphingosine phosphate lyase 1	**1.64**	1.00	0.023
1429029_at	*Sgms2*	sphingomyelin synthase 2	**1.63**	1.00	0.044
1460243_at	*Sptlc2*	serine palmitoyltransferase, long chain base subunit 2	**1.48**	1.00	0.058
1439492_at	*Sptlc3*	serine palmitoyltransferase, long chain base subunit 3	**1.42**	0.93	0.091
1447874_x_at	*Smpd1*	sphingomyelin phosphodiesterase 1, acid lysosomal	**0.67**	1.00	0.082
1448621_a_at	*Smpd1*	sphingomyelin phosphodiesterase 1, acid lysosomal	**0.62**	1.00	0.07
1426230_at	*Sphk2*	sphingosine kinase 2	**0.61**	1.00	0.04
1447308_at	*Lass5*	LAG1 homolog, ceramide synthase 5	**0.45**	1.00	0.114
1451209_at	*Lass5*	LAG1 homolog, ceramide synthase 5	**0.37**	1.00	0.091
1417781_at	*Lass4*	LAG1 homolog, ceramide synthase 4	**0.36**	1.00	0.047
1417780_at	*Lass4*	LAG1 homolog, ceramide synthase 4	**0.31**	1.00	0.089
1426960_a_at	*Fa2h*	fatty acid 2-hydroxylase	**0.24**	1.00	0.052

See Table 3 for legend.

### Altered abundance of key metabolic transcription factors

The suppression of fatty acid synthesis may possibly be explained by the dramatic downregulation of several transcription factors involved in lipid metabolism (**Table 6**). We observed decreased expression of SREBP-1 (*Srebf1*), LXR-α (*Nr1h3*), ChREBP (*Mlxipl*), peroxisome proliferators activated receptor (PPAR) α and γ (*Ppara* and *Pparg*). Additionally, elevated expression of *Insig2* suggests a decrease in the maturation of SREBP-1 (**Table 6**). 

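Mlxipl (ChREBP), a glucose-responsive activator of lipogenesis, had a log2 fold change of -1.74 (SE 0.14, adjusted p = 0.000123), Ppara -1.19 (SE 0.12, adjusted p = 0.000376), Nr1h3 (LXR-α) -0.95 (SE 0.22, adjusted p = 0.0196), Srebf1 -0.91 (SE 0.14, adjusted p = 0.00259) and Pparg -0.51 (SE 0.13, adjusted p = 0.0261), n = 3 arrays per group. In the list of lipid transcription factors 3 of its 17 measured genes were higher and 7 lower (3 and 8 adjusted over the list alone), with a median of -0.14 and an adjusted camera p of 0.318. Its counts were 3 and 4 without SKO 2, 3 and 4 without SKO 3, and 11 of its 17 genes are in the paper's tables. Removal of 1 array raised the adjusted p above 0.05 for Nr1h3 (0.0828 without SKO 2, 0.0687 without SKO 3) and Pparg (0.0825 without Lox 1, 0.0703 without Lox 2, 0.0570 without SKO 1, 0.0764 without SKO 2, 0.0878 without SKO 3).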

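Insig2 averaged 8.75 ± 0.42 in Lox and 10.39 ± 0.29 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 3.09-fold higher with a log2 fold change of 1.65 (SE 0.22, adjusted p = 0.00145), and both of its other probe sets were also higher. Insig1, a SREBP target that retains the same complex, was lower at -0.93 (SE 0.25, adjusted p = 0.0368). Less firm were the calls of Insig1 (0.138 without Lox 1, 0.0796 without Lox 3, 0.118 without SKO 1, 0.0855 without SKO 2, 0.0739 without SKO 3).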

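Srebf2, the gene of SREBP-2, averaged 9.78 ± 0.34 in Lox and 10.23 ± 0.33 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), a log2 fold change of 0.45 (SE 0.21, adjusted p = 0.199), which did not pass. Its other probe set gave 0.10.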

Despite the increased expression of several genes involved in cholesterol synthesis, the expression of *Srebp2* was not different. 

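Ppard averaged 7.30 ± 0.25 in Lox and 8.22 ± 0.19 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 1.89-fold higher with a log2 fold change of 0.92 (SE 0.16, adjusted p = 0.00495), and Ppargc1b, a coactivator of nuclear receptors, averaged 7.49 ± 0.05 in Lox and 8.51 ± 0.36 in SKO skin, a log2 fold change of 1.02 (SE 0.17, adjusted p = 0.00462). The other probe set for Ppard gave 0.09 and did not pass.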

We also observed increased expression of PPARδ (*Ppard*) and PPARγ-coactivator 1β (*Ppargc1b*) (**Table 6**). This expression pattern is consistent with human keratinocytes treated with cytokines and UV light, in which the expression of *PPARD* is increased, but the expression of *PPARA*, *PPARG* and *NR1H3* was decreased [40]. In lesional skin of patients with psoriasis and atopic dermatitis the expression of *PPARD* was also increased while the expression of *PPARA* and *PPARG* was decreased [40], [41]. Although *Ppara* and one of its co-activators *Ppargc1a* were decreased in skin of SKO mice, we also observed increased expression of the fatty acid oxidation genes *Cpt1a*, *Acox1* and *Crot*, potentially due to the elevated expression of *Ppard* (**Table 6** and **Table S2**).

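Cpt1a, which admits long-chain acyl groups to mitochondria, had a log2 fold change of 1.48 (SE 0.14, adjusted p = 0.000236) and Crot, which serves peroxisomal products, 1.51 (SE 0.25, adjusted p = 0.00362), n = 3 arrays per group. The other probe set for Crot gave -0.11 and did not pass. Ppargc1a had -0.51 (SE 0.15, adjusted p = 0.0531) and did not pass at the listed probe set, while 3 of its 4 others were lower, at -1.03 to -0.57. Members of the fatty acid oxidation list that were lower include the carnitine acetyltransferase Crat at -1.72 (SE 0.15, adjusted p = 0.000183) and Acads at -0.65 (SE 0.19, adjusted p = 0.0458). In that list 3 of its 18 measured genes were higher and 4 lower (4 and 7 adjusted over the list alone), with a median of -0.26 and an adjusted camera p of 0.385. Its counts were 3 and 1 without SKO 1, 2 and 1 without SKO 2, 2 and 1 without SKO 3, 2 and 1 without Lox 1. With 1 array left out, the adjusted p rose above 0.05 for Acads (0.157 without Lox 1, 0.113 without Lox 2, 0.0596 without SKO 1, 0.15 without SKO 2, 0.139 without SKO 3).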

Several transcription factors important for skin development were also differentially expressed (**Table 6**). The expression of Kruppel-like factor 4 (*Klf4*), which is highly expressed in the differentiating layers of epidermis and is essential for barrier acquisition [42], is increased in SKO mice. Additionally, we observed decreased expression of *Gata3* and *Lef1*, which are important transcription factors involved in hair follicle and inner root sheath skin cell lineage [43]. 

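Klf4 had a log2 fold change of 0.56 (SE 0.13, adjusted p = 0.0189) at the listed probe set, 1.47-fold higher, and 0.42 (SE 0.16, adjusted p = 0.121) at its other, brighter probe set, which did not pass, n = 3 arrays per group. Leaving out single arrays took the adjusted p above 0.05 for Klf4 (0.0832 without Lox 1, 0.0706 without SKO 1, 0.0780 without SKO 2).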

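Lef1 had a log2 fold change of -0.86 (SE 0.19, adjusted p = 0.0134), 1.80-fold lower, and Gata3 -0.55 (SE 0.13, adjusted p = 0.0172), 1.46-fold lower, n = 3 arrays per group. Other hair genes went either way, with the cuticle keratin Krt32 at -2.45 (SE 0.12, adjusted p = 1.51e-05), the homeobox gene Hoxc13 at 2.46 (SE 0.17, adjusted p = 5.48e-05) and the inner root sheath keratins Krt73 and Krt27 at 1.04 (SE 0.16, adjusted p = 0.00293) and 1.21 (SE 0.30, adjusted p = 0.0236). In the list of hair matrix, shaft and inner root sheath genes 6 of its 29 measured genes were higher and 4 lower (6 and 4 adjusted over the list alone), with a median of 0.34 and an adjusted camera p of 0.0827, and its counts were 3 and 2 without SKO 2, 3 and 3 without Lox 1. Without SKO 1 the camera p was 0.00276, with 9 higher and 3 lower. Calls lost with an array left out were those of Gata3 (0.0779 without SKO 2, 0.0537 without SKO 3) and Krt27 (0.0892 without Lox 1).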

Interestingly, expression of the vitamin D receptor (*Vdr*) and the nuclear receptor co-repressor hairless (*Hr*) were highly elevated in SKO mice. 

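Vdr averaged 8.70 ± 0.28 in Lox and 10.35 ± 0.11 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 3.10-fold higher with a log2 fold change of 1.65 (SE 0.15, adjusted p = 0.000221), and Hr averaged 10.47 ± 0.05 in Lox and 11.64 ± 0.04 in SKO skin, 2.25-fold higher with 1.17 (SE 0.11, adjusted p = 0.000183). Each has 1 other probe set, also higher.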

Hairless binds VDR to cause transcriptional repression [44], [45]. Overexpression of hairless in skin has been shown to cause delayed sebaceous gland differentiation, and an increased number of undifferentiated but decreased number of terminally differentiated keratinocytes [44], [46]. Several other metabolic transcription factors were also differentially expressed between Lox and SKO mice and are listed in **Table 6**.

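Thra, a thyroid hormone receptor gene, had a log2 fold change of -1.2 (SE 0.16, adjusted p = 0.00138), the glucocorticoid receptor gene Nr3c1 -1.24 (SE 0.23, adjusted p = 0.00629) and the retinoid X receptor gene Rxrg -1.37 (SE 0.15, adjusted p = 0.000525), n = 3 arrays per group. None of the 5 other probe sets for Nr3c1 passed, at -0.58 to -0.04. Rora had -0.72 (SE 0.22, adjusted p = 0.0589) and did not pass, and Nr4a3 was higher at 0.54 (SE 0.14, adjusted p = 0.0280). Of the 39 probe sets in Table 6, 17 were higher, 19 lower and 3 did not pass, and the higher and lower counts were 16 and 12 without SKO 3. The adjusted p exceeded 0.05 on 5 arrays for Nr4a3 (0.114 without Lox 1, 0.0578 without Lox 2, 0.0867 without SKO 2, 0.0919 without SKO 3).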

### Accumulation of retinol and retinoic acid and activation of retinoic acid receptor (RAR)-target genes

One of the major metabolic pathways affected by the absence of skin SCD1 is retinol metabolism (**Table 12**). 

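Retinol metabolism genes moved in both directions in SKO skin, with the carrier gene Rbp4 at a log2 fold change of -1.23 (SE 0.19, adjusted p = 0.00307), Rbp7 at -0.86 (SE 0.17, adjusted p = 0.00862), the retinoic acid carrier gene Crabp1 at -0.78 (SE 0.20, adjusted p = 0.0302) and Rbp2 at 0.69 (SE 0.14, adjusted p = 0.0108), n = 3 arrays per group. Retsat, whose product saturates retinol, had -0.60 (SE 0.20, adjusted p = 0.0730) and did not pass. The retinoic acid-induced genes Rai14 and Rai2 gave 1.37 (SE 0.24, adjusted p = 0.00488) and -0.95 (SE 0.13, adjusted p = 0.00174). Of the 34 probe sets in Table 12, 19 were higher, 14 lower and 1 did not pass. In the retinol metabolism list 8 of its 32 measured genes were higher and 11 lower (9 and 12 adjusted over the list alone), with a median of -0.13 and an adjusted camera p of 0.452, camera asking for a shift in a single direction. The paper's tables hold 20 of its 32 genes, so the list is not independent of them. Dropping 1 array ended the call of Crabp1 (0.0970 without Lox 1, 0.0513 without Lox 2, 0.108 without SKO 2, 0.107 without SKO 3) and Rbp2 (0.0525 without SKO 2).

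**Figure D2:**
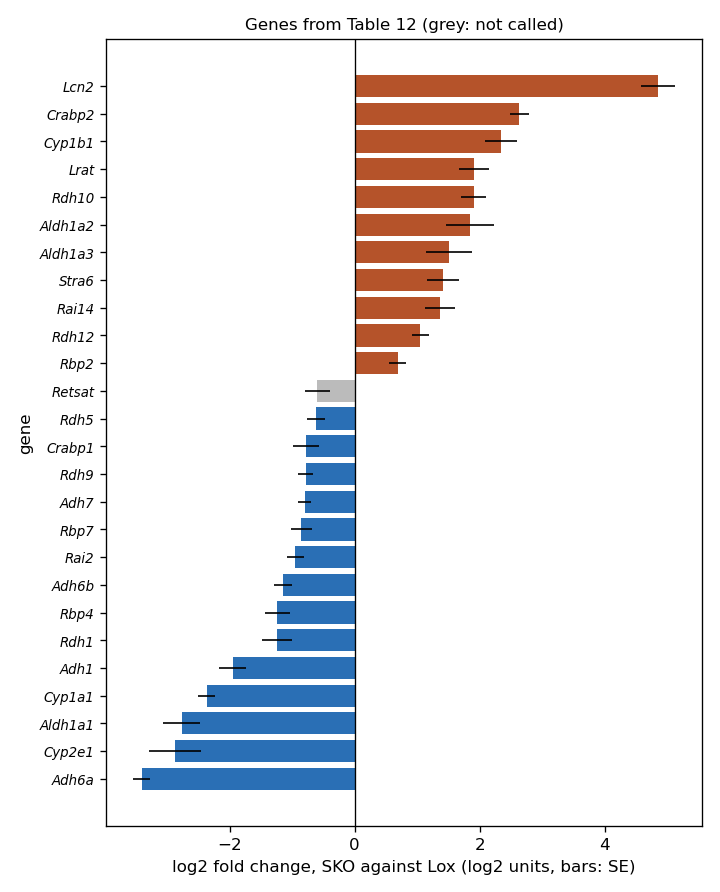
Log2 fold change of SKO against Lox for genes of Table 12, with Retsat, which was not called, in grey and bars showing the standard error, n = 3 arrays per group.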

The genes encoding cellular retinol-binding protein-1 (*Rbp1*) and cellular retinoic acid-binding protein-2 (*Crabp2*) were elevated 8.6- and 6.2-fold, respectively, consistent with transactivation of RAR. Additionally, the RAR-target gene lecithin∶retinol acyltransferase (*Lrat*), which catalyzes the synthesis of retinyl esters from free retinol, was elevated 3.9-fold. 

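Crabp2, which carries retinoic acid to the nucleus, averaged 10.05 ± 0.22 in Lox and 12.68 ± 0.20 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 6.20-fold higher with a log2 fold change of 2.63 (SE 0.16, adjusted p = 3.31e-05).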

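Lrat averaged 4.89 ± 0.27 in Lox and 6.80 ± 0.50 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 3.87-fold higher with a log2 fold change of 1.91 (SE 0.24, adjusted p = 0.00104), and its other probe set gave -0.02 and did not pass. Among other retinoic acid receptor targets, the transglutaminase Tgm2 was lower at -1.07 (SE 0.13, adjusted p = 0.000912), and the strongly induced hydroxylase Cyp26a1, picked out after its value was seen, had 0.25 (SE 0.13, adjusted p = 0.263) and the receptor Rarb 0.12 (SE 0.12, adjusted p = 0.573), neither passing. In the list of retinoic acid receptor targets 4 of its 15 measured genes were higher and 1 lower (4 and 1 adjusted over the list alone), with a median of -0.03 although camera ranked it upward, at an adjusted p of 0.513. Its counts were 4 and 2 without SKO 1, 4 and 2 without Lox 2. The 4 higher genes, Crabp2, Lrat, Rai14 and Stra6, are those that the paper's tables list, so their direction is not independent of the study. The paper proposes receptor activation from higher transcripts that include Crabp2 and Lrat, then measured skin retinol and retinoic acid, which are not analysed here.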

Consistent with increased *Lrat* expression, levels of retinyl esters were 2.4-fold elevated in skin of SKO mice (**Figure 2B**). Skin has also been shown to possess physiologically significant acyl-CoA∶retinol acyltransferase (ARAT) activity due to acyl-CoA∶diacylglycerol acyltransferase 1 (DGAT1) and possibly other acyltransferases [47], [48]. Levels of *Dgat1* mRNA were decreased in the skin of SKO mice, consistent with a reduced synthesis of ARAT-derived retinyl esters (**Table 9**).

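Dgat1 averaged 11.42 ± 0.36 in Lox and 10.37 ± 0.11 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 2.11-fold lower with a log2 fold change of -1.05 (SE 0.18, adjusted p = 0.00469). Its other probe set gave -0.44 and did not pass.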

**Figure 2:**
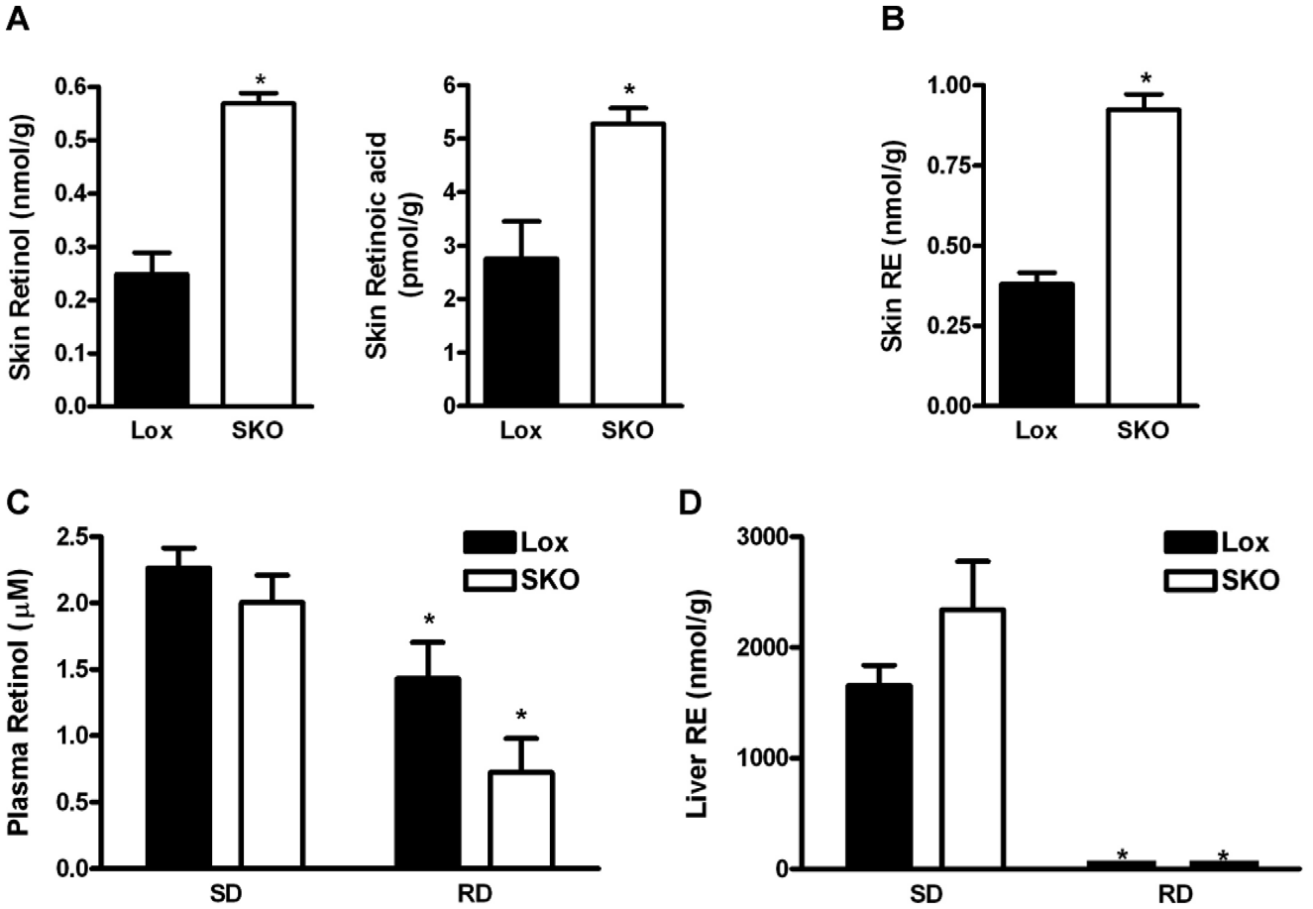
Altered retinoid homeostasis in SKO mice. A) Skin retinol and retinoic acid, as well as B) skin retinyl esters (RE) in male mice fed the standard diet (SD). * = *p*<0.05 for lox *vs.* SKO, n = 7–8 per group. C) Plasma retinol levels and D) liver RE levels in male mice fed either SD (n = 7–8 per group) or a retinoid-deficient (RD) diet (n = 6 per group). Data represent mean ± SEM. # = *p*<0.05 for SD *vs.* RD within same genotype.

**Table 12:** Retinol metabolism.

AFFY ID	Gene Symbol	Gene Name	FC	PP of DE	q-value
1427747_a_at	*Lcn2*	lipocalin 2	**27.69**	1.00	0.043
1448754_at	*Rbp1*	retinol binding protein 1, cellular	**8.62**	1.00	0.019
1451191_at	*Crabp2*	cellular retinoic acid binding protein II	**6.20**	1.00	0.029
1416612_at	*Cyp1b1*	cytochrome P450, family 1, subfamily b, polypeptide 1	**4.97**	1.00	0.056
1444487_at	*Lrat*	lecithin-retinol acyltransferase (phosphatidylcholine-retinol-O-acyltransferase)	**3.87**	1.00	0.072
1422789_at	*Aldh1a2*	aldehyde dehydrogenase family 1, subfamily A2	**3.86**	1.00	0.116
1426968_a_at	*Rdh10*	retinol dehydrogenase 10 (all-trans)	**3.70**	1.00	0.053
1416613_at	*Cyp1b1*	cytochrome P450, family 1, subfamily b, polypeptide 1	**3.04**	1.00	0.053
1422723_at	*Stra6*	stimulated by retinoic acid gene 6	**2.79**	1.00	0.113
1417400_at	*Rai14*	retinoic acid induced 14	**2.58**	1.00	0.079
1448789_at	*Aldh1a3*	aldehyde dehydrogenase family 1, subfamily A3	**2.48**	0.99	0.176
1431010_a_at	*Rdh12*	retinol dehydrogenase 12	**2.38**	0.92	0.189
1417401_at	*Rai14*	retinoic acid induced 14	**2.24**	1.00	0.088
1424256_at	*Rdh12*	retinol dehydrogenase 12	**2.09**	1.00	0.059
1441030_at	*Rai14*	retinoic acid induced 14	**2.02**	1.00	0.111
1427395_a_at	*Aldh1a3*	aldehyde dehydrogenase family 1, subfamily A3	**1.82**	1.00	0.076
1422846_at	*Rbp2*	retinol binding protein 2, cellular	**1.62**	1.00	0.093
1417642_at	*Aldh1a3*	aldehyde dehydrogenase family 1, subfamily A3	**1.57**	0.97	0.115
1444777_at	*Rai14*	retinoic acid induced 14	**1.50**	1.00	0.053
1424715_at	*Retsat*	retinol saturase (all trans retinol 13,14 reductase)	**0.66**	0.65	0.154
1418808_at	*Rdh5*	retinol dehydrogenase 5	**0.65**	1.00	0.083
1427963_s_at	*Rdh9*	retinol dehydrogenase 9	**0.58**	1.00	0.062
1448326_a_at	*Crabp1*	cellular retinoic acid binding protein I	**0.58**	0.94	0.131
1450110_at	*Adh7*	alcohol dehydrogenase 7 (class IV), mu or sigma polypeptide	**0.57**	1.00	0.039
1449461_at	*Rbp7*	retinol binding protein 7, cellular	**0.56**	1.00	0.09
1452358_at	*Rai2*	retinoic acid induced 2	**0.52**	1.00	0.061
1441094_at	*Adh6b*	alcohol dehydrogenase 6B (class V)	**0.45**	1.00	0.055
1421702_at	*Rdh1*	retinol dehydrogenase 1 (all trans)	**0.43**	1.00	0.091
1426225_at	*Rbp4*	retinol binding protein 4, plasma	**0.42**	1.00	0.07
1416225_at	*Adh1*	alcohol dehydrogenase 1 (class I)	**0.27**	1.00	0.072
1422217_a_at	*Cyp1a1*	cytochrome P450, family 1, subfamily a, polypeptide 1	**0.19**	1.00	0.023
1415994_at	*Cyp2e1*	cytochrome P450, family 2, subfamily e, polypeptide 1	**0.16**	1.00	0.094
1416468_at	*Aldh1a1*	aldehyde dehydrogenase family 1, subfamily A1	**0.14**	1.00	0.089
1429608_at	*Adh6a*	alcohol dehydrogenase 6A (class V)	**0.09**	1.00	0.019

See Table 3 for legend.

Elevation of RAR target gene expression in skin is consistent with increased levels of retinoic acid in the skin. Indeed, the levels of all-*trans* retinol and all-*trans* retinoic acid were elevated in SKO skin 2.3-fold and 1.9-fold, respectively (**Figure 2A**). Plasma levels of all-*trans* retinol (**Figure 2C**), as well as retinyl ester stores in the liver (**Figure 2D**) and epididymal white adipose (data not shown) were not significantly different between Lox and SKO mice.

Retinol is oxidized to retinaldehyde by cytosolic alcohol dehydrogenases (ADH) of the medium-chain dehydrogenase/reductase family and microsomal retinol dehydrogenases (RDH) of the short-chain dehydrogenase/reductase family [49]. We observed decreased expression of *Adh1* (class I), *Adh7* (Class 4), *Adh6a* and *Adh6b* (class V), as well as decreased expression of *Rdh1*, *Rdh5* and *Rdh9*, but increased expression of *Rdh10* and *Rdh12* (**Table 12**). 

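Adh6a averaged 8.78 ± 0.17 in Lox and 5.38 ± 0.13 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), a log2 fold change of -3.41 (SE 0.13, adjusted p = 5.44e-06), with Adh1 at -1.95 (SE 0.22, adjusted p = 0.000558), Adh6b at -1.15 (SE 0.14, adjusted p = 0.000920) and Adh7 at -0.80 (SE 0.11, adjusted p = 0.00142). Retinol dehydrogenase genes gave -1.24 (SE 0.24, adjusted p = 0.00834) for Rdh1, -0.78 (SE 0.12, adjusted p = 0.00310) for Rdh9 and -0.62 (SE 0.14, adjusted p = 0.0182) for Rdh5, and 1.90 (SE 0.20, adjusted p = 0.000425) for Rdh10 and 1.05 (SE 0.14, adjusted p = 0.00128) for Rdh12. Rdh10 makes most of the retinaldehyde of the embryo. On 5 of the 6 arrays the adjusted p went above 0.05 for Rdh5 (0.0795 without Lox 1, 0.0633 without SKO 2, 0.0650 without SKO 3).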

Retinaldehyde is converted to retinoic acid via the action of retinaldehyde dehydrogenases encoded by *Aldh1a1–Aldh1a3*. 

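Aldh1a2 averaged 5.56 ± 0.50 in Lox and 7.40 ± 0.81 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 3.86-fold higher with a log2 fold change of 1.85 (SE 0.39, adjusted p = 0.0117), and Aldh1a3 averaged 7.17 ± 0.91 in Lox and 8.68 ± 0.10 in SKO skin, 2.48-fold higher with 1.51 (SE 0.37, adjusted p = 0.0244). Aldh1a1 averaged 9.67 ± 0.70 in Lox and 6.91 ± 0.14 in SKO skin, 7.29-fold lower with -2.76 (SE 0.30, adjusted p = 0.000440). Among these genes, the call was lost with 1 array left out for Aldh1a2 (0.0554 without Lox 1) and Aldh1a3 (0.0875 without Lox 1, 0.0586 without Lox 2, 0.0615 without SKO 1, 0.0872 without SKO 2, 0.0717 without SKO 3).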

The expression of the retinaldehyde dehydrogenase genes *Aldh1a2* and *Aldh1a3* were elevated, whereas the expression of *Aldh1a1* was decreased (**Table 12**). 

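Stra6 averaged 5.62 ± 0.22 in Lox and 7.04 ± 0.56 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 2.79-fold higher with a log2 fold change of 1.42 (SE 0.26, adjusted p = 0.00605).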

We also observed 2.8-fold increase expression of *Stra6*, which encodes the membrane receptor for the circulating retinol binding protein [50]. A decreased capacity for retinoic acid catabolism may also contribute to the elevated levels of skin retinoic acid. 

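Cyp2e1 averaged 12.46 ± 0.41 in Lox and 9.59 ± 0.94 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 6.46-fold lower with a log2 fold change of -2.87 (SE 0.41, adjusted p = 0.00198), and Cyp1b1 averaged 6.41 ± 0.49 in Lox and 8.75 ± 0.33 in SKO skin, 4.97-fold higher with 2.34 (SE 0.25, adjusted p = 0.000461). Of the 2 other probe sets for Cyp1b1, 1 was also higher, and the pair gave -0.13 to 1.6. Cyp26b1, a retinoic acid hydroxylase picked out after its value was seen, had -0.03 (SE 0.13, adjusted p = 0.919) and did not pass.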

We observed a robust decrease in the expression of *Cyp1a1* and *Cyp2e1*, but increased expression of *Cyp1b1*, all of which are expressed in murine skin and encode enzymes with reported retinoic acid 4-hydroxylase activity (**Table 12**) [51], [52].

To help determine whether the disturbed retinol metabolism is responsible for the skin phenotypes in *Scd1* SKO mice, we subjected Lox and SKO mice to a retinoid-deficient (RD) diet intervention. In both Lox and SKO mice, this RD diet intervention dramatically reduced hepatic retinol and retinyl ester stores to less than 0.25% of the hepatic stores observed in mice fed the standard diet (**Figure 2D**), but in comparison only modestly reduced plasma retinol levels in both Lox and SKO mice (**Figure 2C**). However, skin all-*trans* retinoic acid levels remained 1.5-fold elevated in SKO mice compared to Lox mice (p<0.05; data not shown). Gross and histological examination of skin indicated that the RD diet elicited no remarkable improvement in the phenotype observed in standard diet-fed SKO mice (data not shown). This highlights that SCD1 is critical for skin retinoid homeostasis even under conditions of reduced retinol availability.

### Retinoic acid transactivation of PPARδ

Retinoic acid can bind to both CRABP2 and FABP5, which then delivers the ligand to transactivate RAR and PPARδ, respectively [53], [54]. The relative ratio of FABP5 to CRABP2 is an important determinant of the relative transactivation of RAR and PPARδ [53], [54]. In addition to the aforementioned increased expression of *Ppard* and *Crabp2* in SKO mice, we observed elevated *Fabp5* (**Table 9**), which combined with increased retinoic acid availability may lead to increased PPARδ transactivation. 

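Fabp5 had a log2 fold change of 1.19 (SE 0.22, adjusted p = 0.00692) at the listed probe set, averaging 12.15 ± 0.28 in Lox and 13.34 ± 0.42 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group). Its brighter probe set gave 0.43 (SE 0.15, adjusted p = 0.0928) and did not pass.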

PPARδhas been shown to contribute to the expression of *Lrat* and *Rbp1* in activated hepatic stellate cells and may also influence the expression of retinoid metabolism genes in the skin [55]. Interestingly, transgenic mice that overexpress PPARδ develop a psoriasis-like inflammatory skin disease upon ligand activation featuring hyperproliferation of keratinocytes, dendritic cell accumulation, and endothelial cell activation [41]. Consistent with this model, we observed a 10-fold elevation in SKO mice of the direct PPARδtarget heparin-binding EGF-like growth factor (*Hbegf*; **Table 7**), which is elevated in psoriasis and induces epidermal hyperplasia [56]. 

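Hbegf averaged 7.29 ± 0.06 in Lox and 10.54 ± 0.20 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 9.58-fold higher with a log2 fold change of 3.25 (SE 0.13, adjusted p = 5.52e-06). Among other PPARδ targets Fabp3 at -2.43 (SE 0.18, adjusted p = 8.5e-05), Pdk4 at -1.66 (SE 0.15, adjusted p = 0.000190) and Ucp3 at -0.61 (SE 0.14, adjusted p = 0.0182), genes that muscle fibres also express, were lower. In the PPARδ target list 5 of its 13 measured genes were higher and 3 lower (6 and 5 adjusted over the list alone), with a median of 0.01 and an adjusted camera p of 0.390, and 8 of its genes are in the paper's tables. The call of Ucp3 was lost with an array left out (0.0557 without Lox 1, 0.0529 without SKO 1, 0.0652 without SKO 2, 0.0582 without SKO 3).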

The EGF-family ligand TGF-α (*Tgfa*) and the kinase *Ptk6*, which are also increased in both psoriasis and PPARδ transgenic mice, were elevated in SKO mice as well (**Table 7**) [41]. Thus, the elevated retinoic acid levels in the skin of SKO mice may be transactivating both RAR and PPARδ.

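Tgfa had a log2 fold change of 1.54 (SE 0.13, adjusted p = 0.000165), 2.92-fold higher, and Ptk6, a kinase of differentiating epithelia, had 1.2 (SE 0.23, adjusted p = 0.00752), 2.37-fold higher, n = 3 arrays per group. The 2 other probe sets for Tgfa gave -0.21 to 0.13 and did not pass.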

### Inhibition of SCD in SEB-1 sebocytes elevates retinoic acid-induced genes including *LCN2*

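Lcn2, which binds bacterial siderophores, averaged 6.59 ± 0.58 in Lox and 11.44 ± 0.28 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 27.7-fold higher with a log2 fold change of 4.85 (SE 0.27, adjusted p = 2.53e-05). The secreted protease inhibitor Slpi, also of the defence group, gave 4.52 (SE 0.27, adjusted p = 3.31e-05).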

Interestingly, the skin of SKO mice displayed a 27.7-fold elevation in the expression of *Lcn2* (**Table 12**), which has previously been shown to be a retinoic acid-induced gene linked to sebocyte apoptosis in human SEB-1 cells [57]. We used the immortalized human sebocyte line SEB-1 as a model to assess the role of SCD in regulating retinol metabolism in vitro. SEB-1 sebocytes have measurable SCD activity that can be inhibited by the small molecule A939572 (**Figure S1**). SEB-1 cells treated with 1 µM A939572 and 1 µM retinol for 24 h displayed a 3-fold increase in the retinoic acid-induced target genes *RBP1*, *LRAT* and *LCN2* (**Figure 3A**). These genes were not elevated in cells treated for 24 h with 1 µM retinol alone. Although treatment with A939572 alone for 24 h did not elevate *LCN2*, prolonged treatment for 72 h caused a 9-fold upregulation of *LCN2* mRNA and protein (**Figure 3B and 3C**). The difference between 24 and 72 hours may be due to cellular retinol accumulation following media replacement at 48 hours. At all retinol concentrations tested (0.01 to 10 µM), LCN2 protein secreted into the media was higher in cells treated with A939572 (**Figure S1**). As expected, the expression of *DGAT1* was unaffected by retinol and/or A939572 treatment. These data support a direct role of sebocyte SCD activity in controlling retinol metabolism to prevent an increase in cellular retinoic acid and RAR-regulated target genes.

**Figure 3:**
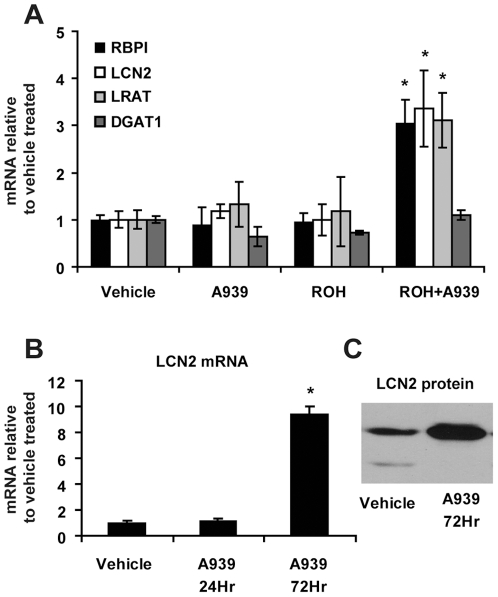
Loss of SCD1 activity in SEB-1 sebocytes increases retinoic acid target gene induction. A) SEB-1 human sebocytes were treated with vehicle alone, the SCD inhibitor A939572 (A939; 1 µM), free retinol (ROH; 1 µM), or both A939 and ROH for 18 hours. Total RNA was collected for assessment of expression of *RBP1*, *LCN2*, *LRAT* and *DGAT1*. Data are expressed relative to vehicle treated cells. B) SEB-1 cells were grown for the indicated times in the presence or absence of A939572 (A939; 1 µM) and total RNA was collected for assessment of *LCN2* induction. C) Cellular protein expression of LCN2 increased after 72 hour treatment with A939 as well. Data represent mean ± SEM for n = 3 per group. * = *p*<0.05 vs. vehicle control.

### Changes in retinoic acid and inflammatory genes occur in the first hair cycle

Hair follicle cycling begins at around 17 days postnatal in mice, characterized by the occurrence of the first catagen and telogen stages, and followed by the first anagen growth stage at around 4 weeks after birth [58], [59]. *Scd1* expression has previously been shown to be low at birth, increase dramatically at around 8 days postnatal during the completion of hair follicle morphogenesis and then cycle between high and low expression during the anagen and catagen/telogen phases of the hair cycle, respectively [6]. We analyzed the expression pattern of retinoic acid-regulated genes (*Rbp1*, *Crabp2* and *Lcn2*) and inflammatory genes (*Il1b* and *Tnf*) in 23 day postnatal skin between Lox and SKO. Consistent with our microarray observations in older mice, these retinoic acid-regulated and inflammatory genes were significantly elevated in SKO mice (**Figure 4**). This highlights that disturbed retinoic acid metabolism and inflammation in SKO mice precedes adulthood and may be the primary insults causing local and systemic changes in these mice.

**Figure 4:**
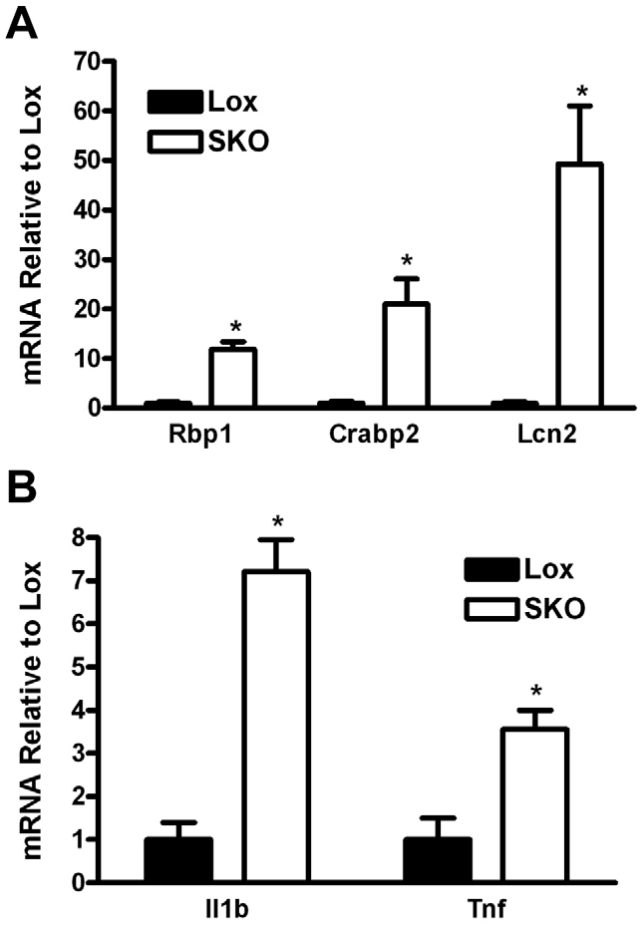
Elevated retinoic acid metabolism and inflammatory genes in 23 day old SKO skin. RNA was isolated from skin of 23 day old postnatal Lox and SKO mice and subjected to real-time PCR analysis and normalized to levels of *18S* as described in *Methods*. The expression of A) retinoic-acid regulated genes (*Lcn2*, *Rbp1*, *Crabp2*) and B) inflammation genes (*Il1b*, *Tnf*) were significantly elevated in SKO mice at 23 days. All values are expressed as fold difference relative to Lox mice. Data represent mean ± SEM for n = 4–6 per group. * = *p*<0.05.

## Discussion

The primary goal of this study was to determine the mechanism by which reduced sebaceous gland MUFA production elicits a profound hypermetabolic whole-body phenotype. Mice with a targeted deletion of *Scd1* have a dysfunctional epidermal lipid barrier that results in increased transepidermal water loss (TEWL) and has been suggested to be the source of the hypermetabolism [8], [13]. Interestingly, artificial occlusion of the skin of *Scd1*-deficient mice with topical application of petroleum jelly largely reversed the cold intolerance, high TEWL and increased O_2_ consumption and CO_2_ production [13]. We investigated whether maintaining SKO mice at thermoneutral temperature would correct the hypermetabolic phenotype and render the SKO mice susceptible to diet-induced obesity. However, SKO mice remained lean and hyperphagic, similar to those maintained at ambient temperature [7]. Although the elevated temperature in the thermoneutral environment likely negates heat loss due to convection, conduction and radiation, the humidity in the thermoneutral environment (30–40%) may have still permitted heat loss due to evaporation that contributed to the obesity resistance.

Interestingly, *Scd1^ab-2J^*, but not *Scd1^ab-J^* mice, with naturally occurring mutations in *Scd1* also have increased TEWL similar to mice with a targeted deletion of *Scd1* [8], [13]. Studies that directly compared the *Scd1^ab-2J^* and *Scd1^ab-J^* mice reported that although both strains have increased dermal inflammation and reduced stratum corneum hydration, these phenotypes are more severe in *Scd1^ab-2J^* compared to the *Scd1^ab-J^* mice [5], [8]. These results suggest inflammation and/or stratum corneum hydration may be involved in the TEWL phenotype, but that other genetic modifiers may influence the onset and severity of these phenotypes due to *Scd1* deficiency. Treatment of *Scd1^ab^* mice with the immunosuppressant drug cyclosporine A reduces inflammation, epidermal thickness and hyperkeratosis, and restored some hair growth [60]. We observed a remarkable enrichment of genes involved in the inflammatory process, supporting the involvement of inflammation in the progression of the skin phenotype. Since TEWL is known to increase under conditions of skin irritation and dermatitis [61], [62], it is possible that the primary mechanism for the hypermetabolism is due to a pro-inflammatory stimulus in the skin.

The decreased stratum corneum hydration in *Scd1*-deficient mice has been suggested to be due to reduced glycerol content that results from diminished sebaceous gland-derived triglyceride hydrolysis [5]. In support of this model, we observed robust repression of genes encoding transcription factors and enzymes involved in fatty acid and triglyceride synthesis, triglyceride hydrolysis and sebocyte differentiation. Although there may be less sebaceous gland-derived glycerol due to *Scd1* deficiency, we observed a marked increase in *Aqp3* and *Aqp9*, two aquaglyceroporins essential for normal glycerol transport and metabolism [63], [64] (**Table S2**). This may serve as an adaptation to low glycerol availability to help maintain normal glycerol status. It has also been suggested that a deficiency of epidermal ceramides containing very long-chain fatty acids, due to decreased elongase expression, contributed to the epidermal barrier disruption [13]. 

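Aqp9 averaged 7.41 ± 0.13 in Lox and 9.14 ± 0.02 in SKO skin (log2 scale, mean ± SD, n = 3 arrays per group), 3.33-fold higher with a log2 fold change of 1.74 (SE 0.11, adjusted p = 4.94e-05), and Aqp3, the main glycerol channel of epidermis, had 0.81 (SE 0.23, adjusted p = 0.0449), 1.82-fold higher. Of the 3 other probe sets for Aqp3, 1 was also higher, and the 3 gave -0.02 to 1.11. Fits to 5 arrays gave an adjusted p above 0.05 for Aqp3 (0.106 without Lox 1, 0.0947 without Lox 2, 0.0730 without Lox 3, 0.117 without SKO 1, 0.128 without SKO 2).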

Consistent with these results, we also found a dramatic repression of several elongase genes. 

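Elovl4, which elongates fatty acids to the very long chains of epidermal ceramides and which the paper does not list, had a log2 fold change of 0.36 (SE 0.34, adjusted p = 0.546) and did not pass, n = 3 arrays per group. Elovl2 had -0.11 (SE 0.13, adjusted p = 0.645) and did not pass. Both are members of the fatty acid synthesis list that were picked out after their values were seen.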

Combined with an overall reduced capacity for fatty acid synthesis, the reduced elongase expression would be predicted to severely compromise very long chain fatty acid synthesis.

We unexpectedly found an elevation in skin retinol and retinoic acid levels as well as a marked elevation in retinoic-acid responsive genes due to skin *Scd1* deficiency. This is reminiscent of *Dgat1*-deficient mice, which have been shown to have a reduced capacity for skin retinol esterification leading to elevated levels of skin retinol and retinoic acid, and resulting in cyclical hair loss [48]. Although LRAT is the major retinyl ester synthesizing enzyme in most cells, in vivo studies by O'Byrne *et al.* in *Lrat*-deficient mice support the existence of a physiologically significant ARAT activity for retinyl ester formation [65]. Indeed, Wongsiriroj *et al.* first confirmed the physiological relevance of an ARAT activity for DGAT1 using mice deficient in both *Lrat* and *Dgat1* [66]. Kurlandsky *et al.* proposed that LRAT acts primarily in the basal keratinocytes of the skin, whereas retinyl ester synthesis in the differentiating suprabasal keratinocytes is predominantly derived from an ARAT activity [47]. Therefore, certain cells in the skin, such as the suprabasal keratinocytes and possibly sebocytes, may have a greater dependency on ARAT activity for retinyl ester formation. We speculate that MUFA, which are important substrates for DGAT1-mediated triglyceride formation, are also an important substrate for retinyl ester formation in cells that have a greater reliance on ARAT activity for retinyl ester synthesis.

Since our studies are performed in whole-skin, the retinyl esters, retinol and retinoic acid might all be compartmentalized in different places. The accumulated retinol in the skin of SKO mice may be localized to a compartment that is inaccessible to LRAT, and subsequently converted to retinoic acid. Furthermore, the accumulated retinoic acid could possibly diffuse out and upregulate LRAT-mediated retinyl ester formation in different cells. Alternatively, retinyl ester hydrolase(s) may become active, resulting in a futile cycle where retinyl esters are made and then hydrolyzed. The persistent elevation in skin retinoic acid levels could also be due to decreased retinoic acid catabolism. We observed robust suppression of *Cyp2e1* and *Cyp1a1*, which encode two cytochrome P450 enzymes that can catalyze retinoic acid 4-hydroxylase activity in murine skin [51], [52].

Despite reducing liver retinol stores by more than 400-fold with a RD diet intervention in both Lox and SKO mice, we were unable to normalize skin retinoic acid levels and normal hair growth in SKO mice. In contrast, studies by Shih *et al.* in *Dgat1*-deficient mice were able to normalize skin retinoic acid levels and hair growth with a similar intervention [48]. This may indicate that lack of *Scd1* causes a more pronounced alteration in retinoic acid metabolism. Consistent with this notion, the skin phenotype elicited by *Scd1* deficiency is more severe than that observed due to *Dgat1* deficiency [48]. Alternatively, non-retinoid pathways may also be contributing to the skin phenotype. MUFAs are also important for cellular cholesterol ester synthesis [11] and SKO mice have elevated levels of skin free cholesterol [18]. Thus, a decrease in MUFA availability may affect both cholesterol and retinol homeostasis, in addition to triglyceride synthesis.

The therapeutic and pathological effects of retinoids on the skin have been known for many years. In vivo, both topical and orally administered retinoids stimulate keratinocyte proliferation and differentiation, resulting in increased number of epidermal cell layers and epidermal thickness, widening of spaces between keratinocytes and changes in the thickness and organization of the stratum corneum [67], [68], [69]. Furthermore, retinoid treatment causes a dose-dependent increase in TEWL, potentially due to loosening and fragility of the stratum corneum [68], [70]. The high responsiveness of various skin cells, such as epidermal keratinocytes, follicular keratinocytes, and sebocytes, to retinoid treatment is explained by their prominent expression of enzymes, binding proteins, and nuclear receptors involved in retinoic acid synthesis and signaling [71].

One of the most well-studied retinoid drugs is isotretinoin (13-*cis* retinoic acid), which likely acts as a prodrug that becomes selectively activated in the sebocyte possibly after isomerization to tretinoin (all-*trans* retinoic acid) [72]. Isotretinoin treatment causes apoptosis and reduced size of the sebaceous gland, and the sebocytes appear undifferentiatied and have decreased lipid accumulation [2], [73]. We propose that the elevated levels of all-*trans* retinoic acid in the skin of SKO mice leads to sebaceous gland dysfunction. As previously suggested by Sundberg et al., the sebaceous gland dynsfunction due to *Scd1*-deficiency impairs the degradation of the inner root sheath causing restraint and destruction of the hair follicle, inducing an inflammatory reaction, epidermal hyperplasia and scarring alopecia [8].

Skin biopsies taken from patients treated with isotretinoin also showed high expression of *LCN2* (lipocalin-2) [57], [73]. Additionally, isotretinoin treatment of SEB-1 human sebocyte cultures causes cell cycle arrest and apoptosis concomitant with increased expression of *LCN2* [72], [74]. SEB-1 cells were rescued from isotretinoin-induced apoptosis upon siRNA knockdown of *LCN2* [57]. The *LCN2* promoter has binding sites for both RAR and retinoid-X-receptor (RXR), suggesting that the toxic effect of retinoic acid on sebocytes is occurring via a lipocalin-2-mediated mechanism [57]. Since we observed a robust 27.7-fold elevation of *Lcn2* in the skin of SKO mice, it is possible that the primary disturbance in the skin of SKO mice is retinoic acid-induced *Lcn2* leading to sebocyte dysfunction and sebaceous gland hypoplasia. However, *Lcn2* is also increased in lesional compared to non-lesional skin samples from psoriasis patients, as well as increased in the skin of a murine model of PPARδ hyperactivation with a psoriasis-like condition [41]. Therefore, the increased *Lcn2* in SKO mice may be influenced not only by retinoic acid, but also by the secondary effects of inflammation [75]. Alternatively, decreased expression of fatty acid metabolizing enzymes and key transcription factors involved in lipid synthesis in SKO mice may also contribute to sebaceous gland hypoplasia. Future studies are required to ascertain which of these potential mechanisms is responsible for the skin phenotype of the SKO mice.

In summary, we have shown that SCD1 is essential for normal retinoid homeostasis in the skin. Lack of skin SCD1 causes an elevation in skin levels of retinol and retinoic acid, which in turn activates the transcription of retinoic acid-induced genes. We speculate that one of these elevated retinoic acid-induced genes, *Lcn2* (lipocalin-2) results in sebocyte dysfunction and sebaceous gland hypoplasia in the SKO mice. Additionally, lack of SCD1 causes decreased fatty acid synthesis gene expression in the skin concomitant with elevated cholesterol synthesis. This pattern suggests a state of disturbed lipid metabolism that may also contribute to the skin phenotype. The disturbed retinol metabolism and inflammatory gene expression is also evident at 23 days postnatal, highlighting that *Scd1* is essential for early events in sebocyte development and normal hair cycling.

## Methods

### Animals and diets

*Scd1^flox/flox^* (Lox) and *Scd1^flox/flox^;Krt14-Cre/+* (skin-specific *Scd1* knockout; SKO) mice on a C57BL/6J background were generated as previously described [7]. All mice used in this study were male unless otherwise stated. Mice were housed in a controlled environment (21°C; 30–40% relative humidity) with 12 h light and dark cycles and fed a standard diet (PMI 5008 Formulab; Purina Mills Nutrition International, Richmond, Indiana) unless otherwise stated. Animal experiments were approved by the Animal Care Research Committee of the University of Wisconsin-Madison under protocol A00625. For diet-induced obesity experiments under thermoneutral conditions, mice were transferred at 6 weeks of age to a controlled environment (32.5–33.5°C; 30–40% relative humidity), allowed to acclimate for 2 weeks and then fed a high-fat diet (Harlan TD.06414; 60% kcal fat) for 7 weeks. Retinol deficiency was induced by feeding pregnant dams a retinoid-deficient (RD) diet (Harlan TD.09238; 10% kcal fat; <0.04 IU retinol/g) throughout gestation and suckling. The third consecutive litter from dams maintained continuously on the RD diet were weaned and maintained on the RD diet until approximately 10 weeks of age.

### Collection of gene expression data

Dorsal skin of 8 to 9 week-old non-fasted male mice fed a standard diet was shaved with electric clippers prior to sacrifice. Mice were sacrificed by isoflurane overdose in the early light cycle and dorsal skin, liver, adipose tissue and plasma were immediately frozen in liquid nitrogen. Total RNA was extracted from whole skin using TRI reagent (Molecular Research), and treated with TURBO DNase (Ambion) before being subjected to microarray studies. Affymetrix Mouse 430 2.0 microarray chips were used to monitor the expression level of 45,101 probe sets representing over 39,000 transcripts and variants from over 34,000 mouse genes (Affymetrix). All microarray data are MIAME compliant and are deposited as Gene Expression Omnibus accession GSE24243, which may be accessed at http://www.ncbi.nlm.nih.gov/geo. Gene abbreviations are defined in accordance with the Human Gene Nomenclature Committee [76]. RNA isolated from 23 day old skin samples or SEB-1 cell cultures was reverse transcribed using Mutliscribe reverse transcriptase (Applied Biosystems) and subjected to real-time PCR on the ABI Prism 7500 Fast instrument using Power SYBR Green master mix (Applied Biosystems) and *18S* as a normalization gene. The primer sequences are available upon request.

### Pre-Processing and Statistical Analysis of Gene Expression Data

Expression measurements were pre-processed to provide background correction, normalization and log base 2 transformation using RMA (Robust Multi-array Average) [77]. We used two analytical approaches to generate lists of differentially expressed probe sets, loosely referred to as genes. First, we calculated an un-moderated t-statistic for every probe set by applying Welch's t-test. The resulting p-values were used to calculate q-values, which account for multiple tests and provide thresholds so that lists can be generated for a target false discovery rate (FDR) [78]. Using this method, we targeted a FDR of 5% and probe sets with q-values below 0.05 are considered to be of interest.

We also applied EBarrays [79], [80], which along with RMA is implemented in R, a publicly available statistical analysis environment [81] and available at Bioconductor [82]. EBarrays is an empirical Bayes approach which models the probability distribution of a set of expression measurements [79], [80]. It accounts generally for differences among probe sets in their true underlying expression levels, measurement fluctuations and distinct expression patterns for a given probe set among conditions [79]. An expression pattern is an arrangement of the true underlying intensities (μ) in each condition. The number of patterns possible depends on the number of conditions from which the expression measurements were obtained. For example, when measurements are taken from two conditions, two patterns of expression are possible: equivalent expression (EE; μ_1_ = μ_2_) and differential expression (DE; μ_1_≠μ_2_). Since we do not know a priori which probe sets are in which patterns, the marginal distribution of the data is a mixture over the possible patterns with model parameters determined by the full set of array data. In this way, the approach utilizes information across a set of arrays to optimize model fit and is thus more efficient than a number of methods that make inferences one probe set at a time [79]. The approach also naturally controls for both type I and type II errors [79]. The fitted model parameters provide information on the number of probe sets expected in each expression pattern. Furthermore, the fitted model is used to assign posterior probability distributions to every probe set. Each probe set specific distribution gives the posterior probability of that probe set's individual expression pattern. The posterior expected FDR is controlled by thresholding the posterior probabilities. Two approaches were used as discussed in [83]. The most conservative approach to control the FDR at 5%, for example, is to only consider probe sets with specific posterior probability of EE less than 0.05 (hard threshold). We also report results from the less conservative approach that determines the exact threshold required (soft threshold) so that the average posterior probability of EE for all probe sets on a list is less than 0.05.

Tests for enrichment of common function among sets of differentially-expressed probe sets were carried out using data from the Gene Ontology (GO) annotations and the Kyoto Encyclopedia of Genes and Genomes (KEGG). The R package allez was be used to perform tests of enrichment for each GO category and KEGG pathway [84]. In general, the interpretation of p-values resulting from hypergeometric-based enrichment tests is not straightforward due to the many dependent hypotheses tested. Furthermore, the enrichment test tends to result in small p-values when groups with few probe sets are considered. The statistical methods underlying allez adjust for these factors, allowing increased power and sensitivity for identifying sets that are biologically meaningful. We considered sets with between 5 and 500 probe sets and identified a set as enriched if its Z-score exceeded 5, as recommended in [84].

### High performance liquid chromatography (HPLC) analysis of retinoids

Reverse phase HPLC analysis of retinol and retinyl esters in tissues was performed as described elsewhere [85], [86]. Briefly, all samples were flash frozen in liquid N_2_ immediately after collection. Liver, skin and adipose tissues were first homogenized in 10 volumes of PBS (10 mM sodium phosphate, pH 7.2, 150 mM sodium chloride) using a Polytron homogenizer (Brinkmann Instruments, Westbury, NY) set at half-maximal speed for 10 s. 200 µl of the homogenate or 100–200 µl of plasma was treated with an equal volume of absolute ethanol containing a known amount of retinyl acetate as an internal standard, and the retinoids present in the homogenates were extracted into hexane. The extracted retinoids were separated on a 4.6×250-mm Ultrasphere C_18_ column (Beckman, Fullerton, CA) preceded by a C_18_ guard column (Supelco, Bellefonte, PA), using 70% acetonitrile-15% methanol-15% methylene chloride as the running solvent, flowing at 1.8 ml/min. Retinol and retinyl esters (routinely, retinyl palmitate, oleate, linoleate, stearate) were identified using a Waters 2996 photodiode array detector to compare retention times and spectral data of experimental compounds with those of authentic standards. Concentrations of retinol and retinyl esters in these samples were quantitated by comparing integrated peak areas of the unknowns against those of known amounts of purified standards. An internal standard, retinyl acetate, added immediately after homogenization of the samples, was used to correct for losses during extraction.

### Determination of tissue levels of all-*trans*-retinoic acid

Tissue levels of all-*trans*-retinoic acid were determined by ultra performance liquid chromatography tandem mass spectrometry (UPLC/MS/MS). For this purpose, we employed LC/MS grade acetonitrile, hexane, and water purchased from Fisher Scientific (Pittsburgh, PA). All-*trans*-retinoic acid was purchased from Sigma-Aldrich. Penta-deuterated all-*trans*-retinoic acid (atRA-d5) was employed as an internal standard and was purchased from Toronto Research Chemicals (North York, Ontario). Retinoid concentrations of standards were verified spectrophotometrically using published ε values [87]. Tissue homogenates were extracted using the two-step acid-base extraction described by Kane *et al.* [88]. Briefly, 0.5 ml of 0.025 M KOH in ethanol was added to 250 µl tissue homogenate prepared from 50 mg of wet tissue. Five ng of atRA-d5 dissolved in absolute ethanol was added to each tissue homogenate as internal standard. Retinoids present in this mixture were extracted into 5 mL of hexane (LC/MS grade, Fisher). Following centrifugation to separate phases, the upper organic phase containing nonpolar retinoids (retinol and retinyl esters) was removed. Thirty µl of 4 M HCl was then added to the aqueous phase and polar retinoids like all-*trans*-retinoic acid were extracted into 5 mL hexane. The retinoid containing organic phase was removed and dried under nitrogen. The dried extract was resuspended in 70 µl of acetonitrile (Fisher) and transferred to an amber LC/MS vial (Waters). Only glass containers, pipettes, and calibrated syringes were used to handle retinoic acid.

UPLC/MS/MS analyses were carried out on an Waters Xevo TQ MS ACQUITY UPLC system (Waters, MA). The UPLC/MS/MS system was controlled by MassLynx Software 4. 1. Samples were maintained at 4°C in the autosampler and 5 µl was loaded onto a Waters ACQUITY UPLC HHS C18 column (2.1 mm×100 mm, 1.8 µm particles) preceded with a 2.1 mm×5 mm guard column containing the same packing material (Waters). Throughout chromatography, the column was maintained at 40°C. The flow rate was 300 µl/min employing a binary gradient the following mobile phase gradient which was initiated with 32% phase A consisting of H_2_O (LC/MS grade, Fisher), containing 0.1% formic acid, and 68% mobile phase B consisting of acetonitrile, containing 0.1% formic acid. Initial solvent conditions were maintained for 6.3 minutes, at which time, the percentage of solvent B was increased linearly to 85% by 6.4 min. This solvent mixture was maintained until 9.5 min when the percentage of solvent B was increased to 100% to wash the column. The wash was allowed to continue for 2 min and then flow was returned to the initial binary gradient consisting of 68% solvent B. All-*trans*-retinoic acid eluted between 8.2 and 8.4 min. Positive electrospray ionization mass spectrometry was performed using the following parameters: capillary voltage 3.8 kV, source temperature 150°C, dissolving temperature 500°C, dissolving gas flow 800 L/hr, collision gas flow 0.15 ml/min. The optimized cone voltage was 16 V and the collision energy for the multiple reactions monitoring mode (MRM) was 18 eV. All-*trans*-retinoic acid was detected and quantified using MRM employing the following transitions: all-*trans*-retinoic acid, 301.16→123.00 m/z; and atRA-d5, 306.15→127.03 m/z.

### SEB-1 Cell Culture

Cells from the SEB-1 human sebaceous gland primary cell line (obtained from Dr. Diane M. Thiboutot, Penn State Milton S. Hershey Medical Center) were maintained in DMEM with 10% FBS and 1% penicillin/streptomycin at 37°C and 5% CO_2_. Cells were grown in standard culture conditions until confluence, after which time the medium was replaced with serum free medium to eliminate exogenous free fatty acids, notably FBS mediated 18∶1 delivery. Cells were treated either with 1 µM or with the indicated concentrations of free retinol in serum free DMEM for 18 hours, after which time total RNA was collected and used for assessment of retinoic acid-mediated gene induction. Free retinol was dissolved in EtOH in a 10 mM stock under yellow light with all subsequent dilutions and treatment of cells protected from direct white light. SCD was inhibited using the small molecule inhibitor (4-(2-chlorophenoxy)-N-(3-(methylcarbamoyl)-phenyl)piperidine-1-carboxamide) (A939572) from Biofine International Inc. (Vancouver, BC, Canada). Working concentrations (1 µM) were diluted into serum free DMEM prior to assay. Vehicle (control) treated cells consisted of diluent (DMSO) in serum free DMEM. Lipocalin-2 protein was detected in cell lysates and media using a rabbit polyclonal antibody against lipocalin-2 (ab63929) from Abcam.

### Quantification and inhibition of SCD activity in SEB-1 cells

SEB-1 cells were treated with increasing concentrations of stearate ranging from 0–100 µM stearic acid containing 0.5 µCi ^14^C stearic acid conjugated to BSA in DMEM containing 1% FBS for 4 hours. Cells were then collected into 400 µl NaOH and after addition of 400 µl butylated hydroxytoluene (1.25 mg/ml in EtOH), cellular lipids were saponified at 85°C for 1 hour. The mixture was acidified by addition of 540 µl formic acid, and lipids extracted with 700 µl hexane. Free fatty acids were resolved on a 10% AgNO_3_-impregnated silica gel TLC plate using chloroform∶methanol∶acetic acid∶H_2_O (90∶8∶1∶0.8). Radioactive spots were read using a Packard Instant Imager with the upper band corresponding to ^14^C stearate and the lower band ^14^C oleate. Quantification of SCD-1 activity was determined based on the intensity of ^14^C oleate (lower band) formed relative to the ^14^C stearate (upper band). Cells were treated with or without the small molecule SCD inhibitor A939572 (1 µM; Biofine).

#### Other statistical analyses

Values are reported as mean ± SEM and were compared by *t* test or analysis of variance followed by Bonferroni or Tukey's Post-hoc test.

## Supporting Information

Figure S1 **Characterization of SCD1 activity and lipocalin-2 secretion in human SEB-1 sebocytes.** A) The relative activity of endogenous SCD1 was measured in SEB-1 sebocytes as described in *Methods*. SEB-1 sebocytes display measurable conversion of ^14^C-stearate into ^14^C-oleate that is able to be inhibited by the small molecule SCD1 inhibitor A939572. B) Increasing concentrations of free retinol were used to measure the appearance of LCN2 secreted into the media from SEB-1 cells. At low concentrations, cells with and without SCD1 activity demonstrated a modest increase in LCN2 secretion. Higher retinol levels (≥1 µM) did not increase LCN2 secretion in cells with SCD1 activity possibly due to feedback inhibition, whereas SCD1 inhibited cells continued to increase LCN2 secretion when treated with up to 10 µM retinol.
(PDF) Click here for additional data file.

Table S1 **Inflammation, wound healing and defense response.** Changes in gene expression are reported as fold-change (FC) relative to Lox mice. Significant differences between Lox and SKO were determined as described in *Methods*, and for both Welch's t-test and EBarrays the false discovery rate was set at 5%. All probe sets listed have a posterior probability of differential expression (PP of DE) >0.639 (soft threshold) based upon analysis by EBarrays. Additionally, Welch's t-test was used to calculate q-values and those probe sets with q-values <0.05 were considered significant.
(PDF) Click here for additional data file.

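Further genes of Table S1 include Alcam, an adhesion molecule of leukocytes and epithelia, at a log2 fold change of 1.51 (SE 0.15, adjusted p = 0.000300), Cxcl12 at 1.83 (SE 0.18, adjusted p = 0.000275) and its receptor Cxcr4 at 1.37 (SE 0.32, adjusted p = 0.0182), Cxcl14 at 1.72 (SE 0.28, adjusted p = 0.00383) and Tnfaip3, a brake on NF-kB, at 1.19 (SE 0.12, adjusted p = 0.000334), n = 3 arrays per group. Of the 86 probe sets in that table 73 were higher, 10 lower and 3 did not pass, with 51 higher and 6 lower without SKO 2. Removal of 1 array raised the adjusted p above 0.05 for Cxcr4 (0.0669 without Lox 1, 0.0619 without SKO 1, 0.0637 without SKO 3).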

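Hamp and Hamp2, which encode hepcidin, had log2 fold changes of -2.81 (SE 0.17, adjusted p = 3.76e-05) and -5.07 (SE 0.33, adjusted p = 4.39e-05), the hepcidin regulator Hjv -2.10 (SE 0.13, adjusted p = 4.15e-05) and the iron exporter Slc40a1 2.42 (SE 0.24, adjusted p = 0.000288), n = 3 arrays per group. The other probe set for Hamp2 gave -0.11 and did not pass. Skeletal muscle genes fell as well, at a median of -1.79 with quartiles of -2.16 and -1.31, and their part in the fall of Hjv was not tested. In the iron metabolism list 2 of its 15 measured genes were higher and 4 lower (3 and 4 adjusted over the list alone), with a median of 0.26, a mean of -0.13 and an adjusted camera p of 0.897. Some clock genes were lower, the output gene Dbp at -1.6 (SE 0.21, adjusted p = 0.00133), Cry2 at -1.57 (SE 0.13, adjusted p = 0.000130), Per2 at -1.36 (SE 0.17, adjusted p = 0.000973) and Per3 at -1.29 (SE 0.15, adjusted p = 0.000765), and Bhlhe40 was higher at 1.18 (SE 0.12, adjusted p = 0.000297). In the circadian clock list 1 of its 18 measured genes was higher and 8 lower (1 and 8 adjusted over the list alone), with a median of -0.41 and an adjusted camera p of 0.0334, or adjusted p = 0.507 with an estimated correlation, and 8 of its genes are in the paper's tables. Without Lox 3 the camera p was 0.0512.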

Table S2 **Miscellaneous categories.** Changes in gene expression are reported as fold-change (FC) relative to Lox mice. Significant differences between Lox and SKO were determined as described in *Methods*, and for both Welch's t-test and EBarrays the false discovery rate was set at 5%. All probe sets listed have a posterior probability of differential expression (PP of DE) >0.639 (soft threshold) based upon analysis by EBarrays. Additionally, Welch's t-test was used to calculate q-values and those probe sets with q-values <0.05 were considered significant.

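The glycogen and glucose genes that were lower include forms typical of muscle, with Pygm at -1.94 (SE 0.21, adjusted p = 0.000488), Pfkm at -2.0 (SE 0.18, adjusted p = 0.000196), Fbp2 at -1.42 (SE 0.24, adjusted p = 0.00427), Gys1 at -1.25 (SE 0.12, adjusted p = 0.000248) and the insulin-responsive transporter Slc2a4 at -1.89 (SE 0.19, adjusted p = 0.000281) (log2 fold changes, n = 3 arrays per group). Forms of other tissues were higher, the transporter Slc2a1 at 1.40 (SE 0.13, adjusted p = 0.000178), Pfkp at 1.32 (SE 0.13, adjusted p = 0.000233) and Pfkl at 0.58 (SE 0.12, adjusted p = 0.0124). Of the 37 genes in the skeletal muscle list Pygm is the single gene that the paper's tables hold. In the glycolysis list 4 of its 12 measured genes were higher and 2 lower (4 and 3 adjusted over the list alone), with an adjusted camera p of 0.291, and its counts were 4 and 1 without SKO 1, 4 and 1 without SKO 2, 4 and 1 without SKO 3, 3 and 1 without Lox 1, 4 and 1 without Lox 2. The appetite peptide gene Npy was higher at 5.07 (SE 0.20, adjusted p = 5.44e-06) and Agrp had 0.73 (SE 0.23, adjusted p = 0.0650), which did not pass. Of thermogenesis genes Cox7a1 was lower at -3.08 (SE 0.15, adjusted p = 1.43e-05), Cox8b at -2.56 (SE 0.13, adjusted p = 1.3e-05) and the thyroid hormone deiodinase Dio2 was higher at 2.35 (SE 0.24, adjusted p = 0.000363). In that list 1 of its 9 measured genes was higher and 5 lower (1 and 6 adjusted over the list alone), with an adjusted camera p of 0.0139, or adjusted p = 0.507 with an estimated correlation, and its counts were 1 and 3 without SKO 2, 1 and 3 without SKO 3, 1 and 3 without Lox 1. Genes of skeletal muscle, which expresses Cox7a1 and Cox8b, fell with it, at a median of -1.79 with 32 of 37 lower, as did adipocyte genes, at -0.96 with 10 of 18 lower. The 2 other probe sets for Dio2 gave 0.06 to 0.07 and did not pass. Less firm were the calls of Pfkl (0.0599 without Lox 1).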

(PDF) Click here for additional data file.

Table S3 **Proteases and peptidases.** Changes in gene expression are reported as fold-change (FC) relative to Lox mice. Significant differences between Lox and SKO were determined as described in *Methods*, and for both Welch's t-test and EBarrays the false discovery rate was set at 5%. All probe sets listed have a posterior probability of differential expression (PP of DE) >0.639 (soft threshold) based upon analysis by EBarrays. Additionally, Welch's t-test was used to calculate q-values and those probe sets with q-values <0.05 were considered significant.
(PDF) Click here for additional data file.

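Aggrecanase genes of the ADAMTS family gave log2 fold changes of 1.33 (SE 0.23, adjusted p = 0.00471) for Adamts4, 1.58 (SE 0.19, adjusted p = 0.000790) for Adamts1 and 3.11 (SE 0.29, adjusted p = 0.000222) for Adamts20, while Adamts2, which processes procollagen, was lower at -1.31 (SE 0.22, adjusted p = 0.00420), n = 3 arrays per group. Of the 8 ADAMTS genes that Table S3 lists as changed, 7 were higher and 1 lower, with counts of 4 and 1 without SKO 1, 4 and 1 without SKO 3, 4 and 1 without Lox 1. The 5 ADAMTS-like genes that it lists, which lack the protease domain, were lower, 3 of them called without SKO 1. Adam17, the sheddase of tumour necrosis factor, had 0.38 (SE 0.12, adjusted p = 0.0642) and did not pass. Of the 64 probe sets in Table S3, 37 were higher, 24 lower and 3 did not pass, with 31 higher and 15 lower without SKO 2.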

Table S4 **Collagens, keratins, gap junctions and tight junctions.** Changes in gene expression are reported as fold-change (FC) relative to Lox mice. Significant differences between Lox and SKO were determined as described in *Methods*, and for both Welch's t-test and EBarrays the false discovery rate was set at 5%. All probe sets listed have a posterior probability of differential expression (PP of DE) >0.639 (soft threshold) based upon analysis by EBarrays. Additionally, Welch's t-test was used to calculate q-values and those probe sets with q-values <0.05 were considered significant.
(PDF) Click here for additional data file.

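Desmosomal cadherin genes Dsc2 and Dsg2 gave log2 fold changes of 1.87 (SE 0.26, adjusted p = 0.00154) and 1.62 (SE 0.20, adjusted p = 0.000905), and Dsg1b had 0.46 (SE 0.14, adjusted p = 0.0611) and did not pass, n = 3 arrays per group. The adherens genes Cdh1 and Cdh3 gave 1.00 (SE 0.15, adjusted p = 0.00261) and 1.37 (SE 0.15, adjusted p = 0.000542), and the tight junction gene Ocln 1.32 (SE 0.17, adjusted p = 0.00106). Col4a3 at -0.53 (SE 0.16, adjusted p = 0.0571), Col8a2 at 0.64 (SE 0.19, adjusted p = 0.0539) and Col23a1 at -0.46 (SE 0.14, adjusted p = 0.0550) did not pass, but another listed probe set for Col23a1 was lower at -0.79 (SE 0.16, adjusted p = 0.00959). Of the 102 probe sets in Table S4, 59 were higher, 38 lower and 5 did not pass.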

# Supplementary material for: Metabolic Changes in Skin Caused by Scd1 Deficiency: A Focus on Retinol Metabolism
**Source:** PLoS One. 2011 May 9;6(5):e19734. doi: 10.1371/journal.pone.0019734
**Supplement:** Table S1 — Inflammation, wound healing and defense response. Changes in gene expression are reported as fold-change (FC) relative to Lox mice. Significant differences between Lox and SKO were determined as described in Methods , and for both Welch's t-test and EBarrays the false discovery rate was set at 5%. All probe sets listed have a posterior probability of differential expression (PP of DE) >0.639 (soft threshold) based upon analysis by EBarrays. Additionally, Welch's t-test was used to calculate q-values and those probe sets with q-values <0.05 were considered significant.

Supplementary Table I: Inflammation, wound healing and defense response

See article file for table legend

# Supplementary material for: Metabolic Changes in Skin Caused by Scd1 Deficiency: A Focus on Retinol Metabolism
**Source:** PLoS One. 2011 May 9;6(5):e19734. doi: 10.1371/journal.pone.0019734
**Supplement:** Table S2 — Miscellaneous categories. Changes in gene expression are reported as fold-change (FC) relative to Lox mice. Significant differences between Lox and SKO were determined as described in Methods , and for both Welch's t-test and EBarrays the false discovery rate was set at 5%. All probe sets listed have a posterior probability of differential expression (PP of DE) >0.639 (soft threshold) based upon analysis by EBarrays. Additionally, Welch's t-test was used to calculate q-values and those probe sets with q-values <0.05 were considered significant.

Supplementary Table II: Miscellaneous categories

**Lipoxygenases**

| AFFY ID      | Gene Symbol    | Gene Name                            | FC    | PP of DE | q value |
|--------------|----------------|--------------------------------------|-------|----------|---------|
| 1426039_a_at | <i>Alox12e</i> | arachidonate lipoxygenase, epidermal | 3.123 | 1        | 0.023   |
| 1420338_at   | <i>Alox15</i>  | arachidonate 15-lipoxygenase         | 2.509 | 1        | 0.066   |
| 1441962_at   | <i>Alox5</i>   | arachidonate 5-lipoxygenase          | 0.647 | 0.978    | 0.112   |
| 1422699_at   | <i>Alox12</i>  | arachidonate 12-lipoxygenase         | 0.562 | 1        | 0.05    |

**Fatty acid oxidation**

| AFFY ID      | Gene Symbol  | Gene Name                                | FC    | PP of DE | q value |
|--------------|--------------|------------------------------------------|-------|----------|---------|
| 1450966_at   | <i>Crot</i>  | carnitine O-octanoyltransferase          | 2.906 | 1        | 0.085   |
| 1460409_at   | <i>Cpt1a</i> | carnitine palmitoyltransferase 1a, liver | 2.803 | 1        | 0.063   |
| 1438156_x_at | <i>Cpt1a</i> | carnitine palmitoyltransferase 1a, liver | 2.07  | 1        | 0.031   |
| 1434866_x_at | <i>Cpt1a</i> | carnitine palmitoyltransferase 1a, liver | 2.018 | 1        | 0.078   |
| 1416409_at   | <i>Acox1</i> | acyl-Coenzyme A oxidase 1, palmitoyl     | 1.817 | 1        | 0.064   |

**Circadian Rhythm**

| AFFY ID      | Gene Symbol | Gene Name                               | FC    | PP of DE | q value |
|--------------|-------------|-----------------------------------------|-------|----------|---------|
| 1458176_at   | <i>Per3</i> | period homolog 3 (Drosophila)           | 0.594 | 0.987    | 0.111   |
| 1441445_at   | <i>Per3</i> | period homolog 3 (Drosophila)           | 0.542 | 0.752    | 0.176   |
| 1434735_at   | <i>Hlf</i>  | hepatic leukemia factor                 | 0.527 | 0.987    | 0.126   |
| 1417602_at   | <i>Per2</i> | period homolog 2 (Drosophila)           | 0.447 | 0.921    | 0.18    |
| 1424175_at   | <i>Tef</i>  | thyrotroph embryonic factor             | 0.431 | 1        | 0.077   |
| 1442243_at   | <i>Per3</i> | period homolog 3 (Drosophila)           | 0.406 | 1        | 0.057   |
| 1457350_at   | <i>Per2</i> | period homolog 2 (Drosophila)           | 0.384 | 1        | 0.08    |
| 1426383_at   | <i>Cry2</i> | cryptochrome 2 (photolyase-like)        | 0.336 | 1        | 0.036   |
| 1438211_s_at | <i>Dbp</i>  | D site albumin promoter binding protein | 0.324 | 1        | 0.067   |
| 1418174_at   | <i>Dbp</i>  | D site albumin promoter binding protein | 0.271 | 1        | 0.068   |

**Glucose metabolism**

| AFFY ID        | Gene Symbol   | Gene Name                                                           | FC    | PP of DE | q value |
|----------------|---------------|---------------------------------------------------------------------|-------|----------|---------|
| 1426600_at     | <i>Slc2a1</i> | solute carrier family 2 (facilitated glucose transporter), member 1 | 3.505 | 1        | 0.068   |
| 1426599_a_at   | <i>Slc2a1</i> | solute carrier family 2 (facilitated glucose transporter), member 1 | 3.113 | 1        | 0.082   |
| 1434773_a_at   | <i>Slc2a1</i> | solute carrier family 2 (facilitated glucose transporter), member 1 | 2.656 | 1        | 0.048   |
| 1416069_at     | <i>Plkp</i>   | phosphofructokinase, platelet                                       | 2.493 | 1        | 0.045   |
| 1439148_a_at   | <i>Plkl</i>   | phosphofructokinase, liver, B-type                                  | 1.488 | 0.998    | 0.072   |
| 1450269_a_at   | <i>Plkl</i>   | phosphofructokinase, liver, B-type                                  | 1.439 | 0.968    | 0.1     |
| AFFX-PheX-3_at | <i>Pcx</i>    | pyruvate carboxylase                                                | 0.693 | 0.99     | 0.069   |
| AFFX-PheX-M_at | <i>Pcx</i>    | pyruvate carboxylase                                                | 0.665 | 0.752    | 0.117   |
| 1419146_a_at   | <i>Gck</i>    | glucokinase                                                         | 0.643 | 0.981    | 0.144   |
| 1450196_s_at   | <i>Gys1</i>   | glycogen synthase 1, muscle                                         | 0.521 | 1        | 0.115   |
| 1433504_at     | <i>Pygb</i>   | brain glycogen phosphorylase                                        | 0.521 | 1        | 0.062   |
| 1448825_at     | <i>Pdk2</i>   | pyruvate dehydrogenase kinase, isoenzyme 2                          | 0.456 | 1        | 0.067   |
| AFFX-PyruCarbM | <i>Pcx</i>    | pyruvate carboxylase                                                | 0.437 | 0.999    | 0.095   |
| 1416737_at     | <i>Gys1</i>   | glycogen synthase 1, muscle                                         | 0.42  | 1        | 0.03    |
| 1427213_at     | <i>Plkfb1</i> | 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase 1              | 0.409 | 1        | 0.03    |
| 1448429_at     | <i>Gyg</i>    | glycogenin                                                          | 0.403 | 1        | 0.053   |
| 1416383_a_at   | <i>Pcx</i>    | pyruvate carboxylase                                                | 0.396 | 0.998    | 0.115   |
| 1449088_at     | <i>Fbp2</i>   | fructose bisphosphatase 2                                           | 0.363 | 1        | 0.097   |
| 1425303_at     | <i>Gck</i>    | glucokinase                                                         | 0.359 | 1        | 0.073   |
| 1415959_at     | <i>Slc2a4</i> | solute carrier family 2 (facilitated glucose transporter), member 4 | 0.354 | 1        | 0.139   |
| 1459522_s_at   | <i>Gyg</i>    | glycogenin                                                          | 0.338 | 1        | 0.053   |
| 1417273_at     | <i>Pdk4</i>   | pyruvate dehydrogenase kinase, isoenzyme 4                          | 0.312 | 1        | 0.065   |
| 1415958_at     | <i>Slc2a4</i> | solute carrier family 2 (facilitated glucose transporter), member 4 | 0.266 | 1        | 0.056   |
| 1448602_at     | <i>Pygm</i>   | muscle glycogen phosphorylase                                       | 0.262 | 1        | 0.051   |
| 1416780_at     | <i>Plkm</i>   | phosphofructokinase, muscle                                         | 0.256 | 1        | 0.074   |

**Oxidative stress and free radical production**

| AFFY ID      | Gene Symbol | Gene Name                                            | FC     | PP of DE | q value |
|--------------|-------------|------------------------------------------------------|--------|----------|---------|
| 1449279_at   | <i>Gpx2</i> | glutathione peroxidase 2                             | 24.504 | 1        | 0.043   |
| 1444566_at   | <i>Ucp2</i> | uncoupling protein 2 (mitochondrial, proton carrier) | 8.596  | 1        | 0.04    |
| 1447046_at   | <i>Ucp2</i> | uncoupling protein 2 (mitochondrial, proton carrier) | 5.898  | 1        | 0.052   |
| 1448188_at   | <i>Ucp2</i> | uncoupling protein 2 (mitochondrial, proton carrier) | 4.088  | 1        | 0.083   |
| 1459741_x_at | <i>Ucp2</i> | uncoupling protein 2 (mitochondrial, proton carrier) | 3.881  | 1        | 0.078   |
| 1459740_s_at | <i>Ucp2</i> | uncoupling protein 2 (mitochondrial, proton carrier) | 3.586  | 1        | 0.079   |
| 1420657_at   | <i>Ucp3</i> | uncoupling protein 3 (mitochondrial, proton carrier) | 0.647  | 0.996    | 0.132   |
| 1417836_at   | <i>Gpx7</i> | glutathione peroxidase 7                             | 0.577  | 0.998    | 0.122   |
| 1451124_at   | <i>Sod1</i> | superoxide dismutase 1, soluble                      | 0.55   | 1        | 0.023   |
| 1459976_s_at | <i>Sod1</i> | superoxide dismutase 1, soluble                      | 0.55   | 1        | 0.045   |
| 1449106_at   | <i>Gpx3</i> | glutathione peroxidase 3                             | 0.468  | 1        | 0.054   |

**Miscellaneous energy metabolism**

| AFFY ID      | Gene Symbol  | Gene Name                          | FC     | PP of DE | q value |
|--------------|--------------|------------------------------------|--------|----------|---------|
| 1419127_at   | <i>Npy</i>   | neuropeptide Y                     | 33.085 | 1        | 0.032   |
| 1418937_at   | <i>Dio2</i>  | deiodinase, iodothyronine, type II | 5.34   | 1        | 0.08    |
| 1421690_s_at | <i>Agrip</i> | agouti related protein             | 1.643  | 0.812    | 0.162   |

**Iron Metabolism**

| AFFY ID      | Gene Symbol    | Gene Name                                                       | FC    | PP of DE | q value |
|--------------|----------------|-----------------------------------------------------------------|-------|----------|---------|
| 1417061_at   | <i>Slc40a1</i> | solute carrier family 40 (iron-regulated transporter), member 1 | 5.211 | 1        | 0.058   |
| 1425381_a_at | <i>Tfr2</i>    | transferrin receptor 2                                          | 0.542 | 0.989    | 0.123   |
| 1459994_x_at | <i>Tfr2</i>    | transferrin receptor 2                                          | 0.495 | 0.926    | 0.153   |
| 1429223_a_at | <i>Hfe2</i>    | hemochromatosis type 2 (juvenile) (human homolog)               | 0.235 | 1        | 0.05    |
| 1419197_x_at | <i>Hamp</i>    | hepcidin antimicrobial peptide                                  | 0.141 | 1        | 0.037   |
| 1419196_at   | <i>Hamp</i>    | hepcidin antimicrobial peptide                                  | 0.133 | 1        | 0.054   |
| 1436643_x_at | <i>Hamp2</i>   | hepcidin antimicrobial peptide 2                                | 0.032 | 1        | 0.051   |

**Aquaporins**

| AFFY ID      | Gene Symbol | Gene Name   | FC    | PP of DE | q value |
|--------------|-------------|-------------|-------|----------|---------|
| 1424011_at   | <i>Aqp9</i> | aquaporin 9 | 3.326 | 1        | 0.045   |
| 1422007_at   | <i>Aqp3</i> | aquaporin 3 | 2.235 | 0.987    | 0.142   |
| 1422008_a_at | <i>Aqp3</i> | aquaporin 3 | 2.001 | 0.743    | 0.208   |
| 1450460_at   | <i>Aqp3</i> | aquaporin 3 | 1.822 | 0.789    | 0.184   |
| 1421605_a_at | <i>Aqp9</i> | aquaporin 9 | 1.581 | 1        | 0.059   |

See article file for table legend

# Supplementary material for: Metabolic Changes in Skin Caused by Scd1 Deficiency: A Focus on Retinol Metabolism
**Source:** PLoS One. 2011 May 9;6(5):e19734. doi: 10.1371/journal.pone.0019734
**Supplement:** Table S3 — Proteases and peptidases. Changes in gene expression are reported as fold-change (FC) relative to Lox mice. Significant differences between Lox and SKO were determined as described in Methods , and for both Welch's t-test and EBarrays the false discovery rate was set at 5%. All probe sets listed have a posterior probability of differential expression (PP of DE) >0.639 (soft threshold) based upon analysis by EBarrays. Additionally, Welch's t-test was used to calculate q-values and those probe sets with q-values <0.05 were considered significant.

Supplementary Table III: Proteases and peptidases

| AFFY ID      | Gene Symbol                    | Gene Name                                              | FC     | PP of DE | q value |
|--------------|--------------------------------|--------------------------------------------------------|--------|----------|---------|
| 1417256_at   | <i>Mmp13</i>                   | matrix metalloproteinase 13                            | 71.219 | 1        | 0.056   |
| 1449153_at   | <i>Mmp12</i>                   | matrix metalloproteinase 12                            | 67.726 | 1        | 0.056   |
| 1448982_at   | <i>Klk6</i>                    | kallikrein related-peptidase 6                         | 38.967 | 1        | 0.067   |
| 1440686_at   | <i>LOC100048538 /// Prss27</i> | similar to protease, serine 27 /// protease, serine 27 | 35.228 | 1        | 0.03    |
| 1460227_at   | <i>Timp1</i>                   | tissue inhibitor of metalloproteinase 1                | 8.436  | 1        | 0.065   |
| 1417234_at   | <i>Mmp11</i>                   | matrix metalloproteinase 11                            | 7.424  | 1        | 0.058   |
| 1421977_at   | <i>Mmp19</i>                   | matrix metalloproteinase 19                            | 4.335  | 1        | 0.077   |
| 1416298_at   | <i>Mmp9</i>                    | matrix metalloproteinase 9                             | 4.322  | 1        | 0.064   |
| 1457724_at   | <i>Ctsl</i>                    | cathepsin L                                            | 4.191  | 1        | 0.03    |
| 1451310_a_at | <i>Ctsl</i>                    | cathepsin L                                            | 3.249  | 1        | 0.065   |
| 1448732_at   | <i>Ctsb</i>                    | cathepsin B                                            | 2.958  | 1        | 0.086   |
| 1417492_at   | <i>Ctsb</i>                    | cathepsin B                                            | 2.929  | 1        | 0.085   |
| 1416572_at   | <i>Mmp14</i>                   | matrix metalloproteinase 14 (membrane-inserted)        | 2.587  | 1        | 0.083   |
| 1448591_at   | <i>Ctss</i>                    | cathepsin S                                            | 2.259  | 0.851    | 0.133   |
| 1420450_at   | <i>Mmp10</i>                   | matrix metalloproteinase 10                            | 2.199  | 0.984    | 0.133   |
| 1417491_at   | <i>Ctsb</i>                    | cathepsin B                                            | 2.187  | 1        | 0.057   |
| 1421976_at   | <i>Mmp19</i>                   | matrix metalloproteinase 19                            | 2.186  | 0.998    | 0.111   |
| 1419088_at   | <i>Timp3</i>                   | tissue inhibitor of metalloproteinase 3                | 2.031  | 0.987    | 0.125   |
| 1416382_at   | <i>Ctsc</i>                    | cathepsin C                                            | 1.844  | 0.988    | 0.152   |
| 1437939_s_at | <i>Ctsc</i>                    | cathepsin C                                            | 1.669  | 0.955    | 0.147   |
| 1417490_at   | <i>Ctsb</i>                    | cathepsin B                                            | 1.646  | 0.941    | 0.136   |
| 1449366_at   | <i>Mmp8</i>                    | matrix metalloproteinase 8                             | 1.635  | 1        | 0.072   |
| 1448128_at   | <i>Ctsa</i>                    | cathepsin A                                            | 1.625  | 0.976    | 0.124   |
| 1449334_at   | <i>Timp3</i>                   | tissue inhibitor of metalloproteinase 3                | 1.616  | 0.984    | 0.107   |
| 1448118_a_at | <i>Ctsd</i>                    | cathepsin D                                            | 1.509  | 0.994    | 0.055   |
| 1448598_at   | <i>Mmp17</i>                   | matrix metalloproteinase 17                            | 0.727  | 0.819    | 0.131   |
| 1433662_s_at | <i>Timp2</i>                   | tissue inhibitor of metalloproteinase 2                | 0.682  | 0.933    | 0.125   |
| 1437462_x_at | <i>Mmp15</i>                   | matrix metalloproteinase 15                            | 0.677  | 0.868    | 0.127   |
| 1460287_at   | <i>Timp2</i>                   | tissue inhibitor of metalloproteinase 2                | 0.669  | 0.998    | 0.069   |
| 1454677_at   | <i>Timp2</i>                   | tissue inhibitor of metalloproteinase 2                | 0.621  | 0.944    | 0.082   |
| 1439364_a_at | <i>Mmp2</i>                    | matrix metalloproteinase 2                             | 0.553  | 0.87     | 0.117   |
| 1416136_at   | <i>Mmp2</i>                    | matrix metalloproteinase 2                             | 0.552  | 0.984    | 0.093   |
| 1450652_at   | <i>Ctsk</i>                    | cathepsin K                                            | 0.473  | 0.969    | 0.115   |
| 1450974_at   | <i>Timp4</i>                   | tissue inhibitor of metalloproteinase 4                | 0.396  | 1        | 0.052   |
| 1417281_a_at | <i>Mmp23</i>                   | matrix metalloproteinase 23                            | 0.361  | 1        | 0.055   |
| 1417282_at   | <i>Mmp23</i>                   | matrix metalloproteinase 23                            | 0.346  | 1        | 0.076   |
| 1423405_at   | <i>Timp4</i>                   | tissue inhibitor of metalloproteinase 4                | 0.267  | 1        | 0.03    |

## ADAMs family of metalloproteinases

| AFFY ID      | Gene Symbol    | Gene Name                                                                                       | FC    | PP of DE | q value |
|--------------|----------------|-------------------------------------------------------------------------------------------------|-------|----------|---------|
| 1456901_at   | <i>Adams20</i> | a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 20 | 8.778 | 1        | 0.048   |
| 1421172_at   | <i>Adam12</i>  | a disintegrin and metalloproteinase domain 12 (meltrin alpha)                                   | 4.71  | 1        | 0.094   |
| 1450716_at   | <i>Adams1</i>  | a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 1  | 2.992 | 1        | 0.052   |
| 1427056_at   | <i>Adams15</i> | a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 15 | 2.775 | 1        | 0.085   |
| 1416871_at   | <i>Adam8</i>   | a disintegrin and metalloproteinase domain 8                                                    | 2.619 | 0.989    | 0.129   |
| 1452595_at   | <i>Adams4</i>  | a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 4  | 2.572 | 1        | 0.095   |
| 1450105_at   | <i>Adam10</i>  | a disintegrin and metalloproteinase domain 10                                                   | 2.499 | 1        | 0.092   |
| 1421171_at   | <i>Adam12</i>  | a disintegrin and metalloproteinase domain 12 (meltrin alpha)                                   | 2.253 | 1        | 0.048   |
| 1455965_at   | <i>Adams4</i>  | a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 4  | 2.227 | 1        | 0.056   |
| 1452339_at   | <i>Adams7</i>  | a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 7  | 2.006 | 0.971    | 0.182   |
| 1437785_at   | <i>Adams9</i>  | a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 9  | 1.59  | 0.989    | 0.113   |
| 1441693_at   | <i>Adams3</i>  | a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 3  | 1.316 | 0.807    | 0.102   |
| 1421859_at   | <i>Adam17</i>  | a disintegrin and metalloproteinase domain 17                                                   | 1.303 | 0.67     | 0.087   |
| 1443378_s_at | <i>Adam1a</i>  | a disintegrin and metalloproteinase domain 1a                                                   | 0.715 | 0.92     | 0.095   |
| 1440668_at   | <i>Adams13</i> | ADAMTS-like 3                                                                                   | 0.672 | 0.995    | 0.1     |
| 1444628_at   | <i>Adam33</i>  | a disintegrin and metalloproteinase domain 33                                                   | 0.638 | 0.999    | 0.075   |
| 1435293_at   | <i>Adam22</i>  | a disintegrin and metalloproteinase domain 22                                                   | 0.626 | 0.996    | 0.092   |
| 1455720_at   | <i>Adams2</i>  | a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 2  | 0.587 | 1        | 0.088   |
| 1451904_a_at | <i>Adam33</i>  | a disintegrin and metalloproteinase domain 33                                                   | 0.517 | 1        | 0.056   |
| 1457058_at   | <i>Adams2</i>  | a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 2  | 0.479 | 1        | 0.073   |
| 1442063_at   | <i>Adams11</i> | ADAMTS-like 1                                                                                   | 0.429 | 1        | 0.113   |
| 1429214_at   | <i>Adams12</i> | ADAMTS-like 2                                                                                   | 0.418 | 0.998    | 0.152   |
| 1435990_at   | <i>Adams2</i>  | a disintegrin-like and metalloproteinase (reprolysin type) with thrombospondin type 1 motif, 2  | 0.402 | 1        | 0.075   |
| 1447946_at   | <i>Adam23</i>  | a disintegrin and metalloproteinase domain 23                                                   | 0.361 | 1        | 0.031   |
| 1438266_at   | <i>Adams15</i> | ADAMTS-like 5                                                                                   | 0.345 | 1        | 0.048   |
| 1430313_at   | <i>Adams11</i> | ADAMTS-like 1                                                                                   | 0.337 | 1        | 0.098   |
| 1451932_a_at | <i>Adams14</i> | ADAMTS-like 4                                                                                   | 0.313 | 1        | 0.04    |

See article file for table legend

# Supplementary material for: Metabolic Changes in Skin Caused by Scd1 Deficiency: A Focus on Retinol Metabolism
**Source:** PLoS One. 2011 May 9;6(5):e19734. doi: 10.1371/journal.pone.0019734
**Supplement:** Table S4 — Collagens, keratins, gap junctions and tight junctions. Changes in gene expression are reported as fold-change (FC) relative to Lox mice. Significant differences between Lox and SKO were determined as described in Methods , and for both Welch's t-test and EBarrays the false discovery rate was set at 5%. All probe sets listed have a posterior probability of differential expression (PP of DE) >0.639 (soft threshold) based upon analysis by EBarrays. Additionally, Welch's t-test was used to calculate q-values and those probe sets with q-values <0.05 were considered significant.

**Supplementary Table IV: Collagens, keratins, gap junctions and tight junctions**

**Collagen family**

| <b>AFFY ID</b> | <b>Gene Symbol</b> | <b>Gene Name</b>                                                 | <b>FC</b>     | <b>PP of DE</b> | <b>q value</b> |
|----------------|--------------------|------------------------------------------------------------------|---------------|-----------------|----------------|
| 1434411_at     | <i>Col12a1</i>     | collagen, type XII, alpha 1                                      | <b>10.606</b> | 1               | 0.042          |
| 1455627_at     | <i>Col8a1</i>      | collagen, type VIII, alpha 1                                     | <b>4.763</b>  | 1               | 0.092          |
| 1427391_a_at   | <i>Col12a1</i>     | collagen, type XII, alpha 1                                      | <b>4.291</b>  | 1               | 0.057          |
| 1447819_x_at   | <i>Col8a1</i>      | collagen, type VIII, alpha 1                                     | <b>3.15</b>   | 1               | 0.072          |
| 1418599_at     | <i>Col11a1</i>     | collagen, type XI, alpha 1                                       | <b>2.938</b>  | 1               | 0.1            |
| 1418440_at     | <i>Col8a1</i>      | collagen, type VIII, alpha 1                                     | <b>2.897</b>  | 1               | 0.058          |
| 1449154_at     | <i>Col11a1</i>     | collagen, type XI, alpha 1                                       | <b>2.632</b>  | 1               | 0.084          |
| 1429549_at     | <i>Col27a1</i>     | collagen, type XXVII, alpha 1                                    | <b>2.134</b>  | 1               | 0.13           |
| 1418237_s_at   | <i>Col18a1</i>     | collagen, type XVIII, alpha 1                                    | <b>2.065</b>  | 1               | 0.052          |
| 1426955_at     | <i>Col18a1</i>     | collagen, type XVIII, alpha 1                                    | <b>1.997</b>  | 1               | 0.084          |
| 1422253_at     | <i>Col10a1</i>     | collagen, type X, alpha 1                                        | <b>1.827</b>  | 0.935           | 0.175          |
| 1419613_at     | <i>Col7a1</i>      | collagen, type VII, alpha 1                                      | <b>1.651</b>  | 0.995           | 0.094          |
| 1434667_at     | <i>Col8a2</i>      | collagen, type VIII, alpha 2                                     | <b>1.539</b>  | 0.794           | 0.145          |
| 1420383_a_at   | <i>Col4a3bp</i>    | collagen, type IV, alpha 3 (Goodpasture antigen) binding protein | <b>1.407</b>  | 0.86            | 0.138          |
| 1425235_s_at   | <i>Col20a1</i>     | collagen, type XX, alpha 1                                       | <b>0.748</b>  | 0.882           | 0.094          |
| 1440911_at     | <i>Col23a1</i>     | collagen, type XXIII, alpha 1                                    | <b>0.732</b>  | 0.791           | 0.139          |
| 1430855_at     | <i>Col20a1</i>     | collagen, type XX, alpha 1                                       | <b>0.718</b>  | 0.809           | 0.13           |
| 1438779_at     | <i>Col4a3</i>      | collagen, type IV, alpha 3                                       | <b>0.689</b>  | 0.801           | 0.144          |
| 1425236_at     | <i>Col20a1</i>     | collagen, type XX, alpha 1                                       | <b>0.684</b>  | 1               | 0.046          |
| 1429280_at     | <i>Col22a1</i>     | collagen, type XXII, alpha 1                                     | <b>0.648</b>  | 0.906           | 0.152          |
| 1425772_at     | <i>Col4a4</i>      | collagen, type IV, alpha 4                                       | <b>0.64</b>   | 1               | 0.04           |
| 1429209_at     | <i>Col23a1</i>     | collagen, type XXIII, alpha 1                                    | <b>0.575</b>  | 1               | 0.081          |
| 1425234_at     | <i>Col20a1</i>     | collagen, type XX, alpha 1                                       | <b>0.558</b>  | 0.984           | 0.12           |
| 1453084_s_at   | <i>Col22a1</i>     | collagen, type XXII, alpha 1                                     | <b>0.441</b>  | 1               | 0.094          |
| 1423669_at     | <i>Col1a1</i>      | collagen, type I, alpha 1                                        | <b>0.354</b>  | 0.997           | 0.103          |
| 1445328_at     | <i>Col4a4</i>      | collagen, type IV, alpha 4                                       | <b>0.313</b>  | 1               | 0.102          |
| 1440250_at     | <i>Col4a4</i>      | collagen, type IV, alpha 4                                       | <b>0.287</b>  | 1               | 0.1            |
| 1446326_at     | <i>Col1a2</i>      | collagen, type I, alpha 2                                        | <b>0.253</b>  | 1               | 0.066          |

**Keratin family**

| <b>AFFY ID</b> | <b>Gene Symbol</b> | <b>Gene Name</b> | <b>FC</b>    | <b>PP of DE</b> | <b>q value</b> |
|----------------|--------------------|------------------|--------------|-----------------|----------------|
| 1430208_at     | <i>Krt42</i>       | keratin 42       | <b>8.774</b> | 1               | 0.036          |
| 1423952_a_at   | <i>Krt7</i>        | keratin 7        | <b>8.439</b> | 1               | 0.037          |
| 1439765_x_at   | <i>Krt42</i>       | keratin 42       | <b>3.85</b>  | 1               | 0.06           |
| 1423227_at     | <i>Krt17</i>       | keratin 17       | <b>2.878</b> | 1               | 0.03           |
| 1455573_at     | <i>Krt14</i>       | keratin 14       | <b>2.814</b> | 1               | 0.051          |
| 1419619_at     | <i>Krt80</i>       | keratin 80       | <b>2.507</b> | 1               | 0.037          |
| 1449378_at     | <i>Krt27</i>       | keratin 27       | <b>2.506</b> | 0.994           | 0.17           |
| 1427352_at     | <i>Krt79</i>       | keratin 79       | <b>2.454</b> | 1               | 0.062          |
| 1436557_at     | <i>Krt73</i>       | keratin 73       | <b>2.071</b> | 1               | 0.079          |
| 1423691_x_at   | <i>Krt8</i>        | keratin 8        | <b>2.01</b>  | 1               | 0.085          |
| 1448169_at     | <i>Krt18</i>       | keratin 18       | <b>1.83</b>  | 0.999           | 0.093          |
| 1460347_at     | <i>Krt14</i>       | keratin 14       | <b>1.714</b> | 1               | 0.07           |
| 1448457_at     | <i>Krt71</i>       | keratin 71       | <b>1.712</b> | 0.938           | 0.18           |
| 1435989_x_at   | <i>Krt8</i>        | keratin 8        | <b>1.687</b> | 0.993           | 0.145          |
| 1420647_a_at   | <i>Krt8</i>        | keratin 8        | <b>1.683</b> | 0.999           | 0.114          |
| 1423935_x_at   | <i>Krt14</i>       | keratin 14       | <b>1.455</b> | 0.879           | 0.085          |
| 1437344_x_at   | <i>Krt13</i>       | keratin 13       | <b>0.74</b>  | 0.922           | 0.059          |
| 1438394_x_at   | <i>Krt4</i>        | keratin 4        | <b>0.689</b> | 0.999           | 0.047          |
| 1438849_at     | <i>Krt78</i>       | keratin 78       | <b>0.651</b> | 0.993           | 0.126          |
| 1430132_at     | <i>Krt28</i>       | keratin 28       | <b>0.638</b> | 0.973           | 0.108          |
| 1417156_at     | <i>Krt19</i>       | keratin 19       | <b>0.457</b> | 1               | 0.096          |
| 1422667_at     | <i>Krt15</i>       | keratin 15       | <b>0.253</b> | 1               | 0.06           |
| 1420728_at     | <i>Krt32</i>       | keratin 32       | <b>0.184</b> | 1               | 0.03           |
| 1453327_at     | <i>Krt24</i>       | keratin 24       | <b>0.145</b> | 1               | 0.046          |
| 1427154_at     | <i>Krt2</i>        | keratin 2        | <b>0.112</b> | 1               | 0.11           |
| 1427378_at     | <i>Krt75</i>       | keratin 75       | <b>0.11</b>  | 1               | 0.057          |

**Gap junction and tight junction formation**

| <b>AFFY ID</b> | <b>Gene Symbol</b> | <b>Gene Name</b>              | <b>FC</b>     | <b>PP of DE</b> | <b>q value</b> |
|----------------|--------------------|-------------------------------|---------------|-----------------|----------------|
| 1423271_at     | <i>Gjb2</i>        | gap junction protein, beta 2  | <b>38.174</b> | 1               | 0.045          |
| 1418748_at     | <i>Casp14</i>      | caspase 14                    | <b>9.085</b>  | 1               | 0.039          |
| 1426911_at     | <i>Dsc2</i>        | desmocollin 2                 | <b>5.461</b>  | 1               | 0.07           |
| 1448397_at     | <i>Gjb6</i>        | gap junction protein, beta 6  | <b>4.097</b>  | 1               | 0.149          |
| 1415800_at     | <i>Gja1</i>        | gap junction protein, alpha 1 | <b>3.912</b>  | 1               | 0.073          |
| 1421156_a_at   | <i>Dsc2</i>        | desmocollin 2                 | <b>3.831</b>  | 1               | 0.099          |
| 1449740_s_at   | <i>Dsg2</i>        | desmoglein 2                  | <b>3.133</b>  | 1               | 0.06           |
| 1418283_at     | <i>Cldn4</i>       | claudin 4                     | <b>3.109</b>  | 1               | 0.085          |
| 1425619_s_at   | <i>Dsg2</i>        | desmoglein 2                  | <b>3.095</b>  | 1               | 0.058          |
| 1434600_at     | <i>Tjp2</i>        | tight junction protein 2      | <b>3.089</b>  | 1               | 0.037          |
| 1439476_at     | <i>Dsg2</i>        | desmoglein 2                  | <b>3.03</b>   | 1               | 0.066          |
| 1434599_a_at   | <i>Tjp2</i>        | tight junction protein 2      | <b>3.009</b>  | 1               | 0.051          |
| 1450984_at     | <i>Tjp2</i>        | tight junction protein 2      | <b>2.847</b>  | 1               | 0.042          |
| 1450014_at     | <i>Cldn1</i>       | claudin 1                     | <b>2.825</b>  | 1               | 0.068          |
| 1450985_a_at   | <i>Tjp2</i>        | tight junction protein 2      | <b>2.728</b>  | 1               | 0.061          |
| 1438945_x_at   | <i>Gja1</i>        | gap junction protein, alpha 1 | <b>2.697</b>  | 1               | 0.094          |
| 1437932_a_at   | <i>Cldn1</i>       | claudin 1                     | <b>2.637</b>  | 1               | 0.084          |
| 1422179_at     | <i>Gjb4</i>        | gap junction protein, beta 4  | <b>2.608</b>  | 1               | 0.057          |
| 1426673_at     | <i>Cdh3</i>        | cadherin 3                    | <b>2.596</b>  | 1               | 0.05           |
| 1437992_x_at   | <i>Gja1</i>        | gap junction protein, alpha 1 | <b>2.59</b>   | 1               | 0.088          |
| 1448873_at     | <i>Ocln</i>        | occludin                      | <b>2.495</b>  | 1               | 0.054          |
| 1438650_x_at   | <i>Gja1</i>        | gap junction protein, alpha 1 | <b>2.277</b>  | 1               | 0.113          |
| 1415801_at     | <i>Gja1</i>        | gap junction protein, alpha 1 | <b>2.18</b>   | 1               | 0.088          |
| 1438973_x_at   | <i>Gja1</i>        | gap junction protein, alpha 1 | <b>2.056</b>  | 0.999           | 0.099          |
| 1435191_at     | <i>Cdsn</i>        | corneodesmosin                | <b>1.988</b>  | 1               | 0.069          |
| 1448261_at     | <i>Cdh1</i>        | cadherin 1                    | <b>1.985</b>  | 1               | 0.079          |
| 1449741_at     | <i>Dsg2</i>        | desmoglein 2                  | <b>1.849</b>  | 1               | 0.067          |
| 1417749_a_at   | <i>Tjp1</i>        | tight junction protein 1      | <b>1.642</b>  | 0.975           | 0.127          |
| 1416715_at     | <i>Gjb3</i>        | gap junction protein, beta 3  | <b>1.569</b>  | 0.898           | 0.106          |
| 1441255_at     | <i>Cdh3</i>        | cadherin 3                    | <b>1.414</b>  | 0.97            | 0.085          |
| 1455519_at     | <i>Dsg1b</i>       | desmoglein 1 beta             | <b>1.369</b>  | 0.737           | 0.123          |
| 1422274_at     | <i>Gja8</i>        | gap junction protein, alpha 8 | <b>0.754</b>  | 0.84            | 0.099          |
| 1423551_at     | <i>Cdh13</i>       | cadherin 13                   | <b>0.687</b>  | 0.765           | 0.115          |
| 1420345_at     | <i>Cldn14</i>      | claudin 14                    | <b>0.645</b>  | 0.999           | 0.076          |
| 1434115_at     | <i>Cdh13</i>       | cadherin 13                   | <b>0.635</b>  | 1               | 0.065          |
| 1439427_at     | <i>Cldn9</i>       | claudin 9                     | <b>0.606</b>  | 1               | 0.059          |
| 1416255_at     | <i>Gja4</i>        | gap junction protein, alpha 4 | <b>0.56</b>   | 0.999           | 0.106          |
| 1426332_a_at   | <i>Cldn3</i>       | claudin 3                     | <b>0.535</b>  | 0.999           | 0.123          |
| 1430237_at     | <i>Cldn22</i>      | claudin 22                    | <b>0.53</b>   | 1               | 0.061          |
| 1448393_at     | <i>Cldn7</i>       | claudin 7                     | <b>0.523</b>  | 1               | 0.065          |
| 1417896_at     | <i>Tjp3</i>        | tight junction protein 3      | <b>0.514</b>  | 1               | 0.105          |
| 1418093_a_at   | <i>Egf</i>         | epidermal growth factor       | <b>0.484</b>  | 1               | 0.05           |
| 1434651_a_at   | <i>Cldn3</i>       | claudin 3                     | <b>0.481</b>  | 1               | 0.121          |
| 1460569_x_at   | <i>Cldn3</i>       | claudin 3                     | <b>0.473</b>  | 1               | 0.103          |
| 1451701_x_at   | <i>Cldn3</i>       | claudin 3                     | <b>0.457</b>  | 1               | 0.118          |
| 1449204_at     | <i>Gjb5</i>        | gap junction protein, beta 5  | <b>0.404</b>  | 1               | 0.052          |
| 1417839_at     | <i>Cldn5</i>       | claudin 5                     | <b>0.402</b>  | 1               | 0.048          |
| 1426147_s_at   | <i>Cldn10</i>      | claudin 10                    | <b>0.187</b>  | 1               | 0.084          |

How the deposited data were processed for this re-analysis (not part of the article)

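RNA was measured in dorsal skin of male C57BL/6J mice aged 8 to 9 weeks, 3 SKO mice (Scd1 flox/flox with Krt14-Cre) and 3 Lox mice (Scd1 flox/flox), with 1 whole-genome Affymetrix mouse array per mouse. The groups are those of the deposited sample labels. The numbers in the labels were not taken to pair mice, since arrays that share a number were no closer than others.

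The authors made the deposited values with robust multi-array averaging (RMA), so that each value is a normalized probe set intensity. The methods speak of log2 values, but the deposited intensities run from 4.12 to 34349 and are on a linear scale, so log2 was taken before any test. Array correlations of the log2 values were 0.987 to 0.993 among Lox arrays, 0.993 to 0.994 among SKO arrays and 0.966 to 0.976 between the groups.

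SKO was compared with Lox on 45037 probe sets, the 64 control probe sets being left out, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no trend, not robust). Each p in the passages, adjusted by Benjamini-Hochberg, comes from limma or its camera function, and a call is an adjusted p under 0.05. Means and standard deviations are of log2 values, log2 fold changes are differences of those means, and folds are ratios of linear means. Probe sets were given gene symbols from the platform's table, brought to mouse GRCm38.p6 symbols through gene numbers. Of the probe sets, 34920 have 1 symbol, 895 several and 9286 none. Some genes, Spp1 among them, are named by the paper's tables where the platform's table gives no single symbol. For counts of genes and for lists, each of 18151 genes is represented by its probe set with the highest mean over the 6 arrays. For a gene in the paper's tables the statistics are those of its brightest listed probe set.

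Lists of genes, 49 in all, were drawn up from general knowledge and from the pathways that the paper discusses, and tested with camera at a preset correlation of 0.01, adjusted over the 49 lists. Camera with a correlation estimated from the arrays is given beside it. Apart from the exceptions given below, the lists, the tests and the other settings to be tried were fixed before the data were examined, though after the paper had been read, so lists that share genes with its tables are not independent of it. Genes are named because the paper names them, because they are among the 10 largest rises or falls whose arrays do not overlap, or because they are among the 4 members per direction with the lowest p in a list. The paper's table values had been seen when that rule was set. Genes outside that rule, such as Cers3, Elovl4, Cyp26a1 and Irf7, were picked out after their values were seen, as is said where they are named. Which 9 lists were carried through the alternatives, and the look at single arrays that stand apart, were decided after results had been seen. So were the tests of a larger keratinocyte share as the whole cause.

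Alternatives tried were median centring, quantile and cyclic loess normalization, the brighter part of the probe sets, a trended and robust variance, array weights, pairing by label number, each array left out in turn, other ways of choosing probe sets, the methods' t-test with Storey q-values or Benjamini-Hochberg, and lognormal-normal and gamma-gamma mixtures written for this work in the manner of EBarrays. With an array left out, the smaller group has 2 arrays. Every other split of the 6 arrays into groups of 3 was also tested. With 3 arrays per group the smallest exact permutation p is 0.1, so single genes rest on limma's pooled variance. Limma was also tested on simulated data of the same size, with 200 changed probe sets in all. It called 0.47 of those changed 2-fold and 0.93 of those changed 4-fold, with 5 false calls. The real comparison called 7637 probe sets, which makes the cutoff in unadjusted p less strict, so these shares do not carry over to it. Changes under 2-fold can be missed there, but how often was not tested.

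Body weight, food intake, retinoid measurements, cultured sebocytes and quantitative PCR were not analysed here. Results for some genes of the paper's tables are not reported here. No array was left out of the main comparison.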

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

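The results here were picked out as signal in genes outside those that the paper discusses, either lists of which its tables hold at most 10 percent of the genes, a bound set after results had been seen, or genes among the largest changes that its tables leave out. Clock genes, of which its tables hold 8 of 18, fall outside that bound and are weighed here because time of day is a technical explanation. None of the tests in this part was chosen after its result was seen, but the look at the interferon list on single arrays was.

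In the skeletal muscle list, of which the paper's tables hold 1 gene although its enriched terms include contractile ones, the median log2 fold change was -1.79 and 86.5% of the 37 genes were lower, with quartiles of -2.16 and -1.31. A lower share of skeletal muscle RNA in the SKO samples needs nearly all such genes to fall by a similar factor, and the test could have come out otherwise, so a lower share may account for the contractile genes and the muscle-type glucose genes. A correlation between genes taken from the arrays leaves the list at an adjusted camera p of 0.445, and 30 genes were lower without SKO 2. Genotype is the biological explanation that the design gives, and whether it acts on muscle in the skin or the samples were taken at different depths was not tested.

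In the adipocyte list 0 of its 18 measured genes were higher and 10 lower (0 and 10 adjusted over the list alone), with a median log2 fold change of -0.96 and an adjusted camera p of 2.48e-05, or adjusted p = 0.242 with an estimated correlation. The 14 fatty acid and triglyceride synthesis genes that were lower, Scd1 left out, had a median of -1.41, while the whole lists had -0.31 and -0.12. Without genes of the lipid lists the adipocyte median was -1.03 (SE 0.29, 10 of 16 lower) and the sebocyte median -0.51 (SE 0.62, 5 of 9 lower and 1 higher). Neither lies above the bound set in advance, -0.47, by more than its standard error, but that bound comes from genes chosen because they fell, so a lower share of adipocyte or of sebocyte RNA may or may not explain part of the fall and cannot be told apart from a change within the cells. Genotype is the biological explanation that the design gives, and it was not tested apart from cell shares. The paper cites earlier histology of sebaceous gland hypoplasia in SKO mice, so a lower sebocyte share may itself be an effect of genotype. How much of the fall such a share accounts for was not measured here.

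Among clock genes the median of the Arntl arm lay 1.06 above that of the Dbp arm. The Dbp arm fell, with a median of -0.98 and 6 of 7 genes lower, while the Arntl arm barely moved, at 0.085 with 0 of 5 genes called. Arms this far apart are what a different time of day of sampling needs, although such a difference would be expected to raise the Arntl arm too, so it may explain the lower Dbp arm but is not shown by the Arntl arm. The methods place sampling in the early light cycle without an hour for each mouse, which narrows but does not exclude a difference in time, and genotype, which the design gives as the biological explanation, stays open.

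The cell cycle list had a median log2 fold change of 1.00, where 18 of its 25 measured genes were higher and 0 lower (22 and 0 adjusted over the list alone), with an adjusted camera p of 3.14e-11, or adjusted p = 0.242 with an estimated correlation. For the NRF2 and glutathione response the median was 0.63, where 8 of its 15 measured genes were higher and 1 lower (8 and 1 adjusted over the list alone), with an adjusted camera p of 0.000645, or adjusted p = 0.250 with an estimated correlation, and counts of 7 and 0 without SKO 2, 8 and 0 without SKO 3, 8 and 0 without Lox 1, 9 and 0 without Lox 2. The fibroblast list had a median of -0.59, where 0 of its 13 measured genes were higher and 6 lower (0 and 7 adjusted over the list alone), with an adjusted camera p of 0.00524, or adjusted p = 0.546 with an estimated correlation. For the endothelial cell list it was -0.39, where 1 of its 15 measured genes was higher and 5 lower (1 and 7 adjusted over the list alone), with an adjusted camera p of 0.0138, or adjusted p = 0.625 with an estimated correlation. The Schwann cell list gave -0.90, where 1 of its 8 measured genes was higher and 5 lower (1 and 7 adjusted over the list alone), with an adjusted camera p of 0.0150, or adjusted p = 0.522 with an estimated correlation. In the oxidative phosphorylation list the median was -0.28, where 0 of its 26 measured genes were higher and 6 lower (0 and 6 adjusted over the list alone), with an adjusted camera p of 0.00504, or adjusted p = 0.534 with an estimated correlation, and counts of 0 and 3 without SKO 1, 0 and 2 without SKO 2, 0 and 2 without Lox 1. The type I interferon response list had a median of -0.63, where 0 of its 17 measured genes were higher and 1 lower (0 and 1 adjusted over the list alone), with an adjusted camera p of 0.0352, 0.0938 without SKO 3 and 0.197 without Lox 2, where Lox 2 stood apart with a median deviation of 1.14 against -0.09 and -0.11 in the other Lox arrays, or adjusted p = 0.649 with an estimated correlation, and counts of 0 and 3 without Lox 1. The neutrophil list had a median of 0.395, where 5 of its 13 measured genes were higher and 0 lower (5 and 0 adjusted over the list alone), with an adjusted camera p of 0.0175, 0.0637 without Lox 3, or adjusted p = 0.577 with an estimated correlation, and counts of 3 and 0 without Lox 1.

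Genes with the largest rises that the paper's tables leave out were AA467197 at a log2 fold change of 6.08 (SE 0.22, adjusted p = 5.44e-06), the glutamine transporter Slc38a5 at 5.52 (SE 0.24, adjusted p = 6.4e-06) and Psca at 5.49 (SE 0.18, adjusted p = 4.73e-06), n = 3 arrays per group. The largest such falls were in Pnpla5 at -4.82 (SE 0.29, adjusted p = 3.66e-05), Scgb1a1 at -3.73 (SE 0.20, adjusted p = 1.99e-05), Gng13 at -3.73 (SE 0.20, adjusted p = 1.85e-05), Tlcd3b at -3.68 (SE 0.21, adjusted p = 2.35e-05), Pon1 at -3.47 (SE 0.24, adjusted p = 6.35e-05), Wfdc3 at -3.37 (SE 0.32, adjusted p = 0.000249) and Inmt at -3.31 (SE 0.39, adjusted p = 0.000650).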

How the results depend on the processing

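With 3 arrays per group, and 2 in the smaller group when an array is left out, single results rest on a spread pooled over probe sets, and weak signals near background limit what can be seen. The cause of the shifts below was not tested. Against 7637 probe sets called (4033 higher, 3604 lower) and 4181 genes (2038 and 2143), array weights gave 12385 (6263 and 6122) and 6405 (3106 and 3299). The methods' t-test gave 1016 probe sets (572 and 444) with Storey q-values and 83 (56 and 27) with Benjamini-Hochberg. At a posterior above 0.95 the lognormal-normal mixture gave 4912 (2666 and 2246) and the gamma-gamma mixture 4852 (2599 and 2253), and limma with at least a 2-fold change gave 2753 (1474 and 1279). Leave-one-out ranges were 4705 to 8867 probe sets called, 2516 to 4800 higher and 2174 to 4067 lower, and 2708 to 4970 genes called, 1305 to 2521 higher and 1385 to 2449 lower. Without SKO replicate 2 there were 4705 probe sets and 2748 genes, and without Lox replicate 1 there were 4739 and 2708. With an estimated correlation the adjusted camera p was 0.445 for skeletal muscle, 0.375 for sebocyte, 0.507 for cornified envelope, 0.242 for antimicrobial and acute phase and 0.553 for fatty acid synthesis genes, and no list of the 49 passed.

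Counts under median centring (7621 probe sets), quantile (7632) and cyclic loess normalization (7587), the brighter part of the probe sets (6761), trend and robust variance (7494), replicate block (7806), soft thresholds of the mixtures (6629 and 6563), limma with Storey q (9743), control probe sets included (7656), the mean over all probe sets of a gene (4344 genes) and no _s_at or _x_at probe sets (4132 genes) stayed within 1.5 times the count reported. The share of called probe sets that were higher was 51.0% to 55.2% under the 3 scalings. Of 575 named probe sets none reversed while called. The methods' t-test with Storey q-values left 204 of them on the same side of the threshold, the fit without Lox replicate 1 left 466 and that without SKO replicate 2 left 476, and 331 of the 462 called were called with any single array left out. Of the 49 list medians, those for B cell and T cell genes changed sign under a scaling. The 9 lists carried through every setting were picked after results were seen, the trended variance does not alter camera, and the other 40 were run with the estimated correlation and leave-one-out.

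The 10 splits of 6 arrays into 3 and 3 are too few for a share under 0.05. The real split called 7637 probe sets, 4181 genes and 21 lists, the highest of the others 0, 0 and 18, so 1 of 10 splits gave a result as large for each.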

Differences from the paper's values

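The 554 fold changes of the paper's tables that were compared all have the same direction here, and the largest ratio between the paper's value and the value here is 1.06. With the ratio taken from means of log2 values instead, Krt6b gives 39.2 against the paper's 11.0, and the ratio of linear means gives 11.0.

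Total counts are lower here for the mixture models, whose soft thresholds were 0.648 for the lognormal-normal and 0.643 for the gamma-gamma model, the paper's being 0.639. The soft threshold gives the paper's 8648 probe sets against 6634 here with the first model and 6567 with the second, and the hard threshold the paper's 6433 against 4916 and 4854. Q-values under 0.05 give the paper's 969 against 1015 here. Probe sets that pass by both approaches number the paper's 897 against 789 here with the lognormal-normal and 783 with the gamma-gamma model. Among probe sets changed at least 2-fold the soft threshold gives 1517 higher and 1333 lower here with the lognormal-normal model, above the paper's 1495 and 1313. Neither mixture model reached the paper's total at either threshold, while counts by limma, which are not mixture counts, exceed 8648 with array weights (12385), with Storey q-values (9743) and without Lox replicate 3 (8867). Of the 504 distinct probe sets among the 554 entries, 62 have a posterior here under the paper's soft threshold with the lognormal-normal and 66 with the gamma-gamma model.

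The paper lists genes as changed that limma with Benjamini-Hochberg does not call here, 18 in all, with the same direction. Genes that it lists as lower are Agpat5 (-0.55, SE 0.16, adjusted p = 0.0537), Fads6 (-0.52, SE 0.15, adjusted p = 0.0506), Dagla (-0.41, SE 0.13, adjusted p = 0.0689), Ppargc1a (-0.51, SE 0.15, adjusted p = 0.0531), Retsat (-0.60, SE 0.20, adjusted p = 0.0730), Rora (-0.72, SE 0.22, adjusted p = 0.0589), Mmp15 (-0.57, SE 0.17, adjusted p = 0.0506), Mmp17 (-0.47, SE 0.14, adjusted p = 0.0540), Col23a1 (-0.46, SE 0.14, adjusted p = 0.0550), Col4a3 (-0.53, SE 0.16, adjusted p = 0.0571) and Nfkbil1 (-0.53, SE 0.16, adjusted p = 0.0548). Genes that it lists as higher are Fads2 (0.56, SE 0.17, adjusted p = 0.0559), Ahr (0.77, SE 0.23, adjusted p = 0.0518), Sprr2i (2.08, SE 0.69, adjusted p = 0.0748), Adam17 (0.38, SE 0.12, adjusted p = 0.0642), Col8a2 (0.64, SE 0.19, adjusted p = 0.0539), Dsg1b (0.46, SE 0.14, adjusted p = 0.0611) and Agrp (0.73, SE 0.23, adjusted p = 0.0650). For Ppargc1a, 3 of its 4 other probe sets are called lower, and another listed probe set is called lower for Fads6 (-1.24, SE 0.13, adjusted p = 0.000437) and for Col23a1 (-0.79, SE 0.16, adjusted p = 0.00959).

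Settings other than the one reported call some of these 18 genes. Limma with Storey q-values calls all 18, and array weights call 15, the exceptions being Agrp, Col8a2 and Dsg1b. The brighter part of the probe sets calls 12, leaving out Adam17, Col4a3, Dagla, Dsg1b, Retsat and Sprr2i, and the replicate block also calls 12, leaving out Adam17, Col23a1, Dagla, Dsg1b, Ppargc1a and Sprr2i. The mean over all probe sets of a gene calls Adam17, Col4a3, Col8a2, Dagla, Dsg1b, Fads6, Mmp17, Nfkbil1 and Ppargc1a. Quantile normalization calls Agpat5, Col23a1, Dsg1b, Fads6, Mmp15, Mmp17, Nfkbil1 and Rora, cyclic loess the same genes without Mmp15 and Mmp17, median centring Ahr, and trend and robust variance Ahr, Col4a3 and Ppargc1a. The lognormal-normal mixture calls Agrp, Ahr, Col8a2, Rora and Sprr2i at its soft threshold and Agrp, Ahr and Sprr2i at the hard one, and the gamma-gamma mixture Agrp, Ahr, Rora and Sprr2i at its soft and Agrp, Rora and Sprr2i at the hard one. Leaving out arrays calls Col23a1, Mmp15, Mmp17 and Nfkbil1 without SKO replicate 1, Agpat5, Agrp, Col8a2 and Sprr2i without SKO replicate 3, Col8a2 and Dsg1b without Lox replicate 1, Col4a3, Fads6, Ppargc1a and Rora without Lox replicate 2, and Ahr, Mmp15, Nfkbil1, Ppargc1a and Retsat without Lox replicate 3. These settings were set before the data were examined.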

Other observations

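Of the 25 cell cycle genes 18 were higher in SKO skin, with camera at adjusted p = 0.242 with an estimated correlation, among them the mitotic cyclin Ccnb2 at a log2 fold change of 1.91 (SE 0.19, adjusted p = 0.000333), the kinase Cdk1 at 1.6 (SE 0.16, adjusted p = 0.000329), Birc5 at 1.41 (SE 0.13, adjusted p = 0.000177) and Top2a at 1.32 (SE 0.12, adjusted p = 0.000212), n = 3 arrays per group. Of the 15 genes that NRF2 induces against oxidants 8 were higher, with camera at adjusted p = 0.250 with an estimated correlation, among them the glutathione peroxidase Gpx2 at 4.66 (SE 0.23, adjusted p = 1.43e-05), the glutamate-cysteine ligase subunit Gclm at 1.83 (SE 0.16, adjusted p = 0.000183), Srxn1 at 1.57 (SE 0.13, adjusted p = 0.000120) and the cystine transporter Slc7a11 at 1.19 (SE 0.18, adjusted p = 0.00218), while Gstm1 was lower at -0.62 (SE 0.17, adjusted p = 0.0391). Respiratory chain genes that were lower include Sdhb at -0.78 (SE 0.15, adjusted p = 0.00757), Sdha at -0.76 (SE 0.20, adjusted p = 0.0291), Ndufs3 at -0.55 (SE 0.10, adjusted p = 0.00753) and Ndufb8 at -0.51 (SE 0.12, adjusted p = 0.0164). Skeletal muscle, which is rich in these transcripts, fell with them (median -1.79, 32 of 37 genes lower), and the part that muscle has in their fall was not tested. With 1 array left out, the adjusted p rose above 0.05 for Gstm1 (0.0757 without Lox 1, 0.0923 without Lox 2, 0.144 without SKO 2, 0.126 without SKO 3), Sdha (0.0535 without Lox 1, 0.0598 without Lox 3, 0.0973 without SKO 1, 0.113 without SKO 2) and Ndufb8 (0.0722 without Lox 1, 0.0657 without SKO 2).

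Genes of other skin cells moved as well. Fibroblast genes that were lower include Clec3b at a log2 fold change of -1.78 (SE 0.15, adjusted p = 0.000123), Pi16 at -1.25 (SE 0.17, adjusted p = 0.00133), Ebf2 at -1.65 (SE 0.25, adjusted p = 0.00255) and Twist2 at -1.07 (SE 0.18, adjusted p = 0.00485), n = 3 arrays per group. Myelin and Schwann cell genes gave -1.82 (SE 0.29, adjusted p = 0.00301) for Mbp, -1.17 (SE 0.13, adjusted p = 0.000447) for Cnp, -0.98 (SE 0.15, adjusted p = 0.00240) for S100b and -0.91 (SE 0.14, adjusted p = 0.00322) for Sox10. Endothelial genes gave -1.31 (SE 0.15, adjusted p = 0.000585) for Cldn5, -1.25 (SE 0.20, adjusted p = 0.00353) for Tek, -0.95 (SE 0.14, adjusted p = 0.00198) for Sox17 and -0.81 (SE 0.15, adjusted p = 0.00689) for Egfl7, with Flt1 higher at 0.69 (SE 0.13, adjusted p = 0.00815).

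Hair follicle bulge genes split, Fgf18 at a log2 fold change of -2.73 (SE 0.13, adjusted p = 1.05e-05), Lgr6 at -2.75 (SE 0.19, adjusted p = 6.44e-05), Krt15 at -2.0 (SE 0.14, adjusted p = 7.23e-05) and Cd34 at -1.64 (SE 0.13, adjusted p = 9.37e-05) lower, and Sox9 at 2.08 (SE 0.20, adjusted p = 0.000236) and Lgr5 at 1.47 (SE 0.18, adjusted p = 0.000779) higher, n = 3 arrays per group. In that list 6 of its 13 measured genes were higher and 5 lower (6 and 5 adjusted over the list alone), with an adjusted camera p of 0.851. Among immune cell lists the adjusted camera p was 0.400 for macrophage, 0.851 for T cell, 0.712 for B cell, 0.0656 for mast cell and 0.274 for Langerhans and dendritic cell genes, and it was 0.0357 for macrophage genes without Lox 2 and, for mast cell genes, 0.0118 without SKO 2 and 0.0306 without Lox 3. Elsewhere it was 0.569 for the unfolded protein response, 0.102 for hypoxia and angiogenesis, 0.274 for smooth muscle and pericyte genes and 0.109 for melanocyte genes, the last 0.0229 without SKO 2.

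Some arrays stood apart from the others of their group, noticed after the values were seen. On the log2 scale Irf7 read 11.04 in Lox 2 and 8.61 and 8.56 in Lox 1 and Lox 3, and over the interferon list the median deviation of Lox 2 was 1.14, against -0.09 and -0.11. Hoxc10 read 7.61 in SKO 1 and 4.48 and 4.34 in SKO 2 and SKO 3, where the Lox arrays read 7.57 to 7.92, and Hoxa9 read 7.60 against 5.15 and 5.36, with 7.53 to 8.62 in Lox. Over the groups the log2 fold change was -2.21 (adjusted p = 0.0769) for Hoxc10, -2.17 (adjusted p = 0.0367) for Hoxa9, -1.23 (adjusted p = 0.0339) for Hoxa10 and -0.57 (adjusted p = 0.0212) for Hoxc9, genes that vary with position along the body, and the position sampled was not tested. Cfb read 5.06 in Lox 2 and 5.16 in SKO 3, and 7.61 to 8.96 in the other 4 arrays.

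Of the tests in this paragraph, those of a larger keratinocyte share as the whole cause were chosen after the result was seen. Neutrophils may contribute to the higher S100a8 and S100a9, since the neutrophil list without antimicrobial genes had a median of 0.395 (SE 0.26) with 4 of 11 genes higher, between the bounds set for and against, and many of these genes have low signal, so the test leaves this open. A larger share of keratinocyte RNA would raise basal and suprabasal genes as far as the genes it explains. Their median of 0.25 (SE 0.18, interquartile range 0.77) lies 3.17 below that of the stress keratins, 3.42, which no member reaches at any of its probe sets, and this argues against a larger share as the whole cause of the higher stress keratins. It lies 0.92 below the cornified envelope median of 1.18, but Krt14 reaches 1.49 at 1 of its probe sets, so the criterion that no member rise as far was not met and a larger share stays open for the envelope genes. The bound set in advance, 0.39, leaves it open too, since 0.25 lies below it by less than its standard error. RNA quality could differ between the groups, as the log2 ratio of 3 prime to 5 prime control probe sets was higher in SKO by 0.52 on average, just past the 0.5 set as the bound. The mean of both controls did not overlap between the groups either, though by a very narrow margin, so the bound was met. The difference rests on Actb, at 0.81 with no overlap, while Gapdh differed by 0.233 and overlapped. Since the controls disagree, RNA quality stays open for the counts of probe sets and genes.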
